# Feed restriction affects follicular development by regulating cell cycle progression in porcine mural granulosa cells

**DOI:** 10.1186/s40104-026-01464-1

**Published:** 2026-07-21

**Authors:** Qi Yu, Anna F. Bekebrede, Natasja N. G. Costermans, Nicoline M. Soede, Katja J. Teerds, Jaap Keijer

**Keywords:** Cell cycle, Feed restriction, Follicular development, IGFBP system, Mural granulosa cells

## Abstract

**Background:**

Mammalian reproductive outcomes are influenced by whole-body energy status, especially in high-prolific sows. During lactation, high energy demands often lead to a severe negative energy balance (NEB), which compromises subsequent reproductive performance. The molecular processes underlying the sustained impact of lactational energy insufficiency on post-weaning follicular development are not well understood. We hypothesize that this energy shortage disrupts the development of mural granulosa cells (GCs), ultimately compromising oocyte developmental competence. We aimed to delineate the molecular processes by which energy status regulates mural GC development employing a nutritional intervention.

**Results:**

Over the 14 days of feed restriction, sows receiving a restricted diet (RES; 3.25 kg/d) lost double the amount of body weight and loin muscle depth compared to full-fed sows (FF; diet 6.5 kg/d). Both ovarian weight and average size of the largest healthy follicle were significantly reduced. RNA-seq analysis identified 2,282 differentially expressed genes in RES GCs, of which 1,531 were upregulated and 751 were downregulated. The most enriched pathway was the cell cycle, corroborated by CDK1 immunostaining. RES GCs showed upregulation of key positive cell cycle regulators (e.g., *CCNA1/2*, *CCNB1–3*, *CCNE2*), while cell cycle inhibitor *CDKN1A* (P21) was downregulated. In contrast to FF GCs, in RES GCs several members of the IGFBP family, especially *IGFBP7*, strongly correlated with most cell cycle-related genes including *FOXO1*, *CDKN1A*, and follicle size exclusively in RES GCs, but not in FF sows. Proliferation markers (*PCNA* and *MKI67*) were also upregulated, while differentiation marker *CYP19A1* was downregulated.

**Conclusion:**

Our data suggest that a severe lactational NEB has a lasting impact on mural GCs after weaning, delaying their transition from proliferation to the terminal differentiation. We propose a potential regulatory axis in which IGFBPs, especially *IGFBP7*, may link energy metabolism and follicular development through the AKT-FOXO1-CDKN1A-cell cycle regulatory axis. These molecular alterations likely contribute to the compromised oocyte competence observed following energy restriction. Furthermore, our findings identified IGFBP7 as a candidate biomarker linking metabolic status to follicular development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-026-01464-1.

## Introduction

Energy status and reproductive function are tightly interconnected in mammals [1]. This connection is clearly evident in litter-bearing species such as modern hyper-prolific sows, where continuous selection for large litter size has greatly increased their energy demands during lactation [2]. Primiparous sows have limited body reserves and a low feed intake capacity [3], making them more susceptible to a severe negative energy balance (NEB) during lactation. This often results in lower pregnancy rates and reduced litter sizes in subsequent parities, a phenomenon widely recognized as second litter syndrome [4]. Our previous study suggested that this compromised fertility is likely attributed to the impact of lactational energy insufficiency on follicular development post-weaning [5].

Follicular development is the foundation for oocyte quality and subsequent embryonic development [6]. After weaning, follicles undergo profound morphological remodeling, characterized by rapid expansion and follicular fluid accumulation [7]. Mural granulosa cells (GCs) synthesize steroid hormones, growth factors, energy substrates, and metabolites [8, 9]. Any disruption in energy availability may impair mural GC function, ultimately compromising oocyte maturation and the resumption of meiosis [10]. Although the correlation between energy insufficiency and reduced follicle size is documented [11], the underlying molecular mechanisms and the relevant changes in follicle development still remain unclear. Because ovarian follicles are composed of several cell types, precise molecular profiling of mural GCs is challenging. This complexity poses a significant barrier to achieving a high-resolution mechanistic understanding of how follicles might be arrested by lactation-induced energy insufficiency. Consequently, this knowledge gap hampers the development of strategies to prevent adverse outcomes. The aim of this study is therefore, to elucidate molecular pathways that operate in mural GCs, the gatekeepers of oocyte maturation and quality, and which are associated with follicular development. We hypothesize that upon release from lactational energy restriction, mural GCs undergo compensatory molecular responses ("catch-up processes"). By analyzing these responses, we aim to identify the specific biological processes suppressed by energy restriction and underscore their functional relevance in follicular development.

Traditional bulk RNA-seq averages signals across mixed cell types, while single cell RNA-seq (scRNA) offers single-cell resolution, but lacks spatial context. The well-defined boundary of mural GCs from surrounding cell types allows precise isolation via laser capture microdissection (LCM) [12]. By combining LCM with UMI-based RNA-seq, a method that minimizes technical noise and improves detection of low-abundance transcripts, allows us to specifically and comprehensively map energy restriction related molecular alterations in mural GCs. This insight into the biology of mural GCs’ responses to energy stress is essential for a comprehensive understanding of reproductive physiology. In addition, this research provides a theoretical basis for optimizing lactational diets and nutritional care within swine industry.

To induce a severe NEB, a 50% feed restriction (RES) is applied to sows during the last two weeks of lactation (d 10 to 24 (end)), while the control group is full-fed (FF). This period corresponds to peak milk production in modern sows, when energy demands are highest [13]. This restriction level was chosen as it effectively drives a robust catabolic state [14] and as similar reductions in voluntary feed intake are commonly observed under heat stress conditions in commercial swine production [15]. We investigated mural GCs on d 2 post-weaning as by this time a cohort of selected follicles undergoes rapid growth (transitioning from medium to large antral follicles) and actively synthesizes estradiol, prior to the preovulatory LH surge, and subsequent ovulation at approximately d 5–6 after weaning [16]. This time point captures the physiological and endocrinological characteristics of the mid-follicular phase [17] and thus provides an optimal window to evaluate the physiological and molecular characteristics associated with the "last effects" of a lactational NEB. For this we combined LCM with low-input RNA-seq obtain deep reads from limited amounts of high-quality RNA, followed by advanced data analysis and confirmatory immunohistochemistry experiments.

The following structured stepwise research approach was followed: To obtain an overview of changes, we employed GC specific RNA-seq and used all expressed genes as the basis for our analysis. After identifying the main affected process, we delineated the most relevant upstream pathway as well as upstream regulators of this pathway by correlation analyses. By correlation to follicle size, we substantiated the functional relevance of this pathway. Further substantiation came from confirmatory immunohistochemistry and the analysis of proliferation and differentiation markers. Finally, we provided a larger overview of signaling pathways linked to the core pathway for an easy access to the wider information of our unique study.

## Materials and methods 

### Animals

Thirty-six primiparous sows (TN70, a crossbreed of Large White and Norwegian Landrace (TopigsNorsvin, The Netherlands)) were housed at the Wageningen University animal facility CARUS from 2 weeks before parturition onwards. During this period until parturition, sows were fed twice daily (at 700 and 1600 h) and received 2.9 kg/d of a standard gestation diet (Standard sow feed, AgruniekRijnvallei, The Netherlands). Within 72 h after parturition, piglets were cross fostered to obtain similar litter sizes. During lactation, all sows were fed the same standard lactation diet containing approximately 9.3 MJ NE/kg, 156 g/kg CP, 8.9 g/kg lysine, and 7.69 g/kg SID lysine (Maxima lacto, AgruniekRijnvallei) divided over three meals a day (0700 h, 1300 h, and 1900 h). All sows received the same amount of diet until 2 weeks before weaning, starting at 2 kg/d at parturition and increasing with 0.5 kg/d from d 2 after parturition to reach 6 kg/d at d 10 of lactation, according to the TN70 feeding manual for primiparous sows. After d 10, 18 sows were fed a daily allowance of 6.5 kg (full-fed, FF), and 18 sows were fed 3.25 kg/d (feed-restricted, RES) for 2 weeks, until weaning (Fig. S1). The piglets were creep-fed. Sows had an average lactation length of 24.1 ± 0.3 d for both FF and RES. To mimic commercial practices and to assess whether lactational energy insufficiency has a negative influence on follicular development after weaning, all sows (FF and RES) were fed 3 kg/d from weaning until 48 h post-weaning, as described previously [5]. Day 2 after weaning is considered the mid-follicular phase, which was selected because it is a key stage to determine whether follicles will progress to maturity or undergo atresia [18]. Ovaries were collected and follicular size was measured of all visible antral follicles, as described before [10]. After this, the ovaries were immediately frozen in liquid nitrogen and stored at −80 °C until further analyses. Primarily for practical reasons, but also to enhance discriminatory power, 14 sows with the highest body weight loss from the RES group and 14 sows with the lowest body weight loss from the FF group were selected for this study (from the two original groups of 18 sows).

### Body weight, backfat depth, muscle depth

Body weight, back fat depth, and muscle depth were measured at different time points after arrival of the sows at the university animal facility CARUS, as described in detail by Costermans et al. [5].

### Mural granulosa cell collection

The right ovary of each sow was cut into two halves (Fig. S2). Mural GCs were collected from the largest healthy follicle using LCM after the following procedure. To ensure that the cryo-sections contained (almost all) large antral follicles visible on the surface of the ovary, frozen ovaries from each sow were cut into three planes [19]. For follicle size measurement, each cutting plane was photographed against a grid paper as a scale reference using a Nikon D3300 camera. Follicle size was then determined as the largest macroscopically visible diameter using ImageJ software (v1.52, National Institute of Health, USA). Subsequently, to determine if a follicle was healthy or atretic, immunohistochemistry was applied using an antibody against the apoptosis marker cleaved-caspase 3. Cryosections (7 µm) were fixed in 4% (v/v) paraformaldehyde for 10 min and washed in Milli-Q water. The sections were incubated in 0.75% (w/v) glycine in Tris-buffered saline (TBS) for 30 min and rinsed 3 × 5 min in TBS before a 1 h incubation in 5% (v/v) normal goat serum. The sections were incubated overnight at 4 °C with the primary polyclonal rabbit anti‐cleaved‐caspase 3 antibody (lot number 47, #9661S, Cell Signaling Technology, USA) diluted 1:400 (v/v) in TBS‐BSA‐c (Aurion, The Netherlands). Next, sections were rinsed with TBS 5 × 5 min, and incubated for 1 h at room temperature with a goat‐anti‐rabbit Alexa Fluor 488 secondary antibody (#A-11012, ThermoFisher, USA) diluted 1:200 (v/v) in TBS‐BSA-c. After 3 × 5 min washing with TBS and incubation with 4′,6-diamidino-2-phenylindole (DAPI) (#28718-90-3, Sigma-Aldrich, USA) for 10 min, slides were rinsed with TBS for 3 × 5 min and mounted, after which images were captured by microscopy (DM6B, Leica, Germany) (Fig. S3). Follicles in which more than 5% of the mural GCs stained positive for cleaved-caspase 3 were considered atretic and excluded from further analysis.

After identification of the largest healthy follicle of each animal, mural GCs were isolated as follows: 30 μm cryo-sections were cut by a cryostat microtome (CM3050 S, Leica, Germany) and mounted on polyethylene naftelato (PEN) membrane framed slides (#11600288, Leica, Germany). Subsequently, the sections were fixed in 100% ethanol for 3 × 1 min, followed by a 10 s counterstain with Mayer’s hematoxylin (#H9627-25G, Sigma-Aldrich, USA). Next, the slides were rinsed with RNase-free water 3 × 15 s, and 100% ethanol for 3 × 1 min before being air-dried for 2 min. Mural GCs (around 30,000 cells/sample) were captured under 20 × magnification using an LCM microscope (Leica LMD 7000, Germany) and transferred into 0.5 mL RNase-free Qubit assay tubes containing 200 µL of lysis buffer (#217684, Qiagen, Germany). After incubation at room temperature for 30 min, the tubes were placed on dry ice before being transferred to a −80 °C freezer.

### RNA isolation and cDNA library preparation

Total RNA of mural GCs was extracted using the TRIzol method (#15596018, ThermoFisher, USA) following the manufacturer’s instructions. The RNA yield and concentration were determined using the Nanodrop spectrophotometer (IsoGen Life Science, the Netherlands). Additionally, the RNA Integrity Number (RIN) was assessed using the Agilent 2100 Bioanalyzer (Agilent, USA). According to Kerman et al. [20], the RIN of LCM RNA samples is categorized as excellent for RIN ≥ 7, good for 5 ≤ RIN < 7, and poor for RIN < 5. In this study, the mean RIN was 7.30 ± 0.60 (± SD), and none of the RNA samples used in this study had a RIN below 5 (Table S1). One individual from the FF sow group was excluded prior to downstream analysis due to an abnormal RIN pattern. Next, rRNAs were removed from the total RNA, followed by fragmentation to 200–500 nucleotides. First-strand cDNA was synthesized using a random hexamer-primer, while dTTP was substituted by dUTP during the synthesis of the second strand. The short fragments were purified and treated with elution buffer to facilitate end repair, followed by the addition of a single nucleotide A (adenine). After that, the adapters were connected to the fragments, and UNG (uracil-N-glycosylase) was used to degrade the second strand. After agarose gel electrophoresis, the suitable fragments were selected for several rounds of PCR amplification.

### Sequencing and data processing

The final PCR products were sequenced (150 bp paired-end reads) using the DNBseq platform (BGI-Shenzhen, China) with an average depth of 38 million reads per sample. After sequencing, base calling (BCL) files were converted to FASTQ files using bcl2fastq2 (Illumina, USA). The “dirty” raw reads, defined as reads that contain adapters, high content of N bases, and low-quality reads, were removed using SOAPnuke by BGI, with the following parameter setting (-l 15 -q 0.2 -n 0.05 -i). After removal of low-quality reads, an average of 36.5 million and 38.4 million clean reads were obtained from the FF and RES libraries, respectively. Clean reads were checked for sequence performance with FastQC (v0.11.9) and MultiQC (v1.14). The average Q30 score was approximately 94%. The clean reads were aligned to the pig reference genome (scrofa.Sscrofa11.1) using HISAT2 (v2.2.1) [21], applying the following parameters: --sensitive --no-discordant --no-mixed -I 1 -X 1000. In total, 80% ± 1.6% of the reads could be uniquely mapped to the pig reference genome, and 4.6% (1,655,389) to 11.9% (4,710,010) of the reads matched multiple locations (Table S2), showing that qualitatively and quantitatively good sequences were obtained from the LCM-captured mural GCs. The uniquely mapped reads were extracted using Samtools (v1.16.1), followed by deduplication using UMI-tools (v1.1.4) [22] with default parameters. This step was performed to eliminate duplicates caused by PCR amplification before sequencing to obtain accurate quantification. Gene counts were obtained using FeatureCounts (v1.6.2) [23] with the parameters: -p -T4 -t exon -g gene_id -a -o. Genes with an average read count of less than 5 across all animals were discarded, and normalization was performed using the negative binomial distribution implemented in the Bioconductor package DESeq [24]. Principal components analysis (PCA) was plotted using the R package ggplot.

### Analysis of differential gene expression and functional enrichment

Once the mRNA counts were normalized, the DESeq2 R package was used to identify DEGs with the FF group as the control. Gene set enrichment analysis (GSEA) was performed using gene ranking based on a composite score derived from the log_2_ fold change (log_2_FC) and adjusted *P*-value (*P*_adj_) [25] to identify enriched Gene Ontology (GO) functions and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways according to previously described protocols [26]. The normalized enrichment score (NES) of each gene set was estimated by the amount of over-representation of members of the gene set towards the top or bottom of the ranked gene list by applying weighted Kolmogorov–Smirnov statistics [27]. Results with a *P*_adj_ < 0.05 and |NES| > 1 of GSEA were considered significantly enriched and visualized as a bubble plot using the GseaVis package [28] in R software.

### Gene co-expression network construction

The co-expression network of normalized gene expression counts (> 5 counts) was constructed using the weighted correlation network analysis (WGCNA) [29] (v1.73) in R. Briefly, the normalized data were subsequently log transformed as suggested in the WGCNA manual to build a signed network. Pairwise Pearson’s correlations among all genes were calculated to create an adjacency matrix. A soft threshold power was set at β = 9, corresponding to a scale-free topology index (R^2^) of 0.8. The adjacency matrix was employed to compute the Topological Overlap Measure (TOM), based on which modules of co-expressed genes were identified using the dynamic tree cut algorithm. Each module was arbitrarily assigned a unique color label. The modules were constructed with a cut height of 0.25 and a minimum module size of 14,000 genes.

### Expression and cellular localization of CDK1 and CDKN1A

To validate the pathway analysis results, immunohistochemistry was performed using CDK1, a specific marker for cell cycle progression. The largest healthy follicles from six ovaries in each group were cryosectioned and mounted on Superfrost Plus glass slides (MenzelGläser, Germany). The procedure followed the above-described method for the detection of cleaved-caspase 3 with minor modifications. In this case, the primary antibody was replaced by either an anti-CDK1 antibody (lot number 1023303–7, #ab32094, Abcam, UK), diluted 1:500 (v/v) in TBS‐BSA-c, or an anti-CDKN1A (anti-p21 antibody, lot number 1002684–26, #ab109199, Abcam, UK) diluted 1:200 (v/v) in TBS‐BSA-c. Isotype IgG was used as a negative control. The areas of DAPI-stained nuclei were segmented using the StarDist model in ImageJ software (v1.52). The mean staining intensity, calculated as the sum of gray values in all pixels divided by the number of selected pixels, was then quantified separately for the nuclear and cytoplasmic regions of mural GCs.

### Statical analysis

Statistical analysis was performed using GraphPad Prism (v9.31). Data were tested for normality and results were presented as mean ± standard deviation (SD). A Student’s *t*-test was used for comparisons, with *P* < 0.05 considered statistically significant and *P* < 0.10 considered indicative of a trend. To identify potential driver genes and their downstream signaling pathways that may regulate cell cycle progression, Pearson correlation (for normally distributed data) and Spearman rank correlation (for non-normally distributed data) were performed between DEmRNA candidates and follicle size. No covariates were used in this study. The plots were generated using GraphPad Prism.

## Results

### Feed restriction reduces body weight, muscle mass, and follicular development

Before the dietary intervention, on d 10 of lactation, there were no significant differences between the FF and RES sows in body weight, loin muscle depth, or backfat depth (Table 1). After the two-week period of lactational feed restriction, RES sows had lost almost the double amount of body weight (%) compared to FF sows (20.3% ± 5.1% vs. 9.8% ± 4.3%, *P* < 0.0001) (Fig. 1A). The loin muscle depth loss of RES sows was significantly higher during lactation compared with the FF sows (1.3 ± 0.3 mm vs. 0.6 ± 0.4 mm, *P* < 0.0001) (Fig. 1B), whereas no significant difference was observed in backfat loss between the two groups (3.0 ± 1.4 mm vs. 2.2 ± 1.4 mm, *P* = 0.13) (Fig. 1C). The ovary size of RES sows was smaller compared to FF sows (1.81 ± 0.18 cm vs. 2.04 ± 0.15 cm, *P* = 0.0012) (Fig. 1D), and not surprisingly the diameter of the largest healthy follicle out of the pool of 15 largest follicles per ovary was significantly smaller in RES sows (4.0 ± 0.9 vs. 4.9 ± 0.5 mm for FF sows, *P* = 0.0042) (Fig. 1E).

**Table 1:** Sows’ metabolic and follicle characteristics before and after two weeks of feed restriction

Sow metabolic state	FF^a^	RES^b^	*P*-value
Body weight on d 10 of lactation, kg	201.0 ± 18.2	192.1 ± 17.5	0.20
Body weight at weaning, kg	174.3 ± 19.6	161.4 ± 15.0	0.0003^***^
Loin muscle depth on d 10 of lactation, mm	5.2 ± 0.6	5.2 ± 0.6	0.99
Loin muscle depth at weaning, mm	4.6 ± 0.6	3.9 ± 0.5	0.0018^**^
Backfat depth on d 10 of lactation, mm	12.0 ± 1.7	12.0 ± 2.6	0.97
Backfat depth at weaning, mm	9.7 ± 1.5	8.7 ± 2.6	0.24
Sow follicle parameters			
Ovary size, cm	2.04 ± 0.15	1.81 ± 0.18	0.0012^**^
Diameter of the largest healthy follicles, mm	4.9 ± 0.5	4.0 ± 0.9	0.0042^**^

^a^Full-fed group

^b^Restricted-fed group

***P-value < 0.001; **P-value < 0.01. The data represent 14 RES sows with the highest body weight loss and 14 FF sows with the lowest body weight from a previously published study, that did not investigate GCs or molecular processes, encompassing two times 18 sows [5]

**Fig. 1:**
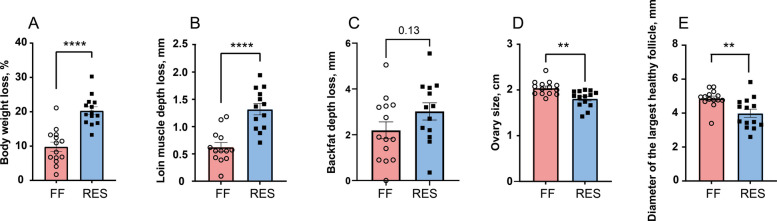
Phenotypic characteristics of full-fed or feed-restricted sows. Comparison of body weight loss (**A**), loin muscle (**B**), backfat (**C**) ovary size (**D**) and follicle size of the largest healthy follicles (**E**) between the FF and the RES sows. ^**^P < 0.01, ^****^P < 0.0001

### Marker gene-based purity validation and distinct mRNA expression patterns between FF and RES groups

High-quality RNA-seq data were obtained from LCM-captured mural GCs. 

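Mural GCs, the granulosa cells that line the inside of the follicle wall, were collected by laser capture microdissection (LCM) from the largest healthy follicle of 13 FF sows and 14 RES sows, and 1 RNA-seq library was made per sow. The FF sows had received 6.5 kg of feed per day and the RES sows 3.25 kg per day for 14 days of lactation, and tissue was collected on day 2 after weaning. Ribosomal RNA was removed, and the libraries carried unique molecular identifiers (UMIs), random tags by which copies of the same molecule made during PCR can be counted once. The authors aligned the reads to the pig genome Sscrofa11.1 with HISAT2, kept the uniquely mapped reads, removed PCR copies by their UMI and counted the remaining read pairs on the exons of Ensembl genes with featureCounts. The counting command in the files names no strand option, so the counts of genes that overlap on opposite strands are uncertain. The deposited values are whole-number counts per gene without normalization, for 35670 Ensembl identifiers. The total count per library was 12299220 to 16021200 in FF (median 13490513) and 12942198 to 18120922 in RES (median 15232600). Before alignment, Table S2 lists a mean of 37136127 clean reads in FF and 38429414 in RES. The values used here rest on the deposited counts. The RNA Integrity Number (RIN) of Table S1 was 7.19 ± 0.58 (SD, n = 13) in FF and 7.39 ± 0.64 (SD, n = 14) in RES, with the lowest value, 5.5, listed for FF sow 10. The sample records name FF sow 9 as the one left out for its RIN, so it is uncertain whether the Table S1 and Table S2 rows of FF sow 10 belong to the library used. With the Table S2 row of FF sow 9 it would lie in the other one of the quality groups described below, so the values within quality groups depend on this label. Between libraries of the same group, the correlation of log2 normalized counts across genes, which are not independent replicates, was 0.914 to 0.978 in FF (median 0.965) and 0.919 to 0.981 in RES (median 0.964).
The paper's text names no sequencing run or batch, but the share of bases at or above a quality score of 20 in Table S2 left a gap between 97.94% and 98.19%. A wider gap, from 97.25% to 97.79%, set RES sows 3 and 5 apart from all other libraries, and they are in the lower quality group. Above the gap lay 7 FF and 7 RES libraries, called the upper quality group here. The lower quality group held 6 FF and 7 RES libraries. Results are given within these groups beside the pooled ones, since both hold sows of either diet. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05. Normalized counts are counts divided by DESeq2's size factors, which were computed over the 17467 identifiers with a mean count of at least 5. Fold changes are RES relative to FF, and each standard error (SE) is the log2 fold change divided by the square root of the test's F value.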

Next, a total of 13,082 protein-coding genes were detected in both groups, and their normalized counts were used for GC purity assessment, PCA, and differential expression analysis. 

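Of the 35670 identifiers, 17467 reached a mean count of 5 over the 27 libraries, the limit in the methods. The count files carry no gene names or biotypes. A table that pairs pig Ensembl identifiers with symbols named 15623 of them, and 11422 of the 17467. Leaving out 38 symbols of small RNAs gave 11384 tested genes, of which 10596 had a protein-coding record in the RefSeq annotation of Sscrofa11.1. The other 6045 identifiers had no symbol and were not tested with these genes, so the named genes stand in for the protein-coding ones.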

To assess the purity of the isolated mural GCs, we analyzed the expression levels of markers for different follicular cell types. Although certain theca cell markers (*CYP11A1*, *CYP17A1*, *RET*, *COL14A1*, *PTCH2*, *DHCR24*, and *BGN*) [30, 31] were detectable, their expression levels were substantially lower than those of GC markers (*CYB5A*, *INHA*, *INHBA*, *INHBB*, *GSTA1*, *FST*, and *VCAN*) [30, 32]. 

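The theca markers with the most counts were CYP17A1, with 966 ± 701 normalized counts in FF GCs (SD, n = 13) and 456 ± 441 in RES GCs (SD, n = 14), and COL14A1, with 803 ± 256 and 695 ± 292. CYP11A1 had 548 ± 330 and 231 ± 180 normalized counts. BGN stayed below 70 on average in both groups. Among the GC markers, VCAN had 50758 ± 15720 normalized counts in FF and 56380 ± 10348 in RES, INHBA 11969 ± 2960 and 13830 ± 5746, and CYB5A 11798 ± 4340 and 13496 ± 4459. FST had 7804 ± 2954 and 7215 ± 2086, and INHA 7200 ± 2613 and 6988 ± 2930. Averaged on the log2 scale after scaling to library size, the 6 GC markers tested were at 10.3 in FF and 10.4 in RES. RET had a mean count below 5, and GSTA1 is not analysed here. CYP11A1 was lower in RES, with a log2 fold change of −1.28 (SE 0.33, adjusted p = 0.0092), and in 13 of the 14 RES sows it was below the FF median. For CYP17A1 the log2 fold change was −1.11 (SE 0.39, adjusted p = 0.052). Of the 27 fits that each left out 1 library, 7 called CYP17A1, with the lowest adjusted p, 0.00195, without RES sow 7 (−1.53). Of the 11 alternative settings, 4 called it. The GC score differed by 0.17, RES minus FF (permutation test of the 27 libraries, two-sided, p = 0.138).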

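CD68, a macrophage marker, had 16.3 ± 7.63 normalized counts in FF GCs (SD, n = 13) and 12.1 ± 4.93 in RES GCs (SD, n = 14), a difference within the spread between sows (adjusted p = 0.177, edgeR's quasi-likelihood test). CDH5, a cadherin of vascular endothelium (chromosome 6 of Sscrofa11.1, 27108560 to 27142145), had 140 ± 25.6 and 97.52 ± 34.0, and its log2 fold change of −0.56 (SE 0.15) had an adjusted p of 0.011. PDGFRB, a pericyte receptor (chromosome 2, 151155753 to 151192818), had 42.5 ± 19.0 and 28.5 ± 8.89. Its log2 fold change of −0.61 (SE 0.20) was just past the threshold (adjusted p = 0.040), and 15 of the 27 fits that each left out 1 library no longer called it. LYVE1 had 57.4 ± 15.2 normalized counts in FF and 65.0 ± 21.6 in RES (adjusted p = 0.62). CD16 is not analysed here.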

Markers for immune cells (*CD68*, *CD16,* and *CD19*) [33], blood vessels (*PDGFRB* and *CDH5*) [33], and lymphatic vessel cells (*LYVE1*) [33] were barely detectable (Fig. S4). 

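The principal component analysis used the 500 most variable of the 11384 tested genes after DESeq2's variance-stabilizing transformation. The first component (PC1) held 48.8% and the second (PC2) 11.0% of the variance. On PC1 the FF libraries had a mean score of −9.53 ± 10.1 (SD, n = 13) and the RES libraries 8.85 ± 10.8 (SD, n = 14), a difference of 18.4 (two-sided permutation test, p = 0.00028). On PC2 the groups did not differ (p = 0.466). The difference on PC1 was 26.1 among the 14 libraries of the upper quality group (exact permutation test, p = 0.0017) and 10.4 among the 13 of the lower quality group (exact permutation test, p = 0.076). These 2 differences were 15.7 apart, with p = 0.0503 when the quality groups were permuted within each diet. RES sow 7 had a PC1 score of −15.7, below the FF mean, and RES sow 10 one of −3.06. FF sows 4 and 10 lay nearer to the RES mean, at 5.04 and 6.21. With log2 normalized counts in place of the transformed counts PC1 held 29.0%, the lowest share among the 3 alternatives, and the groups still differed on it (p = 0.00069).

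**Figure D1:**
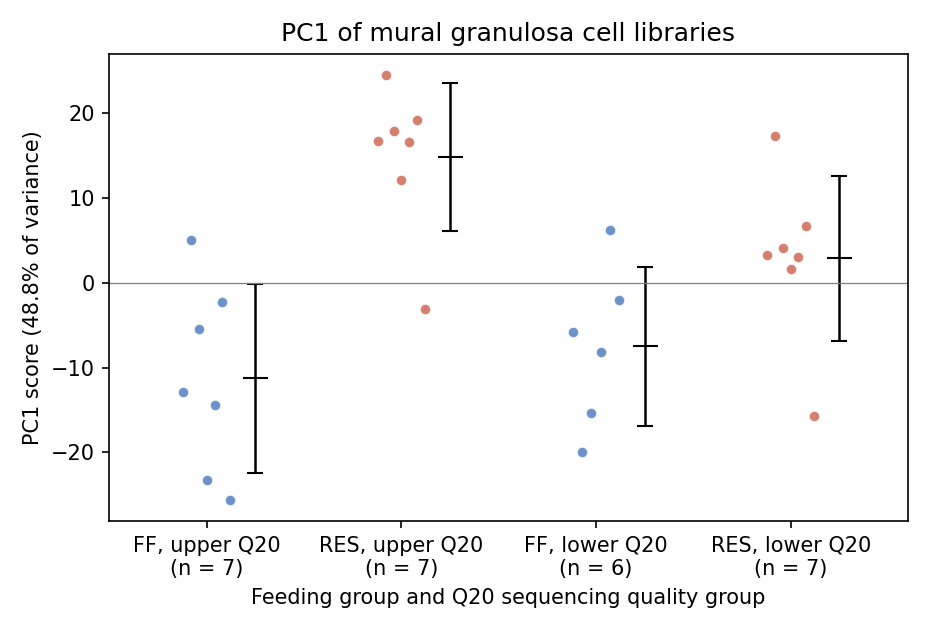
Score of each sow's library on the first principal component of the 500 most variable genes (y axis, score without unit) by diet group and sequencing quality group (x axis). Each point is 1 library and black bars give the mean ± SD. The FF and RES means lie further apart in the upper quality group (−11.3 and 14.8) than in the lower one (−7.52 and 2.87).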

While the PCA plot showed that the two groups did not separate completely, PC1 explained 40%, and PC2 explained 10% of the total variance in the dataset (Fig. 2A). Furthermore, DEG analysis revealed 2,282 (17.4% of all expressed genes) as significantly differentially expressed between the two groups (*P*_adj_ < 0.05). Among these DEGs, 1,531 mRNAs (67.1%) were up-regulated, and 751 mRNAs (33.9%) were down-regulated in RES sows compared to FF sows (Fig. 2B). 

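Of the 11384 named genes, 1610 were called between RES and FF GCs, and 3420 had an unadjusted p under 0.05. Limma's voom with sample quality weights moved this count most, to 3193. DESeq2, the paper's tool, called 1935 on the same genes and shared 1602 of the 1610. When the identifiers without a symbol were tested along with the named genes, 2263 of 17467 were called. Each library was also left out in turn. The count was highest without RES sow 7, at 2350 genes, and lowest without FF sow 6 or RES sow 1, at 1182 each. Within the upper quality group 2023 genes were called. Within the lower quality group 1 gene was called, TMEM14A, against 1385 at an unadjusted p under 0.05. Of the 2023 genes, 76.7% changed in the same direction in the lower quality group. No gene was called for an interaction between diet and quality group, and 1398 had an unadjusted p under 0.05 for it.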

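Of the 1610 called genes, 944 (58.6%) were higher and 666 lower in RES GCs. Over all tested genes the fold changes were centred near 0, with a median log2 fold change of −0.015 and 47.3% of genes above 0. The share of called genes that rose depended on the scaling. It was 57.6% with DESeq2's size factors in edgeR (925 of 1606) and 51.1% with upper-quartile factors (851 of 1664). With TMM factors and dispersions taken from all 17467 identifiers, 1168 of the 1668 called named genes rose (70.0%). The upper-quartile factors and the factors from all identifiers were chosen after the data had been seen. Without RES sow 7, 1254 genes rose and 1096 fell.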

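Among the called genes, 167 of the 944 higher in RES GCs and 92 of the 666 lower in RES GCs had a fold change above 2. A fold change above 4 was reached by 4 higher genes, TKTL1, MGAT4C, DAO and MT1A, and by 6 lower genes, MEPE, CDH9, SPTSSB, ADAMTS20, IL20RB and DPP10. The 4 higher genes had few counts, at most 29.4 ± 40.8 normalized counts in RES (SD, n = 14), reached by MT1A. For TKTL1 the SD in RES, 54.2, exceeded the mean of 16.3, so its fold change rests on few sows. MEPE and SPTSSB stayed at or below 14.7 normalized counts on average in both groups. These 6 low genes were named after their values were seen.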

The volcano plot showed that 246 upregulated DEGs had a fold-change larger than 2 (FC > 2), of which six displayed a FC > 4, while 101 downregulated DEGs had a FC > 2, of which five had a FC > 4 (Fig. 2C). A heatmap of 2,282 DEGs was generated, showing a difference between the FF and RES groups, providing insight in variation among the animals (Fig. 2D).

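Among genes called by both edgeR and DESeq2 with a mean of at least 20 normalized counts, the 5 largest rises in RES GCs were in CNR1, RAB3B, NT5E, FABP3 and H2BC18. CNR1, the cannabinoid receptor 1 gene on chromosome 1 (56466022 to 56493275), had 11.7 ± 11.5 normalized counts in FF (SD, n = 13) and 45.1 ± 41.3 in RES (SD, n = 14), a log2 fold change of 1.92 (SE 0.50, adjusted p = 0.011). FABP3, on chromosome 6 (87943003 to 87950708), rose from 175 ± 69.1 to 536 ± 367, with a log2 fold change of 1.55 (SE 0.30, adjusted p = 0.0019). NT5E had a log2 fold change of 1.61 (SE 0.38, adjusted p = 0.0051). That of RAB3B, 1.84 (SE 0.59), had an adjusted p of 0.035, which 10 of the 27 fits without 1 library lifted above 0.05. H2BC18 rose by 1.52 (SE 0.27, adjusted p = 0.0018) and is a histone gene with near-identical copies, between which uniquely mapped reads cannot be assigned with certainty. The 5 largest falls were in CDH9 (log2 fold change −3.15), ADAMTS20 (−2.31), IL20RB (−2.14), DPP10 (−2.02) and CCN3 (−1.91). DPP10, on chromosome 15 (21365700 to 22011989), fell from 391 ± 196 to 99.0 ± 80.2 normalized counts (SE 0.37, adjusted p = 0.0019), with all 14 RES sows below the FF median. ADAMTS20 and CCN3 varied widely between sows, and their calls were lost in 10 and 6 of the 27 fits without 1 library. In the lower quality group, 9 of the 10 genes kept their direction, the exception being RAB3B at −0.36 (SE 0.57) against 3.28 (SE 0.75) in the upper quality group.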

**Fig. 2:**
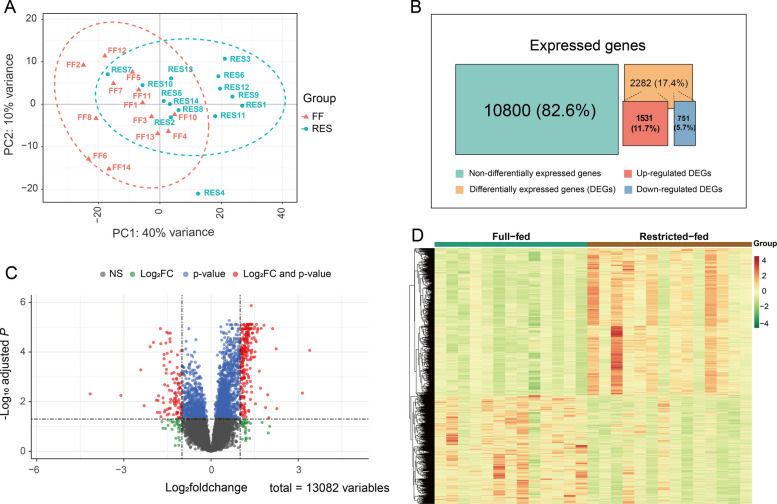
Overview of transcriptome profiling in mural granulosa cells from full-fed and restricted sows. **A** Principal component analysis (PCA) of GCs transcriptome gene counts. The red triangles represent the FF sows, and the green dots represent the RES sows. PC1 and PC2 are principal component 1 and 2, respectively. **B** Statistical analysis of GCs expressed genes. Non-differentially expressed genes in blue field. All DEGs (*P*_adj_ < 0.05) in orange field, with up-regulated DEGs in red field and down-regulated DEGs in blue field. The FF group was used as the reference group. **C** The volcano plot of all GCs protein coding genes comparing the FF and RES groups. The *x*-axis represents the log_2_fold change, and the *y*-axis displays −log_10_ (adjusted *P*-value). The cutoff is log_2_|FC| > 1 and adjusted *P*-value < 0.05. Each dot represents one gene. **D** Heatmap of the 2,282 GCs DEGs between the FF and the RES group

### Integrated functional enrichment and weighted correlation network analysis

The gene expression profile was analyzed using different data annotations (GO and KEGG) and approaches (WGCNA and GSEA). We employed WGCNA on RNA-seq data of GCs and identified 20 gene modules (Fig. 3A). Notably, the MEYellow module was the only module significantly associated with all phenotype outcomes (Fig. 3B). GO and KEGG enrichment analyses revealed that genes in the MEYellow module were predominantly involved in cell cycle-related processes (Fig. 3C and D). To underpin the above results, we additionally employed a GSEA approach. Many of the significantly enriched GO terms with high gene counts were strongly and positively associated with cell cycle processes in RES GCs, such as “cell cycle” and “cell cycle process”. Additionally, one GO term, "DNA metabolic process", was positively linked to metabolism. Conversely, “tissue development” and “animal organ morphogenesis” were downregulated in RES GCs (Fig. S5). Similarly, using KEGG GSEA, “cell cycle” was most positively enriched in RES GCs (NES = 2.6), followed by “DNA replication” (NES = 2.3). 

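A list of 97 cell cycle genes of the S and G2/M phases, of which 92 were tested, was fixed before the data were examined. All 92 had a positive log2 fold change in RES GCs, with a median of 1.01, and limma's camera test with a preset correlation between genes of 0.01 gave p = 4.8e-49 for the list. With the correlation between genes estimated from the data instead, the alternative that moved this p most, it was 0.0187, and the rotation test fry gave 3.8e-05. The median log2 fold change was 1.13 in the upper quality group (camera p = 6.2e-37) and 0.77 in the lower (p = 1.6e-39). Both p values rest on the preset correlation, which is not calibrated for this list. The correlation estimated from all libraries was 0.718. In the lower group, 90 of the 92 genes rose.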

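The DNA replication list held 34 genes, 33 of them tested. In RES GCs 32 of the 33 were higher, with a median log2 fold change of 0.79 (camera, p = 7.2e-17). The p was 2.8e-04 with fry and 0.042 with the estimated correlation. Camera gave p = 8.7e-17 in the upper and 1.8e-08 in the lower quality group, at the preset correlation that is not calibrated for such lists. Of 100 splits of the 27 libraries, 1 gave a p as small as the pooled one, the real one.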

Follicular development-related pathways, such as “oocyte meiosis” and “progesterone-mediated oocyte maturation”, were also enriched. (Fig. S6), supporting the WGCNA enrichment results. The cell cycle pathway exhibited a positive running enrichment score, and genes included in this pathway revealed a consistent, significantly higher expression of most key cell cycle genes in RES GCs (Fig. 3E). This included the cellular communication network factor (CCN) family (*CCNB1–3*, *CCNA2*, *CCNE2*), the CDC-like kinase (CDC) family (*CDCA5*, *CDC6*, *CDC7*, *CDC20*, *CDC23*, *CDC27*, *CDC25B-C*, *CDC45*), and the cyclin-dependent kinase (CDK) family (*CDK1*, *CDK2*, *CDKN2C*). 

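Of these 17 genes, 15 were called between RES and FF GCs over all tested genes, and 17 adjusted over the list alone, which the study drew from these samples, so that the latter count is not independent evidence. CDK1 (chromosome 14 of Sscrofa11.1, 64233945 to 64255290) had 721 ± 411 normalized counts in FF (SD, n = 13) and 1518 ± 607 in RES (SD, n = 14), a log2 fold change of 1.03 (SE 0.26, adjusted p = 0.0093, edgeR's quasi-likelihood test). CCNB1 (chromosome 16, 47338239 to 47348385) had 879 ± 552 and 2264 ± 950, a log2 fold change of 1.32 (SE 0.30, adjusted p = 0.0043), the largest of the 17. CDK2 (chromosome 5, 21365723 to 21372170) rose from 146 ± 47.4 to 243 ± 66.4, by 0.68 (SE 0.16, adjusted p = 0.0057). CCNB2, CCNB3 and CCNA2 had log2 fold changes of 1.06, 1.17 and 1.01. In the CDC group these ranged from 0.29 for CDC7 to 1.15 for CDC25C. For each of these genes except CDC7 and CDC27, at least 13 of the 14 RES sows lay above the FF median. CCNE2 (0.56, SE 0.20, adjusted p = 0.057) and CDC25B (0.55, SE 0.19, adjusted p = 0.052) were not called. They had an adjusted p under 0.05 with DESeq2 and in 6 and 7 of the 27 fits that each left out 1 library. CDCA5 (adjusted p = 0.037) was called in 14 of those fits and CDKN2C (0.040) in 9. All 17 genes rose in both quality groups.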

Notably, one cyclin-dependent kinase inhibitor (CDKN), *CDKN1A*, showed an inverse pattern, being significantly downregulated in RES GCs (*P* < 0.0001). 

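CDKN1A encodes p21, an inhibitor of cyclin-dependent kinases, and lies on chromosome 7 of Sscrofa11.1 from 32354776 to 32363771. It had 152 ± 70.8 normalized counts in FF GCs (SD, n = 13) and 68.2 ± 29.0 in RES GCs (SD, n = 14). The log2 fold change was −1.19 (SE 0.24, unadjusted p = 3.36e-05, adjusted p = 0.0025, edgeR's quasi-likelihood test), and all 14 RES sows lay below the FF median of 139. It stayed between −1.29 and −1.07 when each library was left out in turn. Within the upper quality group it was −1.43 (SE 0.34, adjusted p = 0.014). Within the lower quality group it was −1.02 (SE 0.30), with an unadjusted p of 0.0032 and an adjusted p of 0.172. Over the 11 alternatives the log2 fold change lay between −1.41 and −1.13.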

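Pearson's r between the normalized counts of CDKN1A and of 8 cell cycle genes (CDK1, CDK2, CDK4, CCNB1, CCNB2, CCNB3, CCNA2 and CCNE2) was computed within each group, 16 correlations in all, with permutation p values adjusted over the 16 by the Benjamini-Hochberg method. In RES (n = 14 sows) all 8 were negative, from −0.89 to −0.09 with a median of −0.79, and 7 had a permutation p under 0.05 before and after adjustment. In FF (n = 13 sows) all 8 were also negative, from −0.53 to −0.26 with a median of −0.33, and none had a p under 0.05. CDK1 had the largest r in RES, −0.89 (permutation p = 2e-05, adjusted p = 0.00032), with a Spearman's rho of −0.85 (permutation p = 0.00026). Without the 2 sows farthest from the CDKN1A median its r was −0.77, and it was −0.82 in the upper and −0.90 in the lower quality group (exact permutation p = 0.023 and 0.0089, n = 7 each). In FF the r with CDK1 was −0.29 (permutation p = 0.338), and 0.08 without the 2 farthest sows. CCNB1 gave −0.85 in RES (permutation p = 0.00012, adjusted p = 0.00064) and a rho of −0.76 (permutation p = 0.0023). Its r was −0.68 without the 2 farthest sows, and −0.87 and −0.78 within the upper and lower quality groups (exact permutation p = 0.0149 and 0.0393). CDK4 was the 1 gene without a relation in RES, with r = −0.09 (permutation p = 0.769, adjusted p = 0.769) and rho = −0.16 (permutation p = 0.584). Its r was 0.18 without the 2 farthest sows, and −0.24 and 0.17 within the quality groups.
Leaving out the 2 farthest sows reduced the number of correlations with p under 0.05 in RES from 7 to 4, and to 0 after adjustment. Within the quality groups of RES (n = 7 each), 6 of 8 in the upper and 4 of 8 in the lower had an exact permutation p under 0.05, against 0 in either quality group of FF. In the lower group the median r was −0.72 in RES and −0.62 in FF, where all 8 were negative. With 6 FF sows there, an r of −0.75 had p = 0.074, so the count says little. In the upper group the medians were −0.83 and −0.20. The difference between the groups was tested itself, by permuting the diet labels of values standardized within each group. The mean Fisher z of the 8 correlations in RES minus that in FF was −0.58, with p = 0.173 (0.336 after adjustment over 9 such tests), so that a difference in correlation between RES and FF was not detected with these numbers of sows.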

Correlation analysis revealed that *CDKN1A* was negatively correlated with members of the CDK and CCN families exclusively in the RES group (Fig. 3F).

**Fig. 3:**
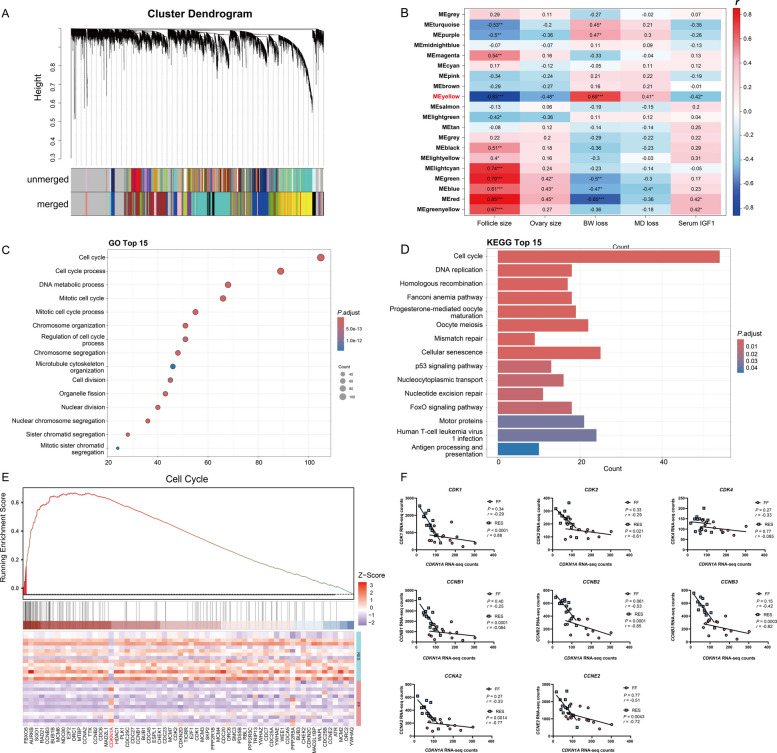
Functional analysis of gene expression and immunohistochemistry of full-fed and feed-restricted sow GCs. **A** Weighted gene correlation network analysis of the 27 RNA-seq sample datasets. The genes corresponding to branches of the same color are classified as the same gene module. **B** Gene modules associated with follicle size, ovary size, body weight loss, muscle depth loss and serum IGF1 levels. Numbers represent corresponding correlation coefficient; colors represent positive and negative correlation. **C** The top 15 enriched GO terms for genes in the module MEYellow. **D** The top 15 enriched KEGG pathways for genes in the module MEYellow. **E** The GESA enrichment plot of the cell cycle pathway. Each column represents one gene. Each row represents one individual. **F** Relations between *CDKN1A* mRNA expression and positive cell cycle regulators. Each filled dot represents an individual. The *r* represents the Pearson correlation coefficient

### Validation of key cell cycle regulators CDK1 and CDKN1A

To validate the above enrichment results, CDK1, a common marker for cell cycle progression, was quantified by immunohistochemistry (Fig. 4A). The protein level of CDK1 in mural GCs was significantly higher in RES sows compared to FF sows (*P* = 0.0052) (Fig. 4B). Furthermore, Pearson correlation analysis showed a strong, positive correlation between the mRNA and protein levels of CDK1, confirming the RNA-seq data that cell cycle progression was upregulated in RES GCs (Fig. 4C). Immunofluorescent staining of CDKN1A showed that it was localized in the cytoplasm (Fig. 4D). Since CDKN1A has different roles depending on it being localized in the nucleus or in the cytoplasm, we separately quantified its levels in the cytoplasm and the nucleus. CDKN1A was not detected in GC nuclei. In the cytoplasm, where its function is largely opposite of the nuclear cell cycle inhibitory function, CDKNA1 levels were significantly higher in RES GCs (*P* = 0.033) (Fig. 4E). Furthermore, cytoplasmic CDKNA1 levels tended to negatively correlate with follicle size (Fig. 4F). The higher cytoplasmic levels in RES GCs are functionally in agreement with the observed decreased gene expression. Together, the above results revealed that the lactational whole-body energy status caused a significant difference in the cell cycle process between RES and FF GCs, likely driven by CDKN1A.

**Fig. 4:**
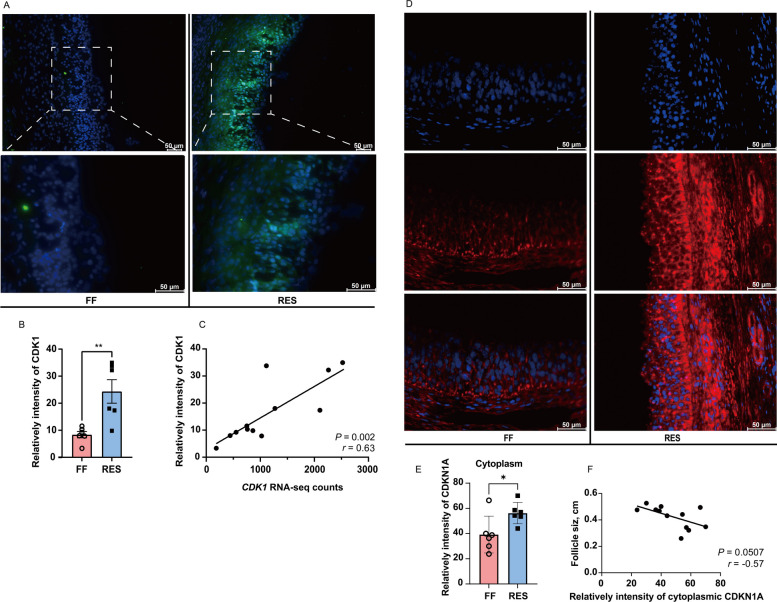
Validation of key cell cycle regulators CDK1 and CDKN1A. **A** Representative images of immunohistochemistry staining for the cell cycle marker CDK1 in mural GCs of the target follicles. The FF GCs (upper panel) and the RES GCs (lower panel) are at 20 × (left) and 40 × (right) magnification. **B** Quantitative analysis of CDK1 immunohistochemistry staining in FF and RES follicles (*n* = 6; randomly selected). ^**^P < 0.01. **C** Correlation between *CDK1* mRNA expression and mean immunohistochemistry staining intensity. The *r* represents Pearson correlation coefficient. **D** Representative images of immunohistochemistry staining for CDKN1A (left: FF; right: RES, 20 × magnification). **E** Quantitative analysis of immunohistochemistry staining for CDKN1A. ^*^P < 0.05. **F** Correlation between *CDKN1A* mRNA expression and mean immunohistochemistry staining intensity. The *r* represents Pearson correlation coefficient

### Potential upstream pathways and regulators in modulation of CDKN1A

It is well established that AKT is a negative regulator of CDKN1A [34]. In addition, FOXO1 has been reported to be able to regulate CDKN1A by binding to its promoter [35]. The DEG data showed that *FOXO1* was significantly downregulated (*P* = 0.029), while *AKT1* showed a trend toward upregulation in RES GCs (*P* = 0.054). Therefore, we examined to what extent the central regulators *AKT1*, *FOXO1*, and *CDKN1A* were correlated. 

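FOXO1 lies on chromosome 11 of Sscrofa11.1 from 15317222 to 15410059 and encodes a forkhead transcription factor. It had 7878 ± 2371 normalized counts in FF GCs (SD, n = 13) and 6052 ± 1752 in RES GCs (SD, n = 14), with 13 of the 14 RES sows below the FF median. Its log2 fold change of −0.41 (SE 0.17) had an unadjusted p of 0.0239 and an adjusted p of 0.106 in edgeR's quasi-likelihood test, so it was not called. Of the 27 fits that each left out 1 library, only the one without FF sow 10, whose 2712 normalized counts were the lowest of all, called it (−0.49, adjusted p = 0.0266). In the upper quality group the log2 fold change was −0.84 (SE 0.20, adjusted p = 0.0148), and in the lower quality group it was 0.04 (SE 0.22, adjusted p = 0.968), so the fall did not hold within the latter. The interaction between diet and quality group had an unadjusted p of 0.0092 and an adjusted p of 0.298 for this gene. AKT1 is not analysed here.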

*FOXO1* was positively correlated with *CDKN1A* only in the RES group, whereas *AKT1* was not correlated with either *CDKN1A* or *FOXO1* at the gene expression level (Fig. 5A). 

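In RES GCs, Pearson's r between the normalized counts of FOXO1 and CDKN1A was 0.63 (n = 14 sows, permutation p = 0.0158, adjusted p = 0.043 over 8 correlations) and Spearman's rho 0.60 (permutation p = 0.0265). In FF GCs r was 0.14 (n = 13, permutation p = 0.657) and rho 0.23 (permutation p = 0.449). Without the 2 RES sows farthest from the FOXO1 median, r was 0.55 (permutation p = 0.0655), and without RES sow 1 alone it was 0.54 (permutation p = 0.058). The relation thus rests in part on single sows. Its r was 0.70 in the upper quality group of RES (exact permutation p = 0.083, n = 7) and 0.23 in the lower (exact permutation p = 0.625, n = 7), neither past the threshold. The difference between RES and FF, tested by permuting the diet labels, was 0.61 on the Fisher z scale (p = 0.218).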

We then focused on upstream regulators of AKT and FOXO1, as our previous research suggested that the IGF signaling pathway plays a vital role in linking metabolism and follicular development [5]. Broad correlation analyses among members of the IGF system, *AKT1*, *FOXO1*, *CDKN1A*, and cell cycle regulators were performed. 

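IGFBP7, IGFBP4 and IGFBP2 were each correlated with 12 genes, GRB2, NRAS, MAP2K2, FOXO1, CDKN1A and the cell cycle genes CDK1, CDK2, CCNB1, CCNB2, CCNB3, CCNA2 and CCNE2, which gave 36 correlations per group and 72 in all. In RES GCs (n = 14 sows) 27 of the 36 had a permutation p under 0.05, and 19 remained so after Benjamini-Hochberg adjustment over the 72. In FF GCs (n = 13 sows) none of the 36 did, before or after adjustment. Without the 2 RES sows farthest from the median of each IGFBP gene, 19 of the 36 had a p under 0.05 and 1 an adjusted one. The count fell to 21 without RES sow 7, and was at most 28 when other RES sows were left out in turn. Within the quality groups of RES (n = 7 each), 13 correlations in the upper and 11 in the lower had an exact permutation p under 0.05, against 1 in each quality group of FF.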

Interestingly, several IGFBP family members exhibited significant and strong correlations with *FOXO1*, *CDKN1A*, and key cell cycle regulators, specifically in the RES group (Fig. 5B). Notably, *IGFBP4* and *IGFBP7* showed significant correlations with *CDK2* and *CCNE2* within the RES group, while only *IGFBP7* was correlated with *FOXO1*. These results indicated that these IGFBPs may act as potential upstream regulators. Accordingly, we proposed that the IGFBPs-FOXO-CDKN1A-cell cycle is a regulatory axis triggered by feed restriction to modulate cell cycle progression in GCs (Fig. 5C). 

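In RES GCs (n = 14 sows), IGFBP7 and CDK2 had r = −0.78 (permutation p = 0.0013, adjusted p = 0.0154 over 72 correlations) and rho = −0.73 (permutation p = 0.0040). Without the 2 sows farthest from the IGFBP7 median, r was −0.54 (permutation p = 0.068). It was −0.75 in the upper and −0.81 in the lower quality group (exact permutation p = 0.060 and 0.030, n = 7 each). IGFBP7 and CCNE2 had r = −0.78 (permutation p = 0.0003, adjusted p = 0.0114) and rho = −0.74 (permutation p = 0.0036), with −0.71 without the 2 farthest sows, and −0.66 and −0.91 within the quality groups (exact permutation p = 0.096 and 0.027). For IGFBP4 and CDK2, r was −0.69 (permutation p = 0.0075, adjusted p = 0.034) and rho −0.50 (permutation p = 0.068). Their r was −0.39 without the 2 farthest sows, on which this relation rests, and −0.80 and −0.67 within the quality groups (exact permutation p = 0.030 and 0.13). IGFBP4 and CCNE2 had r = −0.64 (permutation p = 0.016, adjusted p = 0.053) and rho = −0.44 (permutation p = 0.12), with −0.30 without the 2 farthest sows and −0.56 and −0.90 within the quality groups (exact permutation p = 0.186 and 0.026).
With FOXO1, IGFBP7 had r = 0.59 in RES (permutation p = 0.0084, adjusted p = 0.035) and rho = 0.69 (permutation p = 0.0079). Without the 2 farthest sows r was 0.68, and it was 0.42 and 0.49 within the quality groups (exact permutation p = 0.352 and 0.243). In FF the r of IGFBP7 with FOXO1 was 0.48 (permutation p = 0.093, rho = 0.34), and the difference between RES and FF was 0.15 on the Fisher z scale (p = 0.748). Over the alternatives this coefficient was 0.14 to 0.61 in FF, the highest on log2 counts (permutation p = 0.0316). In RES it was 0.37 to 0.69, with a permutation p of up to 0.196. IGFBP2 and FOXO1 had r = 0.74 in RES (permutation p = 0.0042, adjusted p = 0.023) and rho = 0.76 (permutation p = 0.0026), with 0.75 without the 2 sows farthest from the IGFBP2 median and 0.97 and 0.32 within the quality groups (exact permutation p = 0.0046 and 0.489). IGFBP4 and FOXO1 were not correlated, with r = 0.32 (permutation p = 0.278, adjusted p = 0.488) and rho = 0.23 (permutation p = 0.436). Their r was 0.08 without the 2 farthest sows and 0.50 and 0.22 within the quality groups (exact permutation p = 0.253 and 0.629).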

As the only member of the IGFBP family, IGFBP7 was also presented in the WGCNA MEYellow module, enforcing that it likely activates the downstream pathway and ultimately regulates cell cycle progression. 

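IGFBP7 lies on chromosome 8 of Sscrofa11.1 from 56283089 to 56357822. It had 1550 ± 291 normalized counts in FF GCs (SD, n = 13) and 1016 ± 679 in RES GCs (SD, n = 14). Its log2 fold change of −0.64 (SE 0.23) had an unadjusted p of 0.0083 and an adjusted p of 0.055 in edgeR's quasi-likelihood test. RES sow 7 had 3104 normalized counts, more than any other sow. The other 13 RES sows all lay below the FF median of 1631. Without RES sow 7 the log2 fold change was −0.90 and the adjusted p 0.00050. Leaving out FF sow 4, FF sow 10, RES sow 2 or RES sow 5 also brought the adjusted p under 0.05, to 0.0394 at the lowest, as did DESeq2 (0.033). In the upper quality group the log2 fold change was −1.39 (SE 0.19, adjusted p = 0.0051). In the lower quality group, to which RES sow 7 belongs, it was −0.09 (SE 0.27, adjusted p = 0.94), so no fall was detected there with that sow included. The other RES sows of that group had 864 to 1415 normalized counts, and its FF sows 960 to 1730. The interaction of diet and quality group had an unadjusted p of 0.00094 and an adjusted p of 0.175. The MEYellow module, in which the paper places IGFBP7, is not analysed here.

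**Figure D2:**
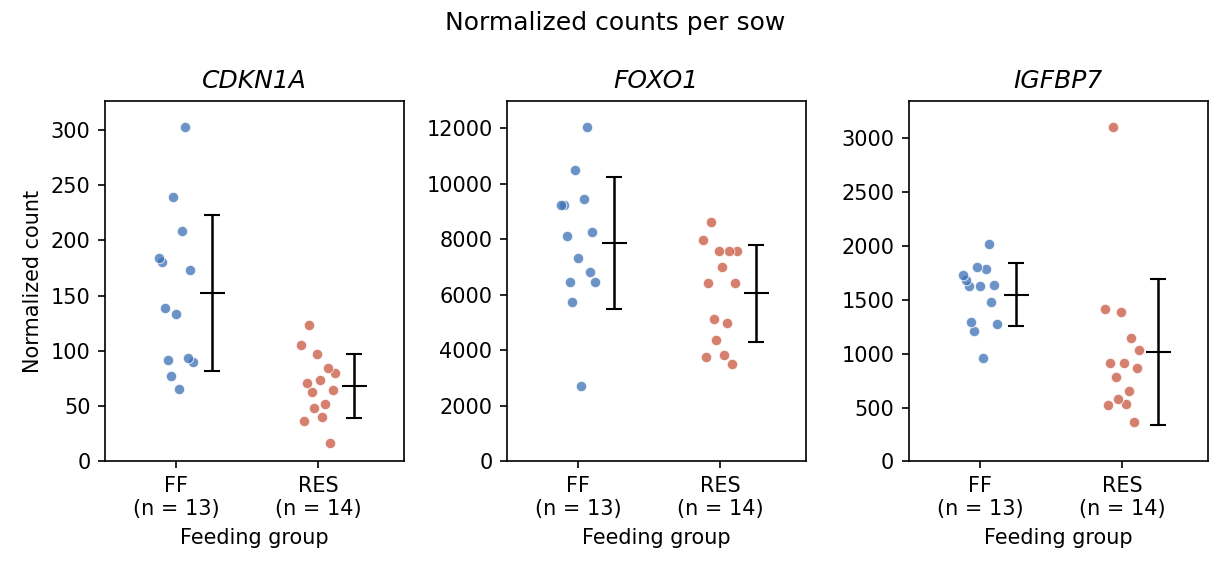
Normalized counts (y axes, counts divided by DESeq2's size factors) of CDKN1A, FOXO1 and IGFBP7 in the 13 FF and 14 RES libraries (x axes). Each point is 1 sow and black bars give the mean ± SD. All RES points for CDKN1A lie below the FF median, and the RES points for IGFBP7 include 1 sow at 3104.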

Besides, the MAPK pathway may participate in the regulation of *FOXO1*, because several members like *NRAS*, dual specificity mitogen-activated protein kinase kinase 2 (*MAP2K2*), and ribosomal protein S6 kinase (*RPS6KA1*) were differentially expressed, and both *NRAS* and *MAP2K2* showed significant correlations with *FOXO1* (*P* = 0.015; *P* = 0.032, respectively; data not shown) in RES GCs.

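NRAS (chromosome 4 of Sscrofa11.1, 105845913 to 105853769) had 1008 ± 132 normalized counts in FF GCs (SD, n = 13) and 1211 ± 238 in RES GCs (SD, n = 14), a log2 fold change of 0.22 (SE 0.091, unadjusted p = 0.0209, adjusted p = 0.097, edgeR's quasi-likelihood test). MAP2K2 (chromosome 2, 74626739 to 74651352) had 190 ± 26.5 and 237 ± 69.6, a log2 fold change of 0.27 (SE 0.11, unadjusted p = 0.024, adjusted p = 0.106). RPS6KA1 (chromosome 6, 83905124 to 83947189) had 13.9 ± 7.31 and 23.1 ± 10.6, a log2 fold change of 0.67 (SE 0.26, unadjusted p = 0.0169, adjusted p = 0.085). None of the 3 was called over all tested genes. Without RES sow 7, NRAS (adjusted p = 0.0281) and MAP2K2 (0.0489) were, and limma's voom with sample quality weights called NRAS (0.023). All 3 rose in both quality groups.
In RES (n = 14 sows), FOXO1 and NRAS had r = −0.63 (permutation p = 0.0161, adjusted p = 0.043 over 8 correlations) and rho = −0.60 (permutation p = 0.0246). Without the 2 sows farthest from the FOXO1 median r was −0.47 (permutation p = 0.121), and it was −0.76 and −0.47 in the upper and lower quality groups (exact permutation p = 0.052 and 0.294). In FF the r of this pair was −0.85 in the upper quality group (exact permutation p = 0.023, n = 7) and 0.31 in the lower (exact permutation p = 0.557, n = 6). In RES, FOXO1 and MAP2K2 had r = −0.48 (permutation p = 0.0697, adjusted p = 0.139) and rho = −0.60 (permutation p = 0.0279), with −0.56 without the 2 farthest sows (permutation p = 0.0458) and −0.58 and −0.75 within the quality groups (exact permutation p = 0.189 and 0.051).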

**Fig. 5:**
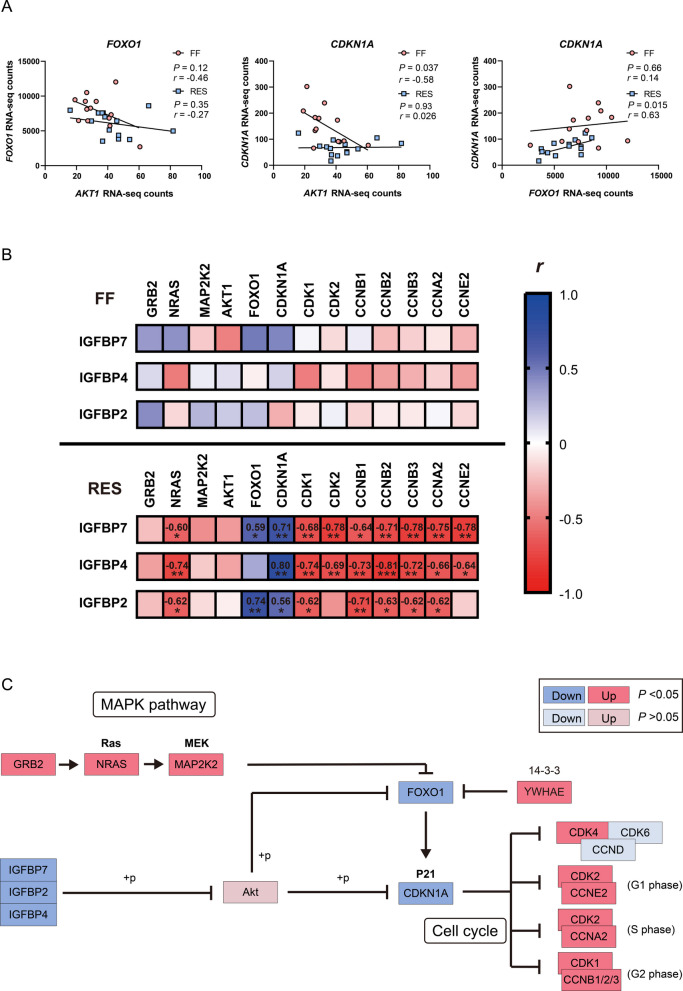
Gene expression of the AKT-FOXO1-CDKN1A-cell cycle regulatory pathway in GCs from full-fed and feed-restricted sows. **A** Correlations among *FOXO1*, *AKT1*, and *CDKN1A*. Each filled dot represents an individual (*n* = 27). The *r* represents Pearson correlation coefficient. **B** Correlation matrix of IGFBPs and key genes in the regulatory axis. Red indicates negative correlations, blue to positive correlations. **C** Scheme of the proposed GC regulatory mechanism. Significantly upregulated genes (*P*_adj_ < 0.05) are shown in red. Light red indicates upregulated genes that are not statistically significant. Significantly downregulated genes (*P*_adj_ < 0.05) are shown in blue. Light blue indicates downregulated genes that are not statistically significant. The FF group was used as the reference group

### Correlations between follicle size and IGFBPs, FOXO1, CDKN1A, and cell cycle regulatory axis

To confirm our proposed regulatory axis, we performed correlation analysis between follicle size and core members of this axis. These analyses revealed strong positive correlations between follicle size and *IGFBP*4 (*r* = 0.63), *IGFBP7* (*r* = 0.83), *FOXO1* (*r* = 0.75) and *CDKN1A* (*r* = 0.75). In contrast, strong negative correlations were observed between follicle size and *CDK1* (*r* = −0.82), *CDK4* (*r* = −0.52), *CCNB1* (*r* = −0.79), *CCNB2* (*r* = −0.75), *CCNB3* (*r* = −0.86), *CCNA2* (*r* = −0.91) and *CCNE2* (*r* = −0.85) (Fig. 6) in RES GCs, but not in FF GCs. These results indicate that the regulatory axis activated by energy restriction promotes GC proliferation, while the GCs in the larger, further developed follicles in FF sows are less proliferative (and more differentiated). To substantiate this, we analyzed proliferation and differentiation markers. 

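PCNA, a clamp of DNA polymerase, lies on chromosome 17 of Sscrofa11.1 from 14137746 to 14142584. It had 1137 ± 480 normalized counts in FF GCs (SD, n = 13) and 2200 ± 856 in RES GCs (SD, n = 14), and 13 of the 14 RES sows lay above the FF median. The log2 fold change was 0.90 (SE 0.22, adjusted p = 0.0074, edgeR's quasi-likelihood test), and 1.07 (SE 0.30) and 0.70 (SE 0.27) within the upper and lower quality groups. Every fit that left out 1 library called it. MKI67 and CYP19A1 are not analysed here.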

Proliferation markers proliferating cell nuclear antigen (*PCNA*) and Ki-67 (*MKI67*) showed significantly higher gene expression levels in RES GCs, whereas the gene expression of P450 aromatase (*CYP19A1*), a differentiation marker, was significantly lower in RES GCs compared to FF GCs. 

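INHBB (chromosome 15 of Sscrofa11.1, 30999994 to 31004405) had 4587 ± 3013 normalized counts in FF GCs (SD, n = 13) and 7571 ± 2846 in RES GCs (SD, n = 14). The log2 fold change of 0.66 (SE 0.26) had an unadjusted p of 0.0187 and an adjusted p of 0.091. Of the 27 fits that each left out 1 library, only that without FF sow 10 called it (0.91, adjusted p = 0.0076). This sow had 12818 normalized counts, the most of any sow. With it kept, a replicate block, RIN as a covariate and limma's voom with sample quality weights also called INHBB. In the upper quality group the log2 fold change was 1.30 (SE 0.30, adjusted p = 0.0124), and in the lower quality group 0.07 (SE 0.34, adjusted p = 0.963). This contrast depends on FF sow 10, which is in the lower group by a Table S2 row that is uncertain for it. The interaction had an unadjusted p of 0.0161 and an adjusted p of 0.327.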

Inhibin B (*INHBB*) expression was significantly higher in RES GCs. *INHBB* typically peaks in smaller antral follicles when the follicles in this study were harvested. In agreement, angiopoietin 1 (*ANGPT1*) expression, which is usually higher in larger antral follicles [19], was significantly lower in RES GCs (Fig. S7). Together, these findings imply that RES GCs were more proliferative and exhibited delayed differentiation compared to FF GCs.

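ANGPT1 (chromosome 4 of Sscrofa11.1, 29925203 to 30233434) had 1915 ± 966 normalized counts in FF GCs (SD, n = 13) and 1057 ± 455 in RES GCs (SD, n = 14). Its log2 fold change was −0.89 (SE 0.29, adjusted p = 0.035, edgeR's quasi-likelihood test), with 12 of the 14 RES sows below the FF median. The call was lost in 10 of the 27 fits that each left out 1 library, where the adjusted p reached 0.070 without FF sow 2, and with the GC percentage of the reads as a covariate (adjusted p = 0.080). The log2 fold change was −1.63 (SE 0.38, adjusted p = 0.0133) in the upper quality group and −0.15 (SE 0.30, adjusted p = 0.895) in the lower, where the fall was within the spread between sows. The paper reads lower ANGPT1 and higher INHBB as signs of smaller, less differentiated follicles.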

**Fig. 6:**
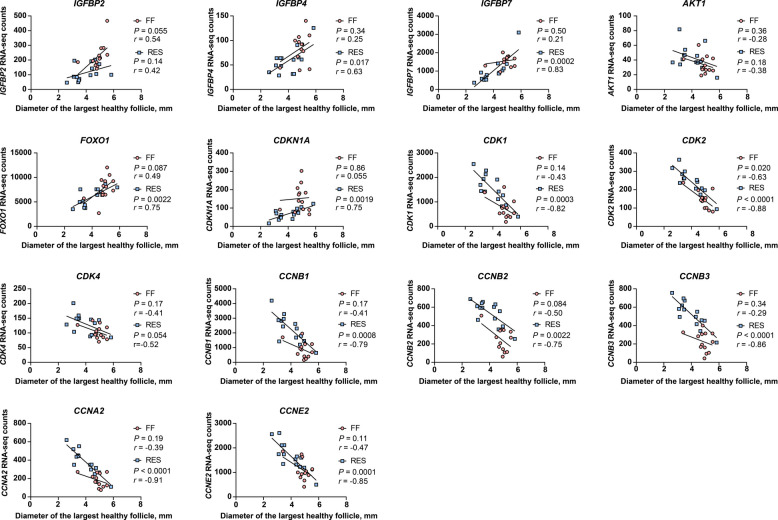
Association of gene expression of IGFBPs-AKT-FOXO1-CDKN1A-cell cycle regulators with follicle size. Correlations between the follicle size of the target follicles and *IGFBP7*, *IGFBP2*, *IGFBP4*, *AKT1*, *FOXO1*, *CDKN1A*, *CDK1*, *CDK2*, *CDK4*, *CCNB1*, *CCNB2*, *CCNB3*, *CCNA2*, *CCNE2*. Each filled dot represents an individual (*n* = 27). The *r* represents Pearson correlation coefficient

### Both glycolytic and mitochondrial metabolism are upregulated to support GC growth in RES sows

Proliferation is generally associated with increased glycolysis [36]. Analysis of DEGs indeed revealed an upregulation of glycolysis in RES GCs compared to FF GCs. 

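PKM (chromosome 7 of Sscrofa11.1, 60971807 to 61032780) had 1323 ± 262 normalized counts in FF GCs (SD, n = 13) and 1939 ± 873 in RES GCs (SD, n = 14), a log2 fold change of 0.50 (SE 0.17, adjusted p = 0.046, edgeR's quasi-likelihood test). This call was lost in 16 of the 27 fits without 1 library, with an adjusted p of up to 0.094 without RES sow 3. PFKFB3 (chromosome 10, 64776315 to 64859118) had 58.6 ± 28.8 and 106 ± 64.1, a log2 fold change of 0.80 (SE 0.28, adjusted p = 0.053). It was not called here but was with DESeq2 and in 7 of the 27 fits. HK2 (chromosome 3, 68155656 to 68231187) had 13.2 ± 10.4 and 27.6 ± 27.8, with a log2 fold change of 1.00 (SE 0.46) that did not stand out from the spread between sows (unadjusted p = 0.036, adjusted p = 0.136). LDHA (chromosome 2, 40814163 to 40827284) had 892 ± 435 and 1701 ± 1070, a log2 fold change of 0.87 (SE 0.30, adjusted p = 0.051), and was called in 11 of the 27 fits. LDHB rose from 56.0 ± 16.8 to 72.5 ± 18.1, a log2 fold change of 0.33 (SE 0.15, unadjusted p = 0.0368, adjusted p = 0.138). Each of the 5 genes rose in both quality groups.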

Several genes encoding rate-limiting glycolytic enzymes were significantly upregulated, including 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase-3 (PFKFB3), hexokinase-2 (HK2), pyruvate kinase (PKM), and lactate dehydrogenase (LDH) (Table 2). 

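Of the 24 glycolysis genes of Table 2, 19 had a positive log2 fold change in RES GCs and 11 of these an unadjusted p under 0.05. Over all tested genes 3 were called higher, ALDOC (log2 fold change 0.76, SE 0.25, adjusted p = 0.038), PGK1 (0.48, SE 0.16, adjusted p = 0.038) and PKM, and 2 were called lower, FBP2 (−1.16, SE 0.30, adjusted p = 0.010) and ENO4 (−0.60, SE 0.17, adjusted p = 0.018). Adjusted over the list alone, 6 were higher, and over the alternatives 3 (with a replicate block) to 10 (with all identifiers). The study made the table from these samples, so that this count is not independent evidence. The number called higher was largest, at 6, with limma's voom with sample quality weights, and without 1 library ALDOC and PGK1 each lost their call in 12 of the 27 fits. As a set the 24 genes rose with a camera p of 0.026, which was 0.061 with fry and 0.29 with an estimated correlation.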

A more extensive analysis displayed a full upregulation of the glycolysis pathway (Fig. 7 provides a comprehensive overview). 

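Table S3 lists 169 OXPHOS genes, of which 130 were tested. In RES GCs 98 of the 130 had a positive log2 fold change in edgeR's fit and 17 were called higher over all tested genes. In this fit none was called lower, and 43 rose at an unadjusted p under 0.05. Adjusted over the list alone, 17 were also higher. Over the alternatives that count ran from 15 with DESeq2's size factors in edgeR to 38 with all identifiers. The number called higher over all tested genes was largest, at 36, with limma's voom with sample quality weights. That setting, and edgeR without FF sow 10, each called 2 lower. As a set the 130 genes had a median log2 fold change of 0.20, with a camera p of 9.3e-07 at the preset correlation. Of 100 splits of the 27 libraries, 29 gave a p as small, the real one included, so this p is not calibrated. The p was 0.040 with fry. It was 0.246 with the estimated correlation between genes, which was no longer past the threshold. The median log2 fold change was 0.12 in the upper quality group (camera p = 0.0071) and 0.27 in the lower (p = 1.3e-09). These camera p values, at the preset correlation, are not calibrated either.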

While a shift from oxidative to glycolytic metabolism is considered a feature of proliferative (cancer) cells [36], oxidative phosphorylation (OXPHOS) also appeared to be elevated in RES GCs, with approximately 62% (105) of core OXPHOS-related genes (169 in total) being significantly upregulated (Fig. 7). Additionally, 54% of Mitocarta 3.0 mitochondrial genes unrelated to OXPHOS were significantly upregulated (Table S3), showing that mitochondrial metabolism as a whole was upregulated. For example, the ribosome, citrate cycle (TCA cycle), and metabolically related pathways were upregulated (Fig. S8). This suggests that activation of glycolytic and mitochondrial metabolism is not mutually exclusive, and stimulation of both might provide more energy and building blocks to meet the high demands of RES GCs to catch up growth [37].

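Of the 967 genes of Table S3 outside OXPHOS, 808 were tested. In RES GCs 458 had a positive log2 fold change, 64 were called higher and 26 lower, and 141 rose at an unadjusted p under 0.05. Adjusted over the list alone, 59 were higher. As a set they did not differ between the groups (camera, p = 0.083). The same held in the upper (p = 0.25) and lower (p = 0.071) quality groups. Limma's voom with sample quality weights called the most, 114.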

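Among the 70 tested genes of the mitochondrial ribosome, 60 had a positive log2 fold change in RES GCs and 17 were called higher, with a median log2 fold change of 0.19. Of the 18 tested genes of the TCA cycle, 10 were positive and 2 were called higher, with a median of 0.025. Neither list held a gene that was called lower. The pathway enrichment behind the sentence is not analysed here.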

**Table 2:** Expression levels of pure mural granulosa cell glycolysis pathway genes

Gene ID	Gene symbol	Log_2_FoldChange	Expression (counts)	*P*-value
ENSSSCG00000010253	HK1	0.095	186.4	0.48
ENSSSCG00000008261	HK2	1.1	20.7	0.019
ENSSSCG00000002873	GPI	0.22	731.5	0.11
ENSSSCG00000031174	FBP1	0.12	13.0	0.60
ENSSSCG00000010947	FBP2	−1.1	33.6	0.00015
ENSSSCG00000011133	PFKFB3	0.87	83.4	0.0022
ENSSSCG00000011158	PFKP	0.87	9.8	0.015
ENSSSCG00000028197	PFKL	0.19	22.0	0.40
	FBPM		< 5	
ENSSSCG00000032556	ALDOA	0.53	1,041.7	0.0069
ENSSSCG00000038300	ALDOB	−0.12	21.7	0.51
ENSSSCG00000017759	ALDOC	0.81	41.2	0.0016
ENSSSCG00000000685	TPI1	0.47	367.5	0.016
ENSSSCG00000000694	GAPDH	0.43	5,105.0	0.018
ENSSSCG00000002888	GAPDHS	0.27	11.6	0.29
ENSSSCG00000039425	BPGM	0.026	413.6	0.89
ENSSSCG00000012440	PGK1	0.53	1,570.7	0.0021
	PGAM1		< 5	
ENSSSCG00000035618	PGAM5	0.18	154.6	0.099
ENSSSCG00000022343	ENO1	0.40	1705.2	0.21
ENSSSCG00000028373	ENO2	0.018	11.9	0.94
ENSSSCG00000017904	ENO3	0.075	38.0	0.73
ENSSSCG00000010664	ENO4	−0.57	27.4	0.00097
ENSSSCG00000001930	PKM	0.55	1642.5	0.0024
ENSSSCG00000013366	LDHA	0.93	1,311.4	0.0020
ENSSSCG00000032557	LDHB	0.37	64.5	0.018

**Fig. 7:**
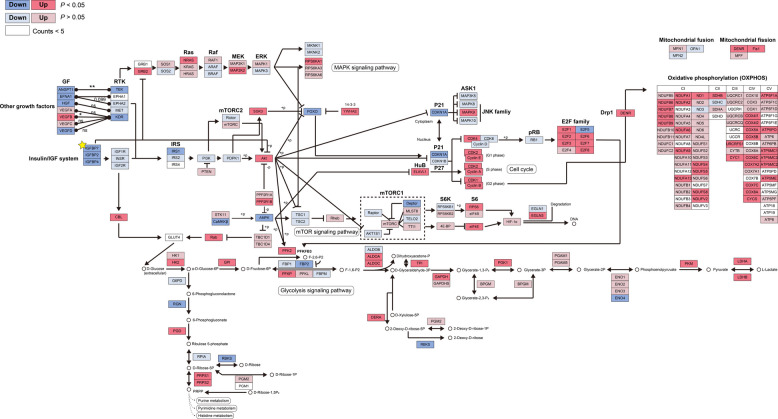
A comprehensive overview of the gene-expression based changes in FF and RES GCs. Significantly upregulated genes (*P*_adj_ < 0.05) are shown in red. Light red indicates upregulated genes that are not statistically significant. Significantly downregulated genes (*P*_adj_ < 0.05) are shown in blue. Light blue indicates downregulated genes that are not statistically significant. The FF group was used as the reference group

To complete our comprehensive overview, we added the full MAPK pathway (Fig. 7). This pathway was not further explored because the correlation matrix (Fig. 8) suggested less impact of MAPK signaling on CDKN1A and the major cell cycle regulators, compared to the IGFBPs-AKT-FOXO1-CDKNA1 pathway. Nevertheless, the role of this pathway in FOXO inhibition and the significant correlation between NRAS and IGFBP7 make it worthwhile to further explore the regulatory effects of MAPK signaling on FOXO1 in GCs and to understand how IGFBP7 may regulate this pathway.

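The IGF part of the correlation matrix was retraced with 72 correlations per group, of 8 genes of the IGF pathway (IGFBP2, IGFBP4, IGFBP7, IGF1, IGF1R, IRS1, INSR and FOXO1) with CDKN1A and 8 cell cycle genes. In RES GCs (n = 14 sows) the median absolute Pearson's r was 0.63, and 48 of the 72 had a permutation p under 0.05 without adjustment. In FF GCs (n = 13 sows) the median was 0.24, with 7 of the 72 at an unadjusted p under 0.05. Per gene the median absolute r in RES was highest for FOXO1, at 0.73. Of 6 genes of the MAPK pathway (GRB2, SOS1, NRAS, MAP2K1, MAP2K2 and RPS6KA1), NRAS had a higher one with the same 9 genes, 0.83, and the other 5 had 0.16 to 0.53. Over all 27 sows 54 of the 72 were past an unadjusted p of 0.05, but these values mix the difference between the diets with the relation within them.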

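NRAS and IGFBP7 had r = −0.60 in RES GCs (n = 14 sows, permutation p = 0.0166, adjusted p = 0.053 over 72 correlations) and a rho of −0.40 (permutation p = 0.16). Without the 2 sows farthest from the IGFBP7 median r was −0.58, and it was −0.64 and −0.57 within the upper and lower quality groups (exact permutation p = 0.115 and 0.135, n = 7 each). In FF GCs (n = 13 sows) r was 0.40 (permutation p = 0.174), with −0.31 in the upper quality group (n = 7) and 0.84 in the lower (exact permutation p = 0.033, n = 6). The difference between RES and FF was −1.12 on the Fisher z scale (permutation p = 0.139, adjusted p = 0.336 over 9 such tests).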

**Fig. 8:**
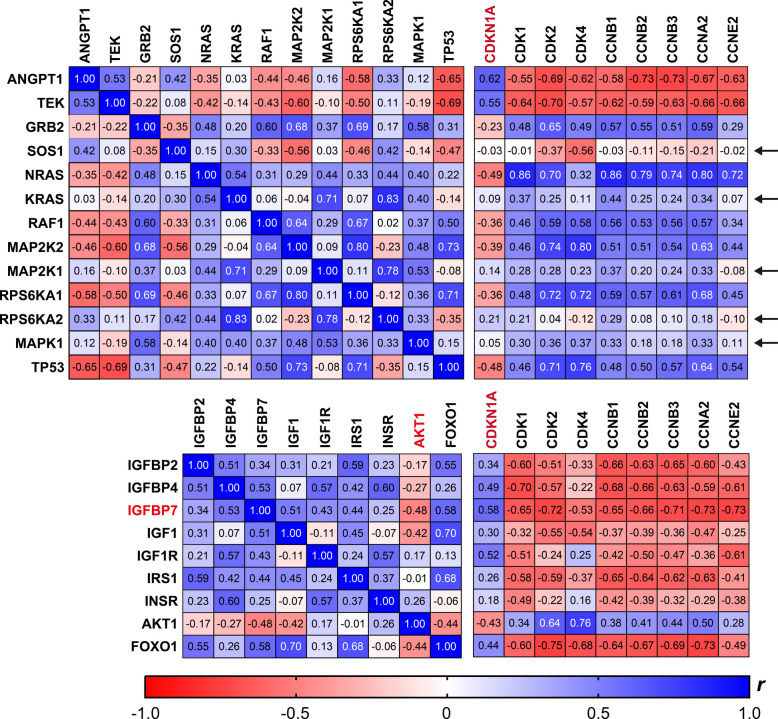
Correlation matrix of GC gene expression of MAPK, PI3K-AKT and cell cycle regulators. Pearson's correlation between main members of the MAPK pathway and the CDKN1A-cell cycle regulators regulatory axis. Red corresponds to negative correlations, blue to positive correlations

## Discussion

The sows subjected to feed restriction during lactation experienced a severe energy burden, which was confirmed by a higher percentage body weight loss and loin muscle depth loss compared to FF sows. An absence of backfat depth loss suggests that the mobilization of body reserves in these young sows primarily consisted of muscle proteins, and less of adipose tissue and may be explained by the lean phenotype of this breed of sows [5, 38]. The feed restriction also affected follicular development, assessed in the mid-follicular phase, as shown by a smaller ovary size and a smaller size of the largest healthy follicle. Having said this we cannot completely exclude that despite the use of a relatively large sample size (FF, *n* = 13; RES, *n* = 14) to minimize random variation and enhance the detection of true effects and relationships, and the standardized selection of the largest healthy follicle per ovary, the inherent variation in size of the follicles within the pool of 15 largest follicles may influence the differences in average ovary and follicle size between the FF and RES sows. While selecting multiple large healthy follicles might reduce this difference, it is unfortunately not feasible in practice. As multiple large follicles often reside on different focal planes, focusing on the precise sectioning of one follicle frequently necessitates the sacrifice or over-trimming of others. This is a technical limitation. We propose that these smaller follicles, characterized by a lower follicular fluid volume [5], are functionally compromised.

We previously showed that RES follicles have lower follicular fluid concentrations of key steroids (e.g., β-estradiol, progestins, and androgens) [5]. These analyses were performed on follicular fluid pooled from the 15 largest follicles per ovary, preventing direct correlations to the gene and protein expression changes made here. Beyond these steroidogenic differences, our previous results also show a reduced number of RES zygotes reaching the metaphase stage after in vitro maturation, and a higher incidence of polyspermy after in vitro fertilization [5], exemplifying the associated reduced reproductive performance of the RES sows.

We employed LCM to isolate pure mural GCs and used UMI-based RNA sequencing for accurate gene expression quantification, an approach that enables a comprehensive analysis of the differential transcriptomic responses of mural GCs between the nutritional energy-restricted and control groups. To identify molecular processes in GCs within the transcriptome responses, we performed functional enrichment analysis and WGCNA on our GC-specific RNA-seq data. This complementary approach reveals that cell cycle-related pathways are the most significant upregulated pathways in the RES GCs. Additionally, analysis of DEGs shows that proliferation markers *PCNA* and *MKI67* are highly expressed, while the expression of the differentiation marker *CYP19A1* is lower in RES GCs. These results, together with increased *INHBB* and decreased angiopoietin 1 (*ANGPT1*) expression, indicate that the RES GCs are in a more proliferative and less developed (differentiated) state, compared with the FF GCs. This agrees with the lower volume of follicular fluid and lower concentrations of steroid hormones, such as β-estradiol, in the follicular fluid of RES follicles [5]. The results of the present study align well with a previous comparison of the transcriptome profile of porcine GCs of smaller and larger healthy antral follicles within the same follicle pool. Despite the lower depth of these older data, the top-10 regulated pathways encompassed six cell cycle-related pathways, such as mitotic G2-G2/M phases, cell cycle, and M phase [19]. This agrees with the general understanding that small antral follicles are characterized by highly proliferating GCs. As antral follicular development continues, GCs are triggered to exit the cell cycle and initiate a program of terminal differentiation [39]. Promotion of the cell cycle typically inhibits differentiation, whereas cell differentiation is often accompanied by cell-cycle arrest [40], as we see in our data. Highly proliferative cells usually also upregulate glycolysis [36, 41] to provide biosynthesis intermediates to support growth and generate cell mass [42]. Consistent with this, a coordinated upregulation of nearly all glycolytic genes is observed in RES GCs. Interestingly, mitochondrial OXPHOS is concomitantly upregulated in RES GCs. 

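By OXPHOS complex, 42 of the 53 tested genes of complex I had a positive log2 fold change in RES GCs and 5 were called higher. Of the 7 genes of complex II, 2 were positive and 1 was called. In complex III 11 of 14 were positive and 1 was called, in complex IV 24 of 35 and 4, and in complex V 16 of 18 and 4. None of these genes was called lower in edgeR's fit of all 27 libraries. The 138 tested genes of mitochondrial translation had 100 positive fold changes, with 22 called higher and 1 lower, and the 74 genes of mitochondrial RNA metabolism had 47, with 3 called higher and 1 lower. Median log2 fold changes were 0.19 for complex I, −0.017 for complex II, 0.14 for complex III, 0.23 for complex IV and 0.24 for complex V.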

In fact, most genes across all OXPHOS complexes were upregulated, together with genes involved in the TCA cycle, mitochondrial transcription, and mitochondrial translation (Fig. S6), implicating a broad upregulation of mitochondrial transcripts in RES GCs. This suggests an increase in mitochondrial metabolic capacity, likely to support the high in vivo energetic and biosynthetic demands. Recent evidence suggests that both OXPHOS and glycolysis are upregulated during the cell cycle to support DNA synthesis and chromosome segregation [42].

The current transcriptomic data, to some extent, reflect the combined effects of lactational energy stress and post-weaning ad libitum feeding on mural GC development, as the restricted sows still showed significantly lower IGF1 and creatinine levels [5]. However, the cross-sectional nature of the data, collected at only one time point, limits the ability to track dynamic developmental changes. We hypothesize that the growth and development of GCs in the RES group are delayed or halted compared to the FF group due to lactational energy insufficiency, with a compensatory catch-up response upon restoration of energy availability, as both groups were fed the same post-weaning diet. However, given that the timing of ovulation after weaning is fixed in sows [43], catch-up growth may not be sufficient to fully compensate, which could potentially contribute to reduced oocyte quality and impaired reproductive outcome [5].

To gain more insight into cell cycle regulation, we performed an in-depth analysis of the relevant genes involved in the cell cycle. The gene expression of major positive cell cycle regulators is significantly higher in RES GCs, whereas *CDKN1A* (P21), a cell cycle inhibitor, is significantly lower expressed in the RES GCs. CDKN1A is known to arrest cell cycle progression at the G1/S and G2/M transitions by inhibiting CDK4,6/cyclin-D and CDK2/cyclin-E, respectively, in response to a variety of stimuli [44]. It can also inhibit PCNA-dependent DNA replication through binding to PCNA [45]. 

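CDKN1A and PCNA had a Pearson's r of −0.79 in RES GCs (n = 14 sows, permutation p = 0.00091, adjusted p = 0.0073 over 8 correlations) and a rho of −0.75 (permutation p = 0.0031). Without the 2 sows farthest from the CDKN1A median r was −0.60 (permutation p = 0.041). Within the upper and lower quality groups it was −0.74 and −0.72 (exact permutation p = 0.055 and 0.064, n = 7 each). In FF GCs (n = 13 sows) r was −0.10 (permutation p = 0.736), rho −0.04 (permutation p = 0.891), and r 0.09 and −0.56 within the quality groups. The difference between RES and FF was −0.98 on the Fisher z scale (p = 0.039), and 0.289 after adjustment over 9 such tests.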

The negative correlations between *CDKN1A* and key cell cycle regulators as well as with *PCNA* (Fig. S9), exclusively observed in the RES GCs, suggest that the downregulation of *CDKN1A* may be key in stimulating the proliferation of RES GCs and preventing them from exiting the cell cycle and initiating terminal differentiation.

Immunohistochemical analysis revealed that CDKN1A is exclusively localized in the cytoplasm rather than the nucleus of GCs. Furthermore, we observed that cytoplasmic CDKN1A levels are significantly higher in RES compared to FF GCs. At first glance, this may seem to contradict the hypothesis that high proliferation in RES GCs is driven by the reduced inhibitory effect of low CDKN1A expression. However, cytoplasmic CDKN1A has been suggested to facilitate cell proliferation [46], opposite to its role in the nucleus. Several studies have shown that CDKN1A exerts an anti-apoptotic role by binding to and inhibiting cleaved-caspase 3, as well as the apoptotic kinases apoptosis signal-regulating kinase 1 (ASK1) [47] and c-Jun N-terminal kinase (JNK) (also known as MAPK8) [48]. Importantly, Zhou et al. [49] reported that AKT phosphorylates CDKN1A and inhibits its antiproliferative effects by retaining it within the cytoplasm. Moreover, AKT-dependent phosphorylation of CDKN1A, retaining CDKN1A in the cytoplasm, is shown to promote endothelial cell proliferation [50]. In support of this, another study has demonstrated AKT to be an upstream negative regulator of CDKN1A-mediated cell cycle arrest [51]. Due to the limited amounts of material obtained from LCM, we are unable to determine whether the discrepancy between higher cytoplasmic protein levels and lower *CDKN1A* gene expression involves post-transcriptional regulation, or if these changes are related to changes in AKT activation. In line with this, we identified two miRNAs that potentially contribute to the post-transcriptional regulation of *CDKN1A* (unpublished data).

Besides AKT, the transcription factor FOXO1 can regulate *CDKN1A* expression by binding to its promoter [35, 52, 53]. This possibility is supported by the observed positive correlation between *FOXO1* and *CDKN1A* in RES sows. FOXO1 is a well-known downstream target of AKT [54, 55]. The insulin-like growth factor (IGF) receptor signaling pathway is one of the key upstream pathways regulating AKT activity [56]. This pathway can be stimulated by IGFs and insulin in response to growth signals and nutrients [57] and is negatively regulated by calorie restriction in many animal models [58]. We previously reported that serum as well as follicular fluid IGF1 levels are lower in the RES group compared to the FF group [5]. We now observe that the mRNA level of insulin receptor substrate 1 (IRS1) is significantly decreased under feed restriction conditions. 

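IRS1 (chromosome 15 of Sscrofa11.1, 128245846 to 128307321) had 436 ± 121 normalized counts in FF GCs (SD, n = 13) and 318 ± 87.6 in RES GCs (SD, n = 14). The log2 fold change was −0.49 (SE 0.15, adjusted p = 0.027, edgeR's quasi-likelihood test), and 12 of the 14 RES sows lay below the FF median. Without FF sow 6 it was −0.40 (adjusted p = 0.0618), and without FF sow 8 it was −0.46 (adjusted p = 0.0509). It was −0.68 (SE 0.22) in the upper and −0.30 (SE 0.17) in the lower quality group.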

The lower expression of *IRS1* aligns with a reduced activation of the IGF1-insulin signaling pathway and the higher expression of *FOXO1* and *CDKN1A*.

Several members of the insulin-like growth factor binding protein (IGFBP) system, including *IGFBP2*, *IGFBP4*, and *IGFBP7* show significantly lower expression in RES GCs. 

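IGFBP2 (chromosome 15 of Sscrofa11.1, 118822092 to 118850985) had 227 ± 84.2 normalized counts in FF GCs (SD, n = 13) and 115 ± 55.8 in RES GCs (SD, n = 14), a log2 fold change of −1.02 (SE 0.22, adjusted p = 0.0033, edgeR's quasi-likelihood test). All 14 RES sows lay below the FF median, and the log2 fold change was −1.07 (SE 0.33) and −0.99 (SE 0.26) within the upper and lower quality groups. IGFBP4 (chromosome 12, 21966524 to 21980043) had 83.9 ± 29.8 and 58.5 ± 26.0, a log2 fold change of −0.56 (SE 0.22) with an unadjusted p of 0.0153 and an adjusted p of 0.080, so it was not called. Its log2 fold change was −0.21 (SE 0.27, adjusted p = 0.611) in the upper quality group, within the spread between sows. In the lower quality group it was −0.87 (SE 0.28, unadjusted p = 0.0063, adjusted p = 0.214). The interaction of diet and quality group had an unadjusted p of 0.115. Without RES sow 7 the pooled value for IGFBP4 was −0.70 (adjusted p = 0.0141), and it was also called without FF sow 3 or FF sow 4 (adjusted p = 0.0489 and 0.0479). Of the 3 IGFBP genes, IGFBP2 was the 1 called in each of the 27 fits that left out 1 library.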

IGFBP2 and IGFBP4 can either stimulate or inhibit IGF-AKT signaling [59–61], while IGFBP7 negatively regulates IGF-AKT signaling [62, 63]. Correlation analysis shows that *IGFBP2*, *IGFBP4*, and *IGFBP7* are all strongly correlated with the identified major cell cycle regulators, with *IGFBP7* correlating with the majority of genes in the proposed regulatory axis. This is in line with the observation that IGFBP7, secreted into the follicular fluid, serves as an intraovarian factor that can negatively regulate GC differentiation [64]. Notably, the correlations of *IGFBP7* with the proposed regulatory axis are seen only in RES GCs. 

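The difference between the groups was tested by permuting the diet labels of the 27 sows. The mean Fisher z of the correlations of IGFBP7 with 7 cell cycle genes differed by −0.82, RES minus FF (p = 0.064, adjusted p = 0.289 over 9 such tests). The same difference was −0.57 for IGFBP4 (p = 0.224) and −0.56 for IGFBP2 (p = 0.292). For IGFBP7 with CDKN1A, r was 0.71 in RES (n = 14 sows, permutation p = 0.0020, adjusted p = 0.018 over 72 correlations) and 0.45 in FF (n = 13 sows, permutation p = 0.13). In RES the rho was 0.69 (permutation p = 0.0078), r was 0.87 without the 2 sows farthest from the IGFBP7 median, and it was 0.91 and 0.63 within the upper and lower quality groups (exact permutation p = 0.0073 and 0.163, n = 7 each). The difference of 0.41 on the Fisher z scale had p = 0.364. IGFBP7 also varied more between RES sows, with an SD of log2 counts 2.61 times that in FF (permutation p = 0.0145, adjusted p = 0.13 over 9 genes). A wider range can raise a correlation, and whether it did so here was not tested.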

Recent studies have shown that ectopic overexpression of IGFBP7 can directly suppress phosphorylation-mediated activation of AKT at ser473 and thr308 [63, 65]. The lower expression of *IGFBP7* and its proposed direct effects on AKT may explain why AKT is higher expressed, while the insulin-IGF1 signaling pathway as a whole is lower expressed in RES GCs in the current pathway analyses. This, however, warrants further investigation taking AKT phosphorylation into account, since AKT function is primarily regulated by phosphorylation at various sites. These assumed direct effects of *IGFBP7* on AKT are in line with our observations that *AKT1* and *FOXO1* are not significantly correlated with each other and that *AKT1* is not correlated with *CDKN1A* in the RES GCs.

Of note, IGFBP7 has been detected in GCs [66–68] and differs from other IGFBPs in that it lacks conserved cysteines in the C domain [69], while it has a highly conserved follistatin sequence [70]. Follistatin can bind activin, which induces immature GCs to proliferate, and it promotes the expression of the FSH receptor and CYP19A1 [71]. While IGFBP7 can bind activin, it was shown to primarily bind and modulate IGF1 [72]. Human studies provide evidence that low levels of IGFBP7 are associated with energy restriction [73], aligning with our results. Based on these observations and our data, we propose that IGFBP7 might be the upstream sensor of whole-body energy changes, transducing signals through the (AKT)-FOXO1-CDKN1A-cell cycle axis to regulate GC proliferation. Regretfully, as the follicles were used for cryosection, it was not possible to obtain the corresponding follicular fluid of individual follicles, which is a limitation of this study. Nevertheless, strong correlations between follicle size and *IGFBP7* and other components of this regulatory axis support our hypothesis. Additional experiments are needed to determine whether IGFBP7 indeed serves as a central functional mediator linking energy metabolism and follicular development. A more in-depth analysis at the protein-level, as well as functional assays in GC models, may further substantiate our proposed IGFBPs-FOXO-CDKN1A-cell cycle regulatory axis.

## Conclusion

In this study, we utilized the physiological state of natural energy stress in lactating sows to explore how energy metabolism affects the molecular processes associated with a response of mural GCs to energy stress. Meanwhile, we assessed whether this energy insufficiency during lactation has a continuous impact following weaning and the return to normal feeding conditions. Phenotype results reveal that energy insufficiency during lactation delays or even halts follicular development and decreases oocyte competence. We propose a potential regulatory mechanism in which members of the IGFBP family, particularly IGFBP7, may function as potential sensors of energy status. Under conditions of energy insufficiency, their downregulation may modulate AKT and inhibit both FOXO1 and CDKN1A. This may promote sustained cell cycle progression, impacting their transition toward a differentiated state. Such an imbalance between proliferation and differentiation may ultimately compromise oocyte maturation and explains the reduced oocyte competence seen in the RES sows. While this is directly relevant for the pig, our results have a wider significance since the pig also serves as a human-relevant model for reproductive physiology.

## Supplementary Information

Additional file 1: Fig. S1 Schematic representation of the experimental design. Sows were full fed (FF, *n* = 13) or 50% feed restricted (RES, *n* = 14), during the last 2 weeks of lactation until weaning, and all were full fed for the two days thereafter. Pure mural granulosa cells (GCs) were collected for transcriptome analysis. Fig. S2 Follicle selection. Each sow’s right ovary was cut into two halves. To ensure (nearly all) large antral follicles were included, each half of the ovary was sectioned from three perspectives (top, middle and bottom), creating in a total of six sectioning planes. A cross was made on the left side to distinguish between the top and bottom halves. Next, each cutting plane was photographed before and after trimming against a grid paper as a scale reference using a Nikon D3300 camera. Follicle size was determined as the largest macroscopically visible diameter of the follicle using ImageJ software (v1.52). Images are from a random picked animal. Fig. S3 Follicle quality. The quality of the largest follicle, healthy or atretic, was evaluated using immunohistochemistry with an antibody against cleaved-caspase 3, a marker for apoptosis. The detailed protocol is included in Material and Method section. Representative immunofluorescence staining for a randomly picked animal is shown. Blue represents nuclear (DAPI) staining; Green represents cleaved-caspase 3 staining. Fig. S4 Validation of GC purity. Gene expression of established marker genes for theca cells (dark blue; *CYP11A1*, *CYP17A1*,*RET*, *COL14A1*, *PTCH2*, *DHCR24*, *BGN*), mural granulosa cells (orange; *CYB5A*, *INHA*, *INHBA*, *INHBB*,*GSTA1*, *FST*, *VCAN*), immune cells (sky blue; *CD68*, *CD16*,*CD19*), blood vessels (grey; *PDGFRB*, *CDH5*), and lymphatic vessels (brown; *LYVE1*). Fig. S5 The top GSEA GO terms ranked by normalized enrichment score (NES). The color of dots represents the adjusted *P*-value, and the size of dots represents the number of genes enriched. Fig. S6 The top GSEA KEGG pathways ranked by NES. The color of dots represents the adjusted *P*-value, and the size of dots represents the number of genes enriched. Fig. S7 Proliferation, differentiation and development markers. Violin plots of marker gene expression across individuals. Proliferation markers: PCNA and MKI67. Differentiation marker: CYP19A1. Mid-phase follicular development marker: INHBB. Late-phase follicular development marker: ANGPT1. Each dot represents an individual (*n* = 27). Fig. S8 Analysis of differential mitochondrial gene expression of RES versus FF pure mural granulosa cells (GCs). KEGG GSEA analysis of all mitochondrial genes according to Miticarta3.0 database. The top significantly enriched pathways ranked by GeneRatio. The color of dots represents the adjusted *P*-value, and the size of dots represents the number of genes enriched in respectively the pathway. Fig. S9 Correlation between CDKN1A (P21) and PCNA pure mural granulosa cells (GCs) gene expression level. Each dot represents an individual (*n* = 27). The *r* represents Pearson correlation coefficient. Table S1. RNA quality of the pure mural granulosa cells (GCs) largest follicles of each animal. Table S2. Statistics of clean reads and unique sequences in mRNA libraries.

Additional file 2: Table S3. Transcriptomic profiling of mitochondrial genes based on MitoCarta 3.0.

## Data Availability

The dataset(s) supporting the conclusions of this article is(are) available in the GEO (GSE298227) repository. All other data generated during the study are available from the corresponding author by request.

## Abbreviations

AKT1: RAC-alpha serine/threonine-protein kinase
BGN: Biglycan
CCNA1: Cyclin A1
CCNA2: Cyclin A2
CCNB1: Cyclin B1
CCNB2: Cyclin B2
CCNB3: Cyclin B3
CCNE2: Cyclin E2
CD19: CD19 molecule
CD16: Fc gamma receptor IIIa
CD68: Macrosialin
CDH5: Cadherin-5
CDK1: Cyclin-dependent kinase 1
CDK2: Cyclin-dependent kinase 2
CDK4: Cyclin-dependent kinase 4
CDKN1A: Cyclin-dependent kinase inhibitor 1A
COL14A1: Collagen type XIV alpha 1 chain
CYB5A: Cytochrome b5 type A
CYP11A1: Cytochrome P450 family 11 subfamily A member 1
CYP17A1: Cytochrome P450 family 17 subfamily A member 1
CYP19A1: Cytochrome P450 Family 19 subfamily A member 1
DEGs: Differentially expressed genes
DHCR24: Delta(24)-sterol reductase
FF: Full-fed
FOXO1: Forkhead box O1
FST: Follistatin
GCs: Granulosa cells
GO: Gene Ontology
GSEA: Gene set enrichment analysis
GSTA1: Glutathione S-transferase alpha 1
IGFBP2: Insulin-like growth factor binding protein 2
IGFBP4: Insulin-like growth factor binding protein 4
IGFBP7: Insulin-like growth factor binding protein 7
INHA: Inhibin alpha chain
INHBA: Inhibin beta A chain
INHBB: Inhibin beta B chain
KEGG: Kyoto Encyclopedia of Genes and Genomes
LCM: Laser capture microdissection
log_2_FC: Log_2_Foldchange
LYVE1: Lymphatic vessel endothelial hyaluronic acid receptor 1
MKI67: Proliferation marker protein Ki 67
NEB: Negative energy balance
NES: Normalized enrichment score
NRAS: GTPase NRas
OXPHOS: Oxidative phosphorylation
*P*_adj_: Adjusted *P*-value
PCA: Principal component analysis
PCNA: Proliferating cell nuclear antigen
PDGFRB: Platelet-derived growth factor receptor beta
PTCH2: Patched 2
RES: Restricted-fed
RET: Proto-oncogene tyrosine-protein kinase receptor
RIN: RNA Integrity Number
SD: Standard deviation
TBS: Tris-buffered saline
UMI: Unique molecular identifiers
VCAN: Versican core protein
WGCNA: Weighted correlation network analysis

# Supplementary material for: Feed restriction affects follicular development by regulating cell cycle progression in porcine mural granulosa cells
**Source:** J Anim Sci Biotechnol. 2026 Jul 21;17:149. doi: 10.1186/s40104-026-01464-1
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1 Schematic representation of the experimental design. Sows were full fed (FF, n = 13) or 50% feed restricted (RES, n = 14), during the last 2 weeks of lactation until weaning, and all were full fed for the two days thereafter. Pure mural granulosa cells (GCs) were collected for transcriptome analysis. Fig. S2 Follicle selection. Each sow’s right ovary was cut into two halves. To ensure (nearly all) large antral follicles were included, each half of the ovary was sectioned from three perspectives (top, middle and bottom), creating in a total of six sectioning planes. A cross was made on the left side to distinguish between the top and bottom halves. Next, each cutting plane was photographed before and after trimming against a grid paper as a scale reference using a Nikon D3300 camera. Follicle size was determined as the largest macroscopically visible diameter of the follicle using ImageJ software (v1.52). Images are from a random picked animal. Fig. S3 Follicle quality. The quality of the largest follicle, healthy or atretic, was evaluated using immunohistochemistry with an antibody against cleaved-caspase 3, a marker for apoptosis. The detailed protocol is included in Material and Method section. Representative immunofluorescence staining for a randomly picked animal is shown. Blue represents nuclear (DAPI) staining; Green represents cleaved-caspase 3 staining. Fig. S4 Validation of GC purity. Gene expression of established marker genes for theca cells (dark blue; CYP11A1, CYP17A1,RET, COL14A1, PTCH2, DHCR24, BGN), mural granulosa cells (orange; CYB5A, INHA, INHBA, INHBB,GSTA1, FST, VCAN), immune cells (sky blue; CD68, CD16,CD19), blood vessels (grey; PDGFRB, CDH5), and lymphatic vessels (brown; LYVE1). Fig. S5 The top GSEA GO terms ranked by normalized enrichment score (NES). The color of dots represents the adjusted P-value, and the size of dots represents the number of genes enriched. Fig. S6 The top GSEA KEGG pathways ranked by NES. Th

**Feed restriction affects follicular development by regulating cell cycle progression in porcine mural granulosa cells**

Qi Yu, Anna F. Bekebrede, Natasja N.G. Costermans, Nicoline M. Soede, Katja J. Teerds, and Jaap Keijer

Journal of Animal Science and Biotechnology

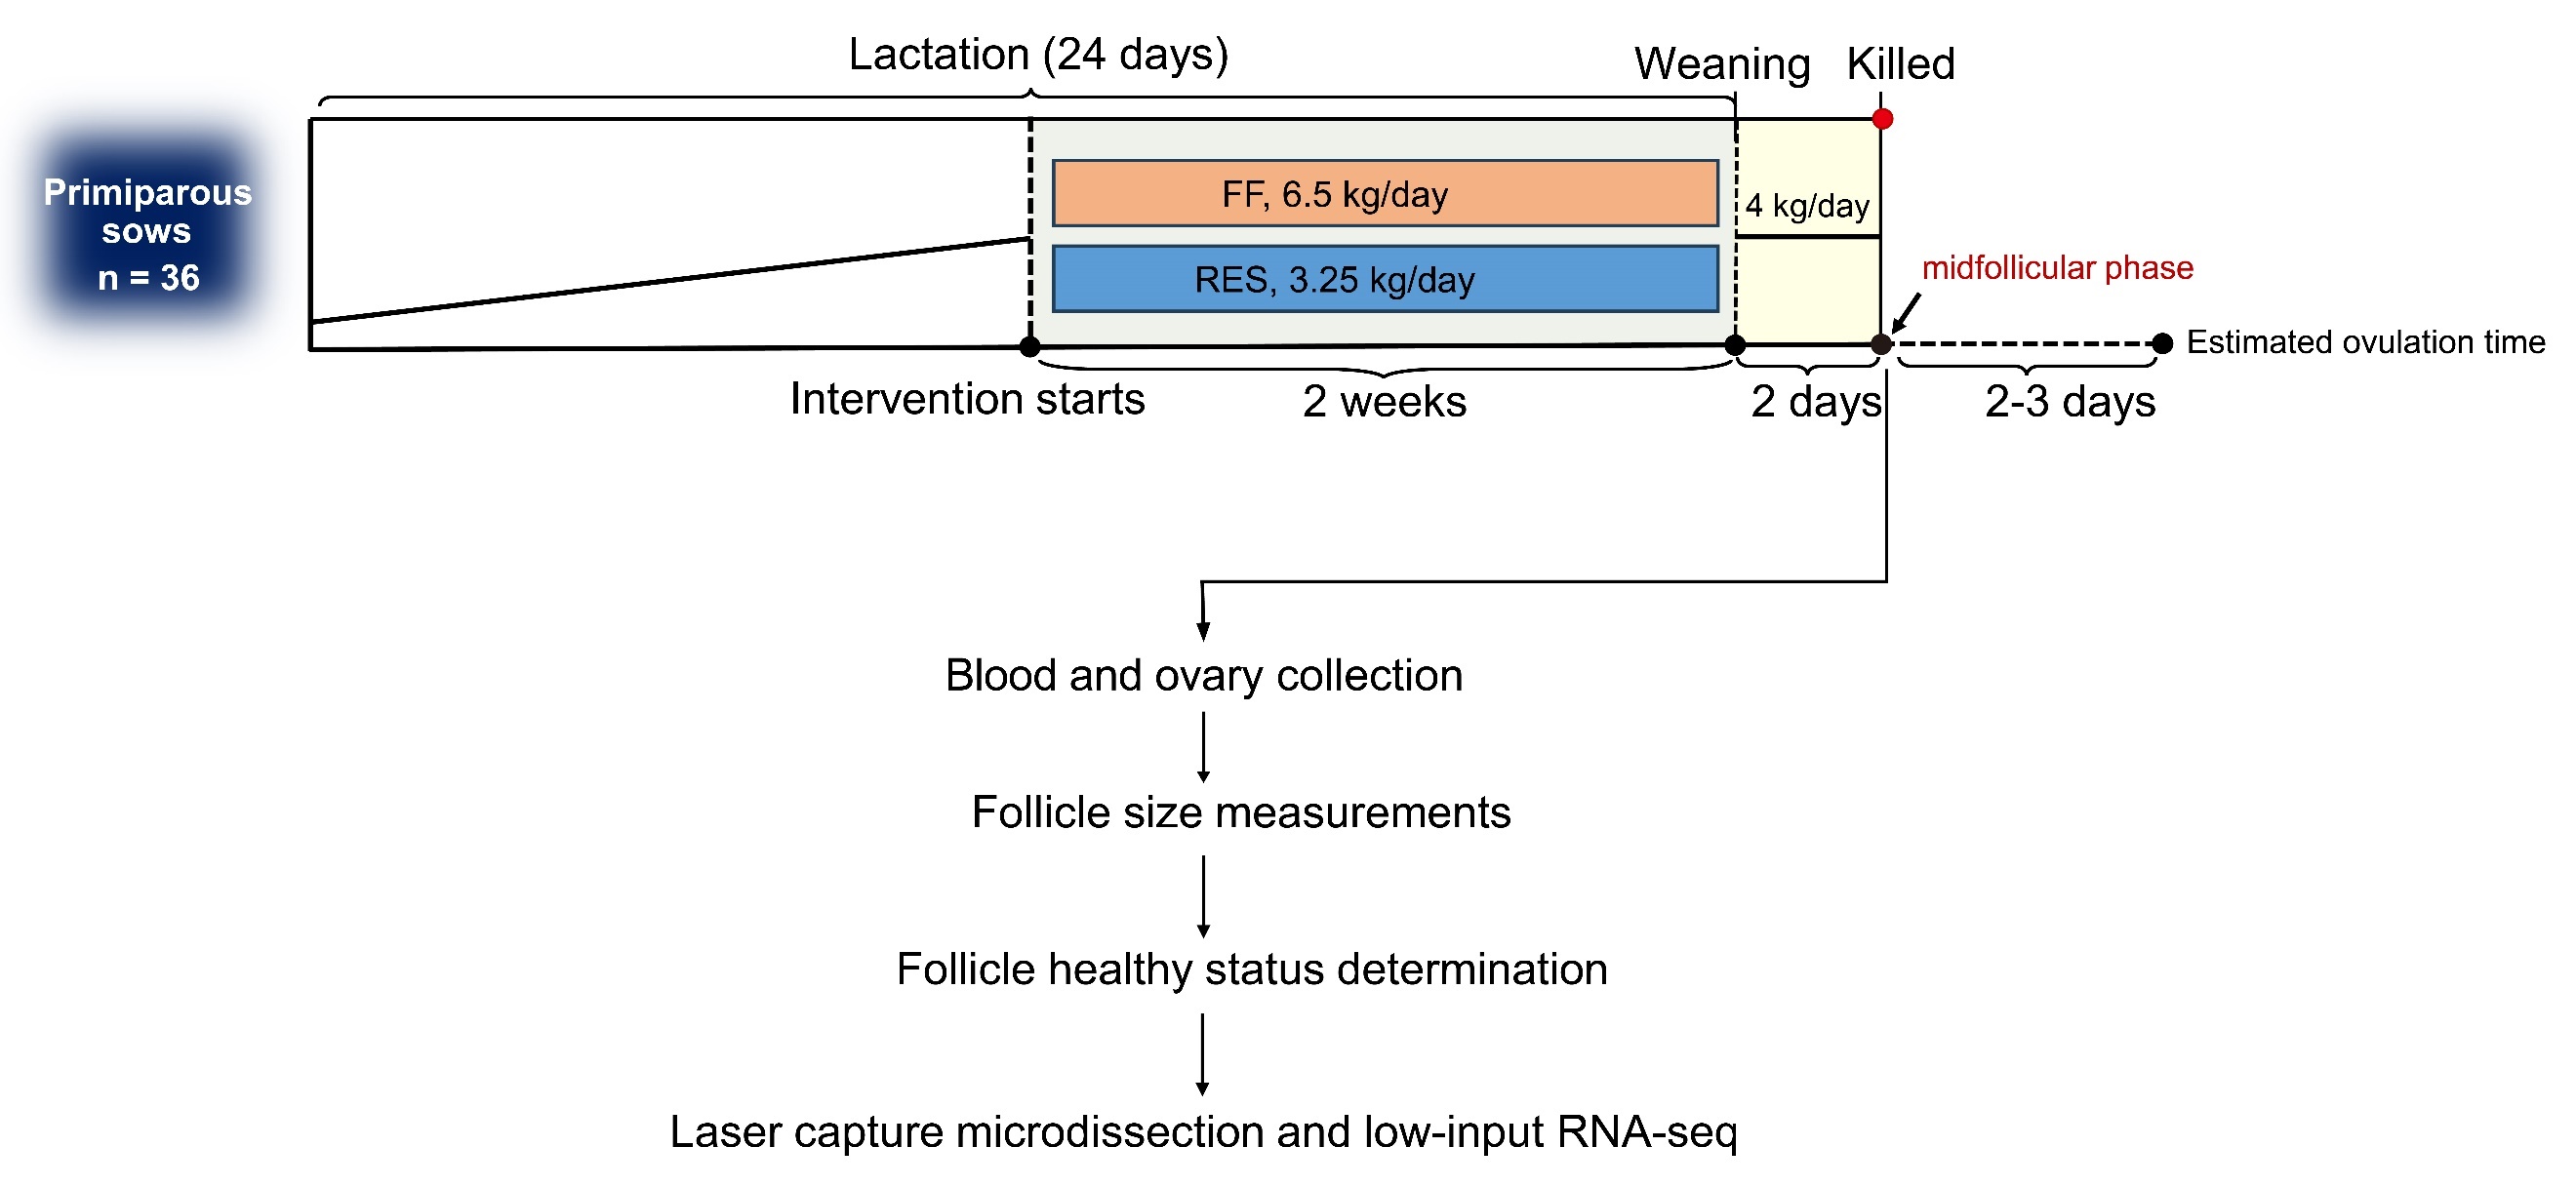

Fig. S1. **Schematic representation of the experimental design.** Sows were full fed (FF, n=14) or 50% feed restricted (RES, n=14), during the last 14 days of lactation until weaning, and all were full fed for the two days thereafter. Pure mural granulosa cells (GCs) were collected for transcriptome analysis.

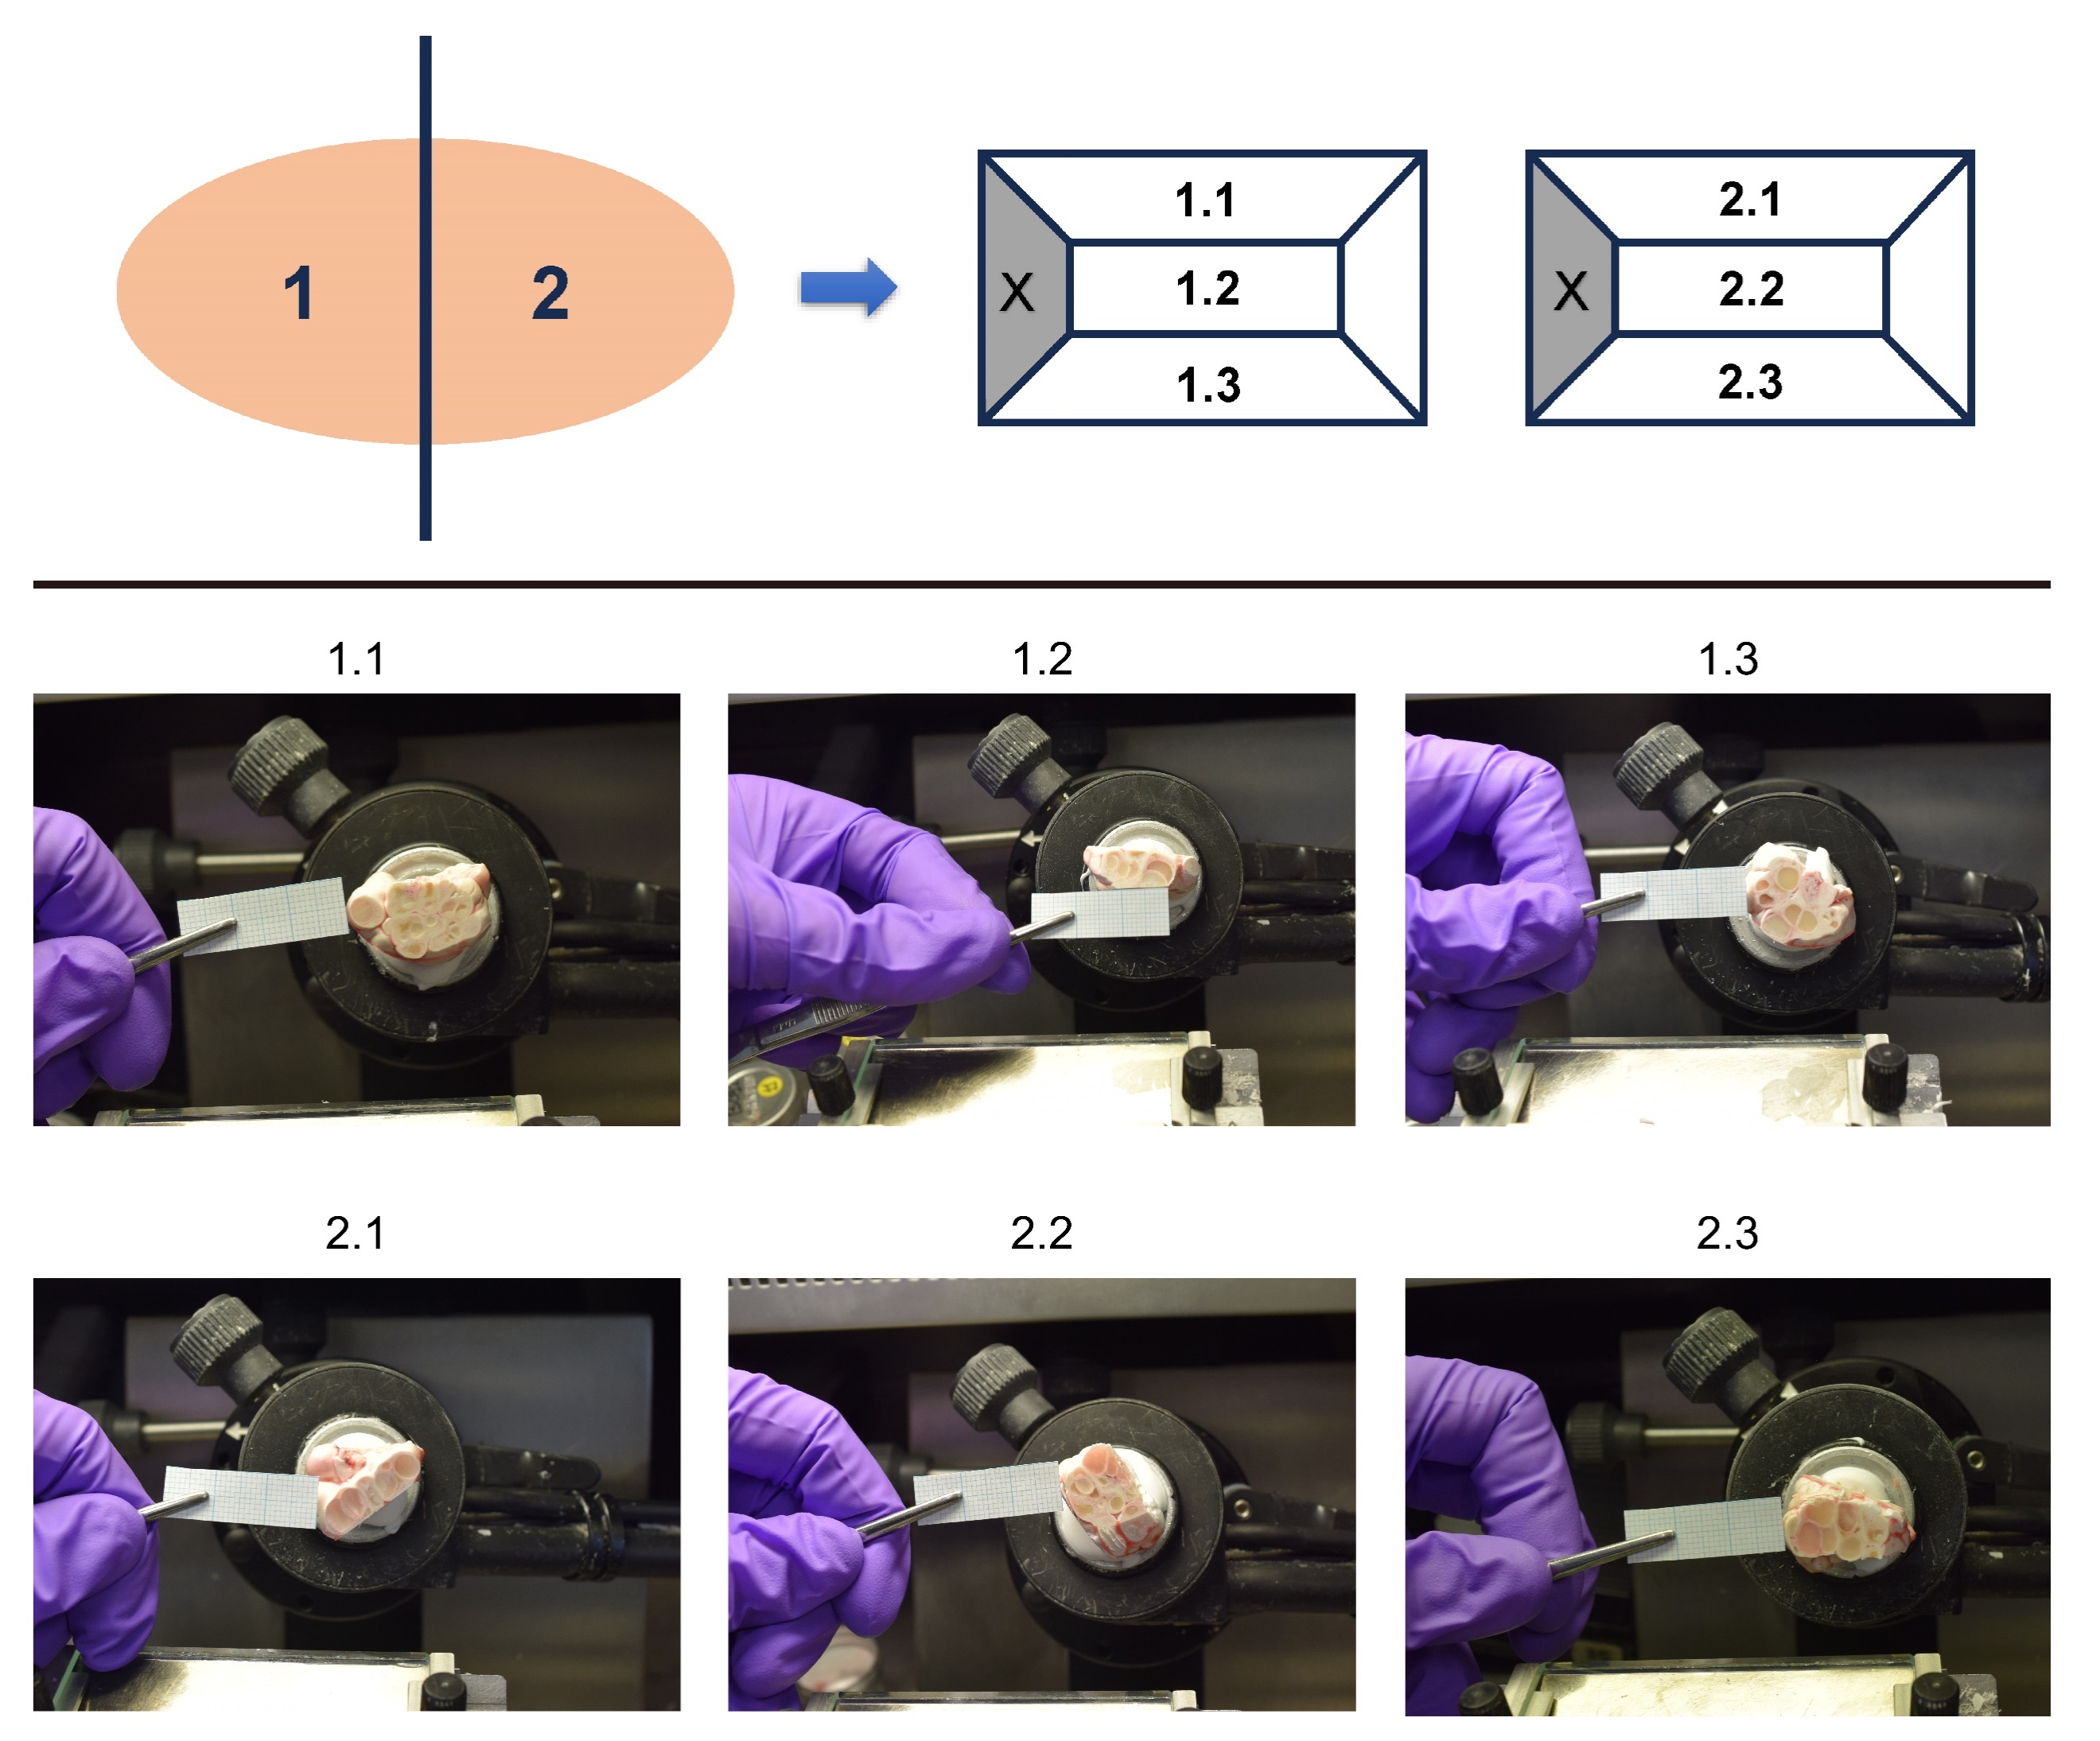

Fig. S2. **Follicle selection.** Each sow’s right ovary was cut into two halves. To ensure (nearly all) large antral follicles were included, each half of the ovary was sectioned from three perspectives (top, middle and bottom), creating in a total of six sectioning planes. A cross was made on the left side to distinguish between the top and bottom halves. Next, each cutting plane was photographed before and after trimming against a grid paper as a scale reference using a Nikon D3300 camera. Follicle size was determined as the largest macroscopically visible diameter of the follicle using ImageJ software (v1.52). Images are from a random picked animal.

**
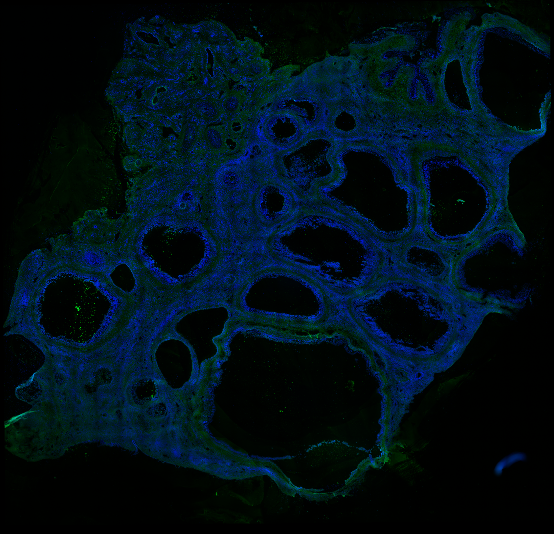

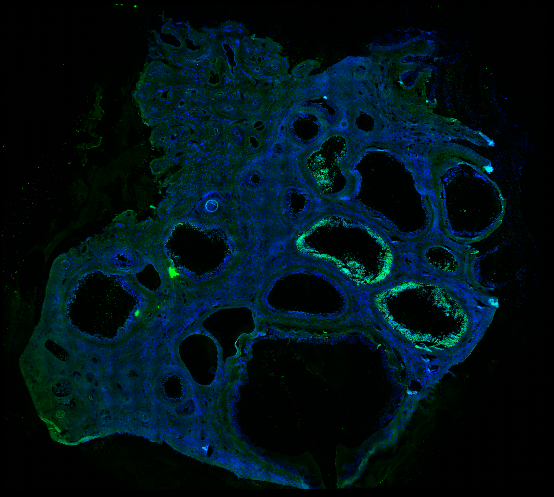
**

Atretic follicle

Atretic follicle

Target follicle

IgG (negative control) (negative control)

Cleaved-caspase-3 (apoptosis marker)

Fig. S3. **Follicle quality.** The quality of the largest follicle, healthy or atretic, was evaluated using immunohistochemistry with an antibody against cleaved Caspase 3, a marker for apoptosis. The detailed protocol is included in Material and Method section. Representative immunofluorescence staining for a randomly picked animal is shown. Blue represents nuclear (DAPI) staining; Green represents cleaved-caspase 3 staining.

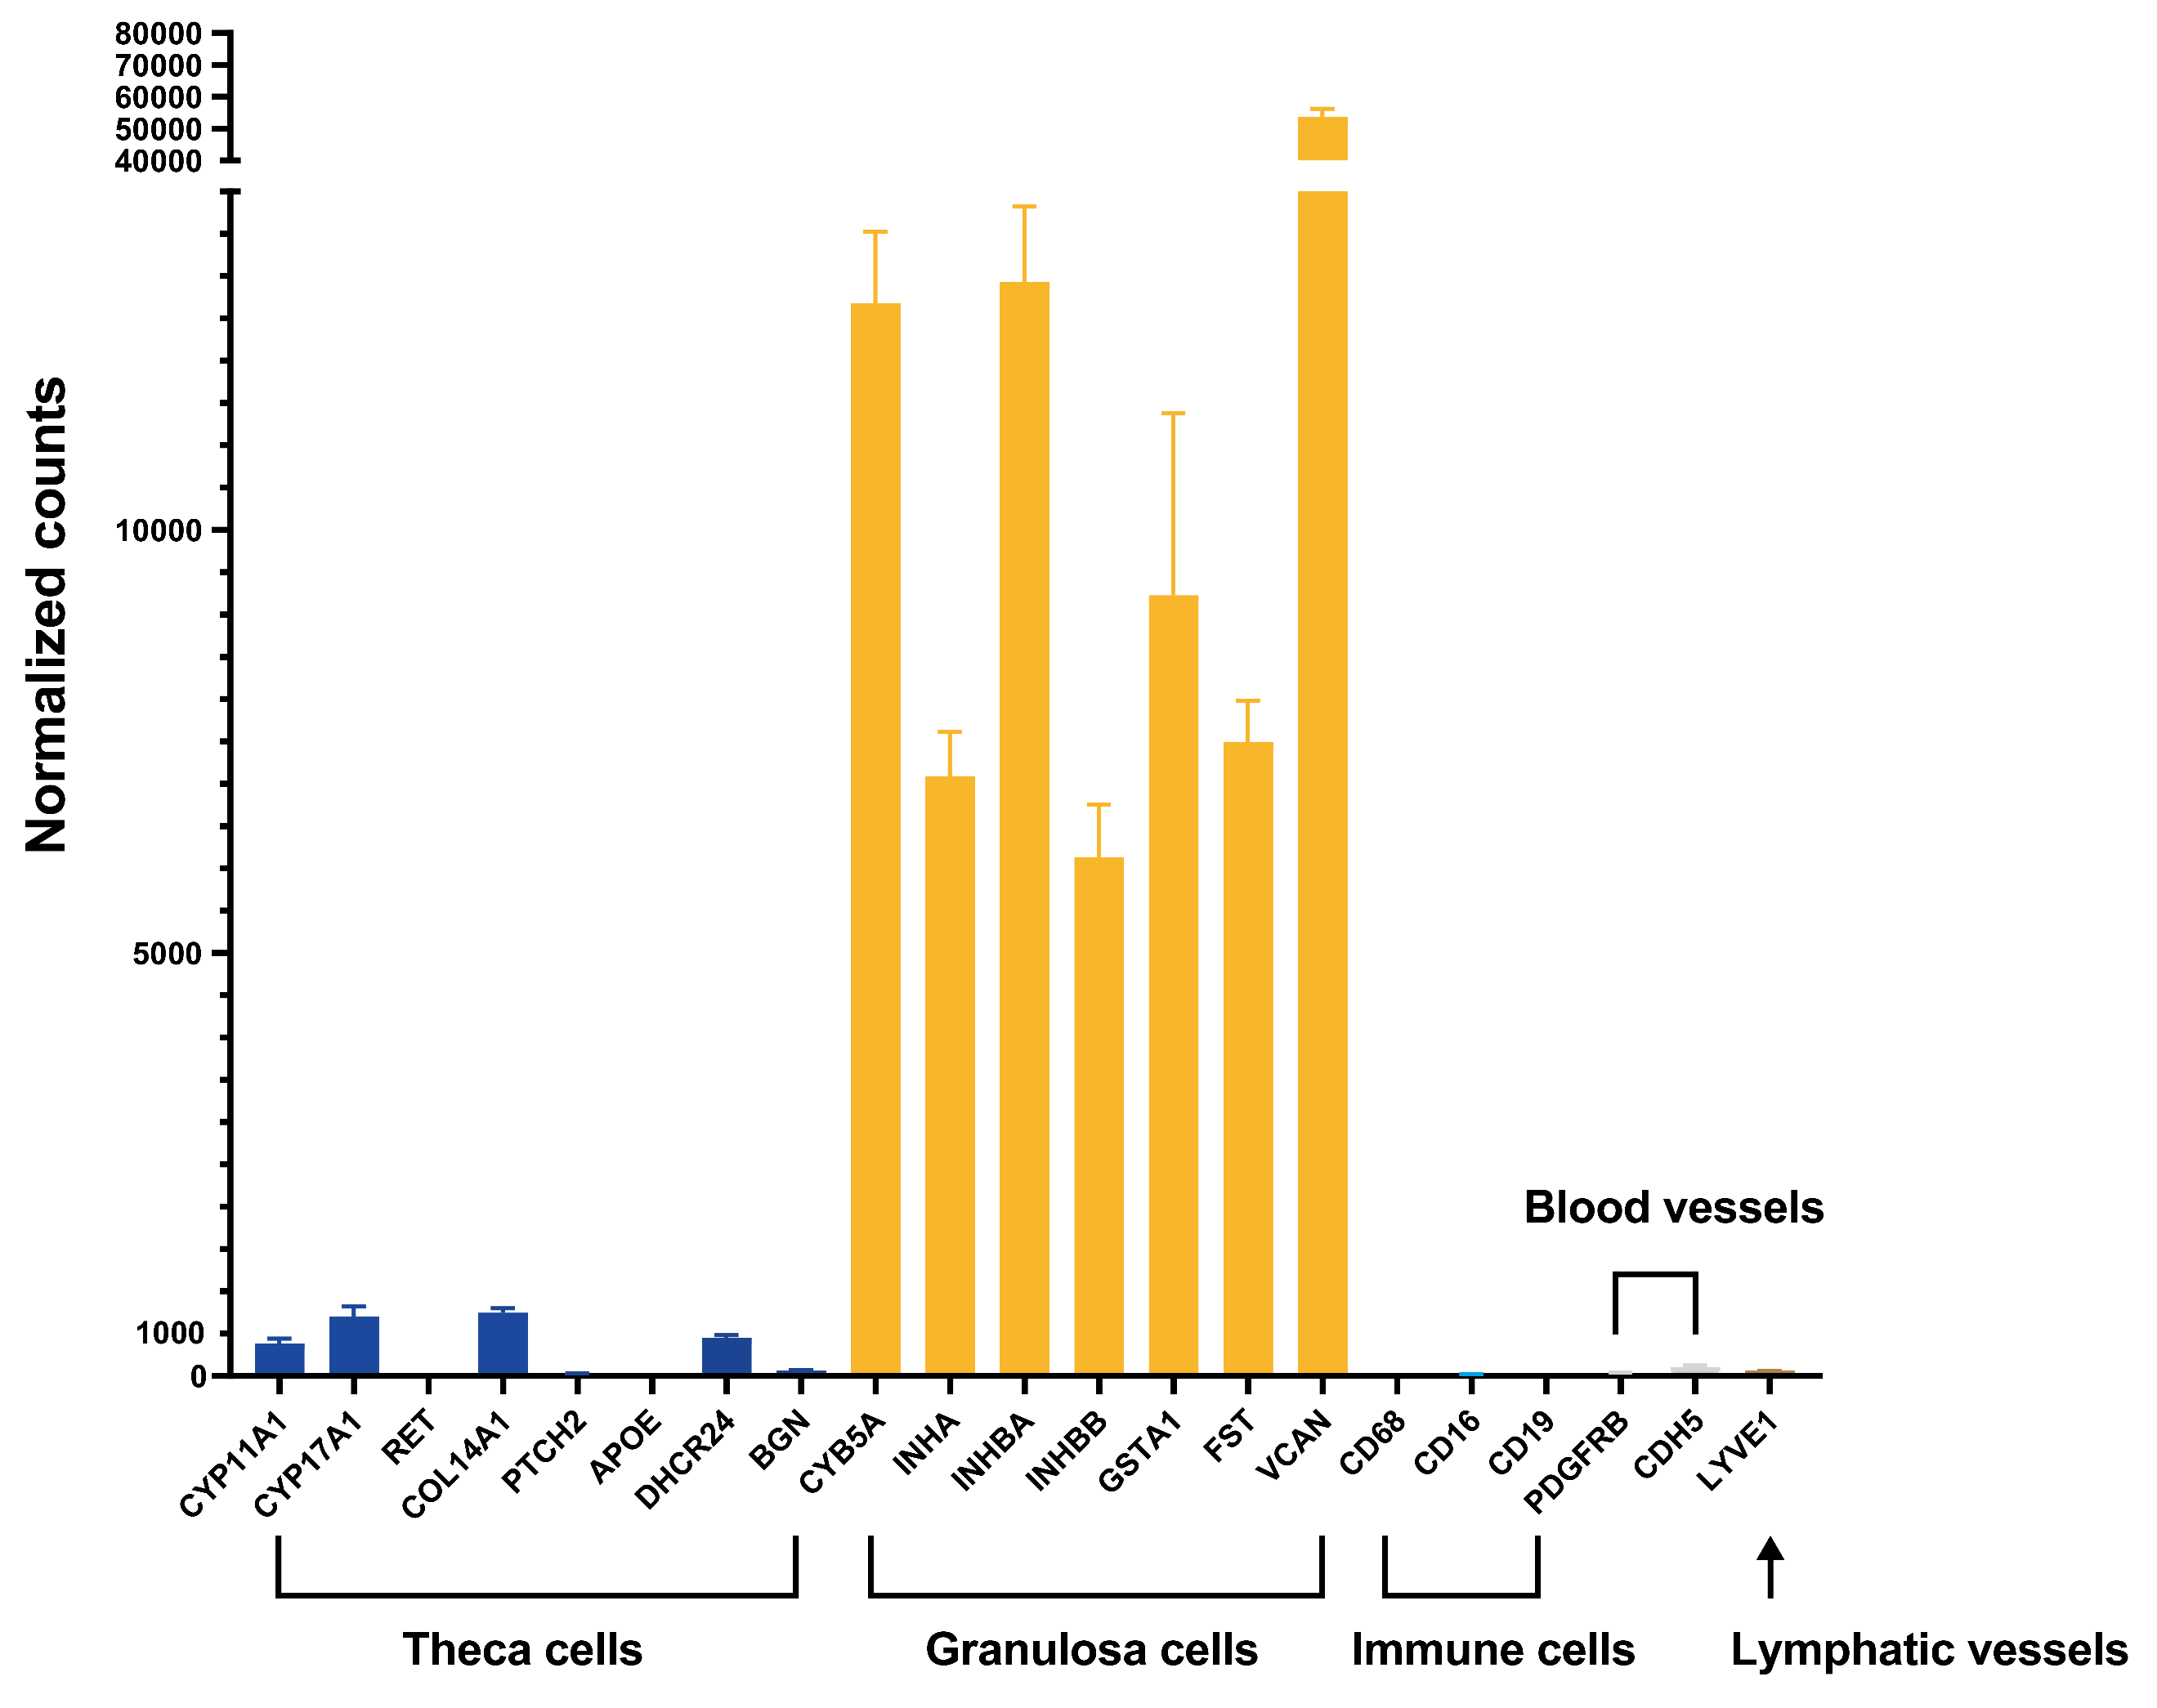

Fig. S4. **Validation of GC purity**. Gene expression of established marker genes for theca cells (dark blue; *CYP11A1*, *CYP17A1*, *RET*, *COL14A1*, *PTCH2*, *DHCR24*, *BGN*), mural granulosa cells (orange; *CYB5A*, *INHA*, *INHBA*, *INHBB*, *GSTA1*, *FST*, *VCAN*), immune cells (sky blue; *CD68*, *CD16*, *CD19*), blood vessels (grey; *PDGFRB*, *CDH5*), and lymphatic vessels (brown; *LYVE1*).

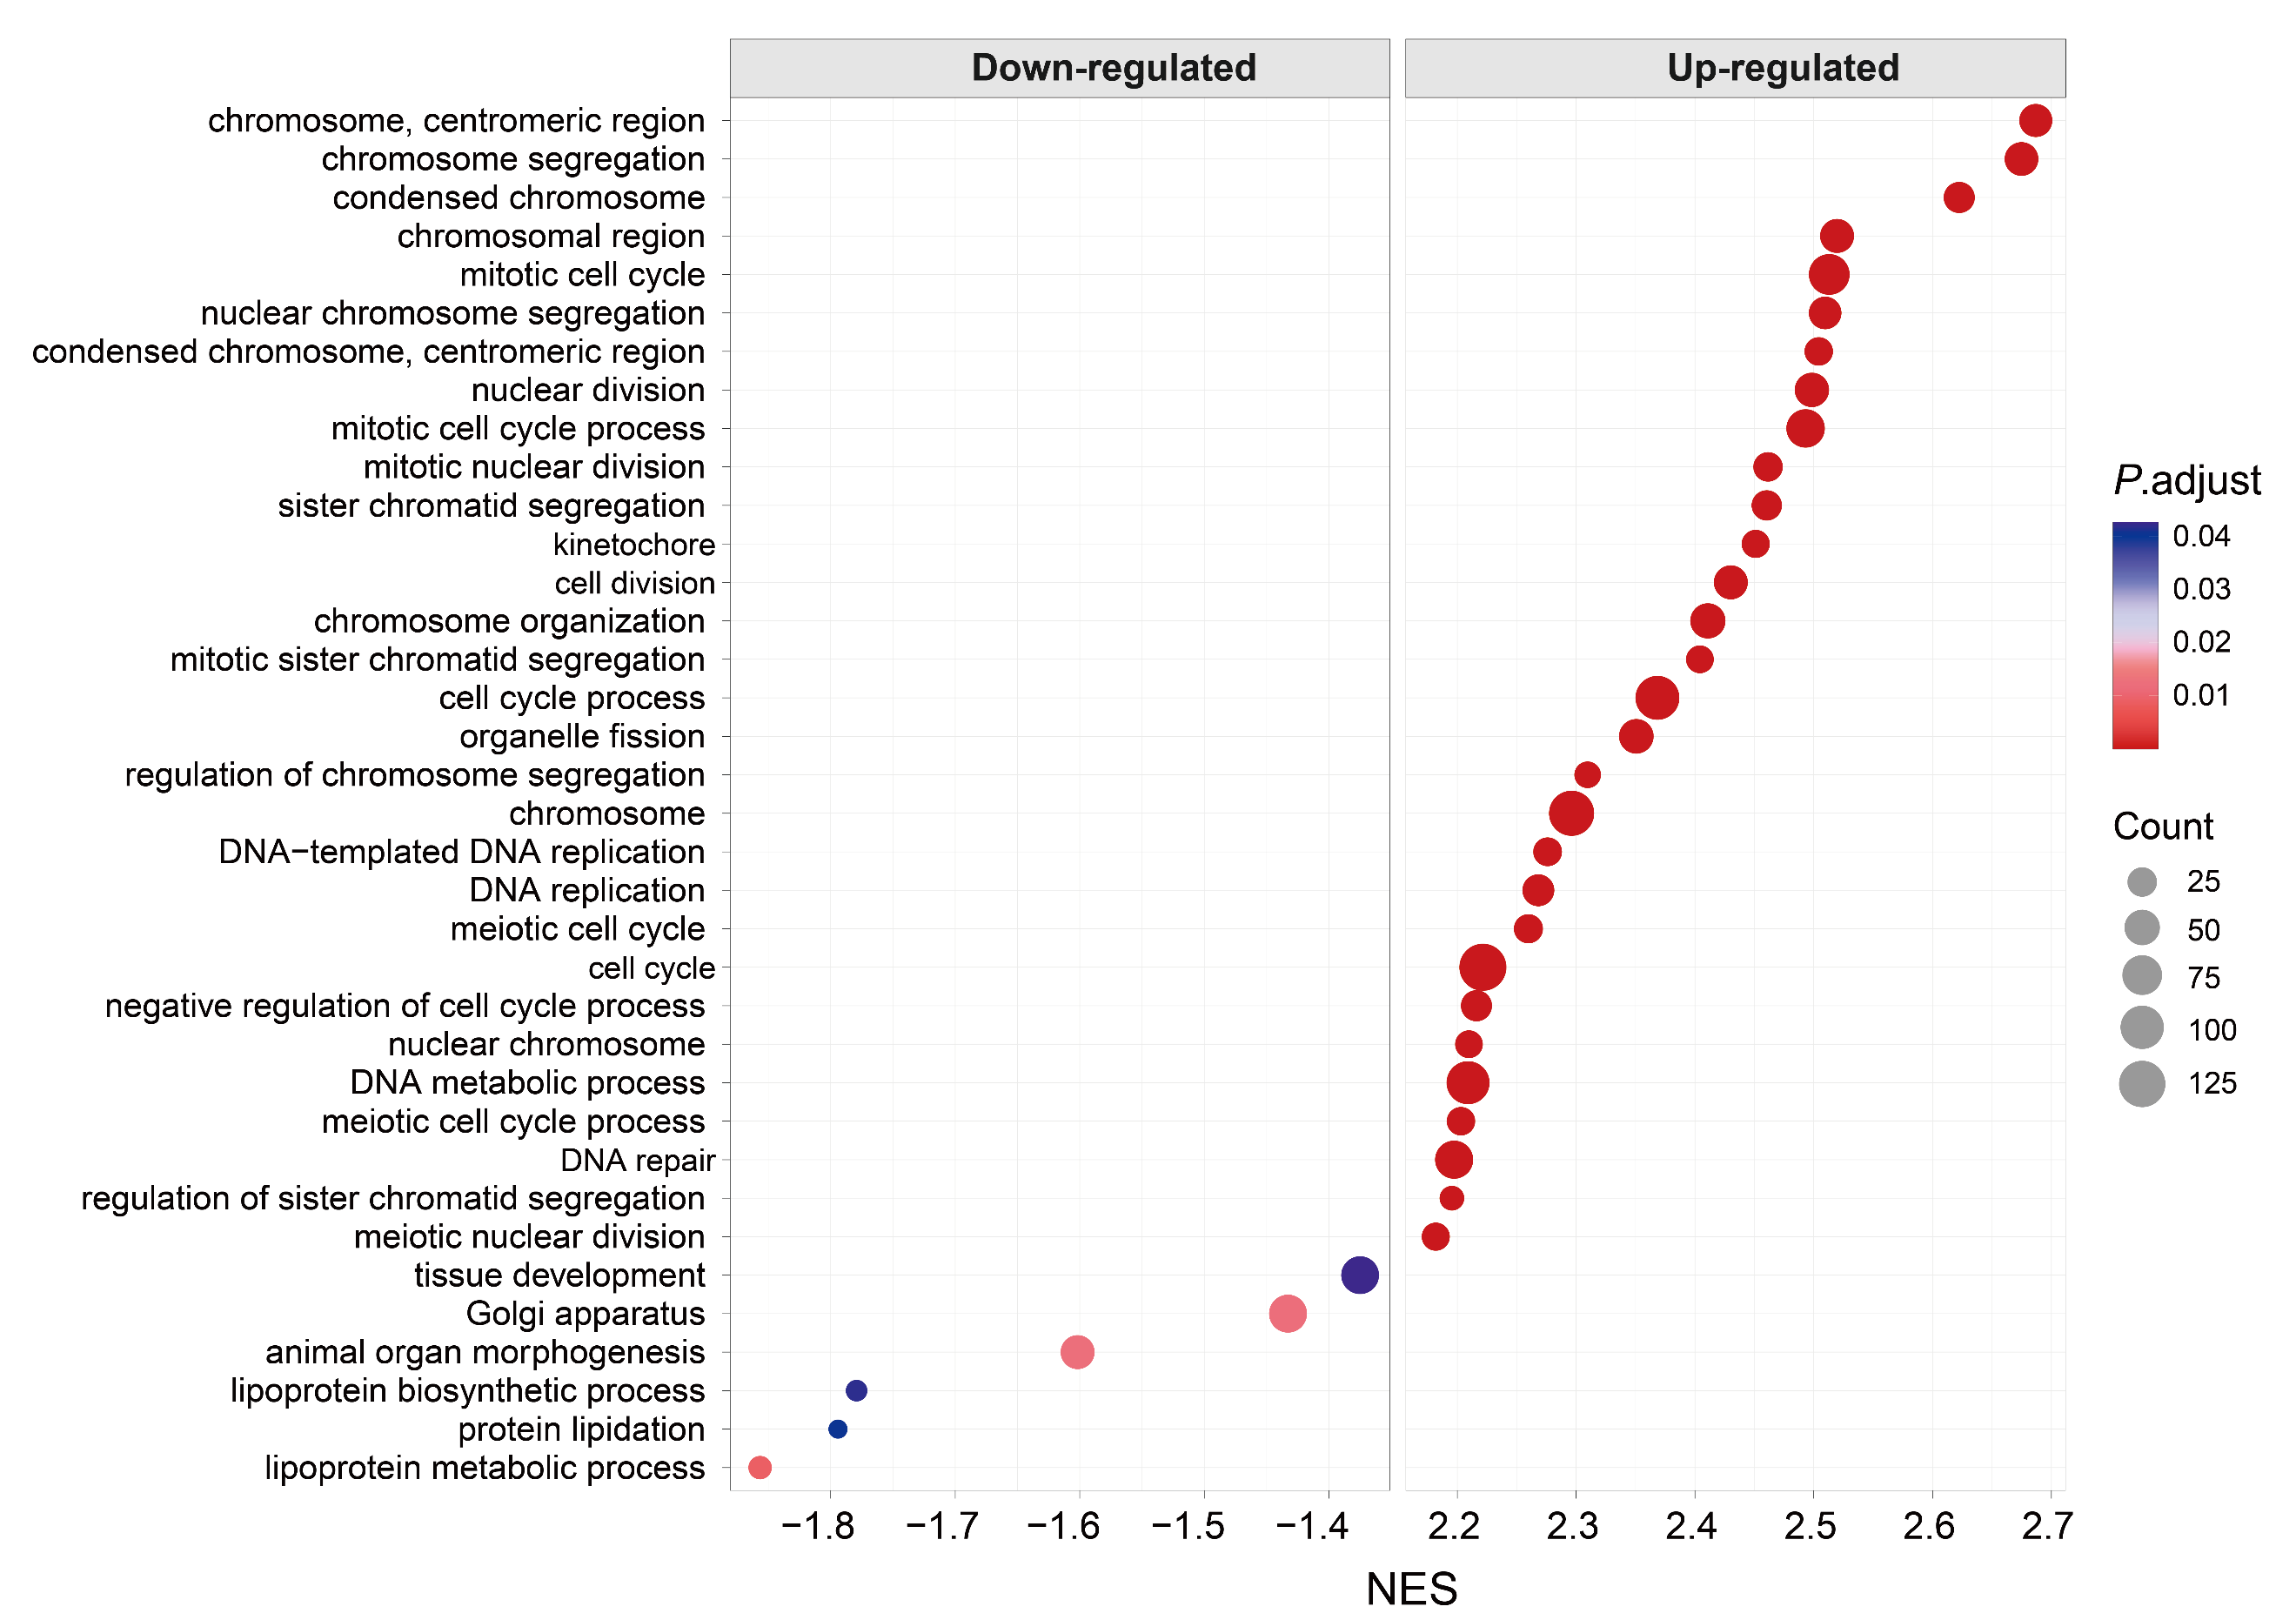

Fig. S5. **The top GSEA GO terms ranked by normalized enrichment score (NES).** The color of dots represents the adjusted *P*-value, and the size of dots represents the number of genes enriched.

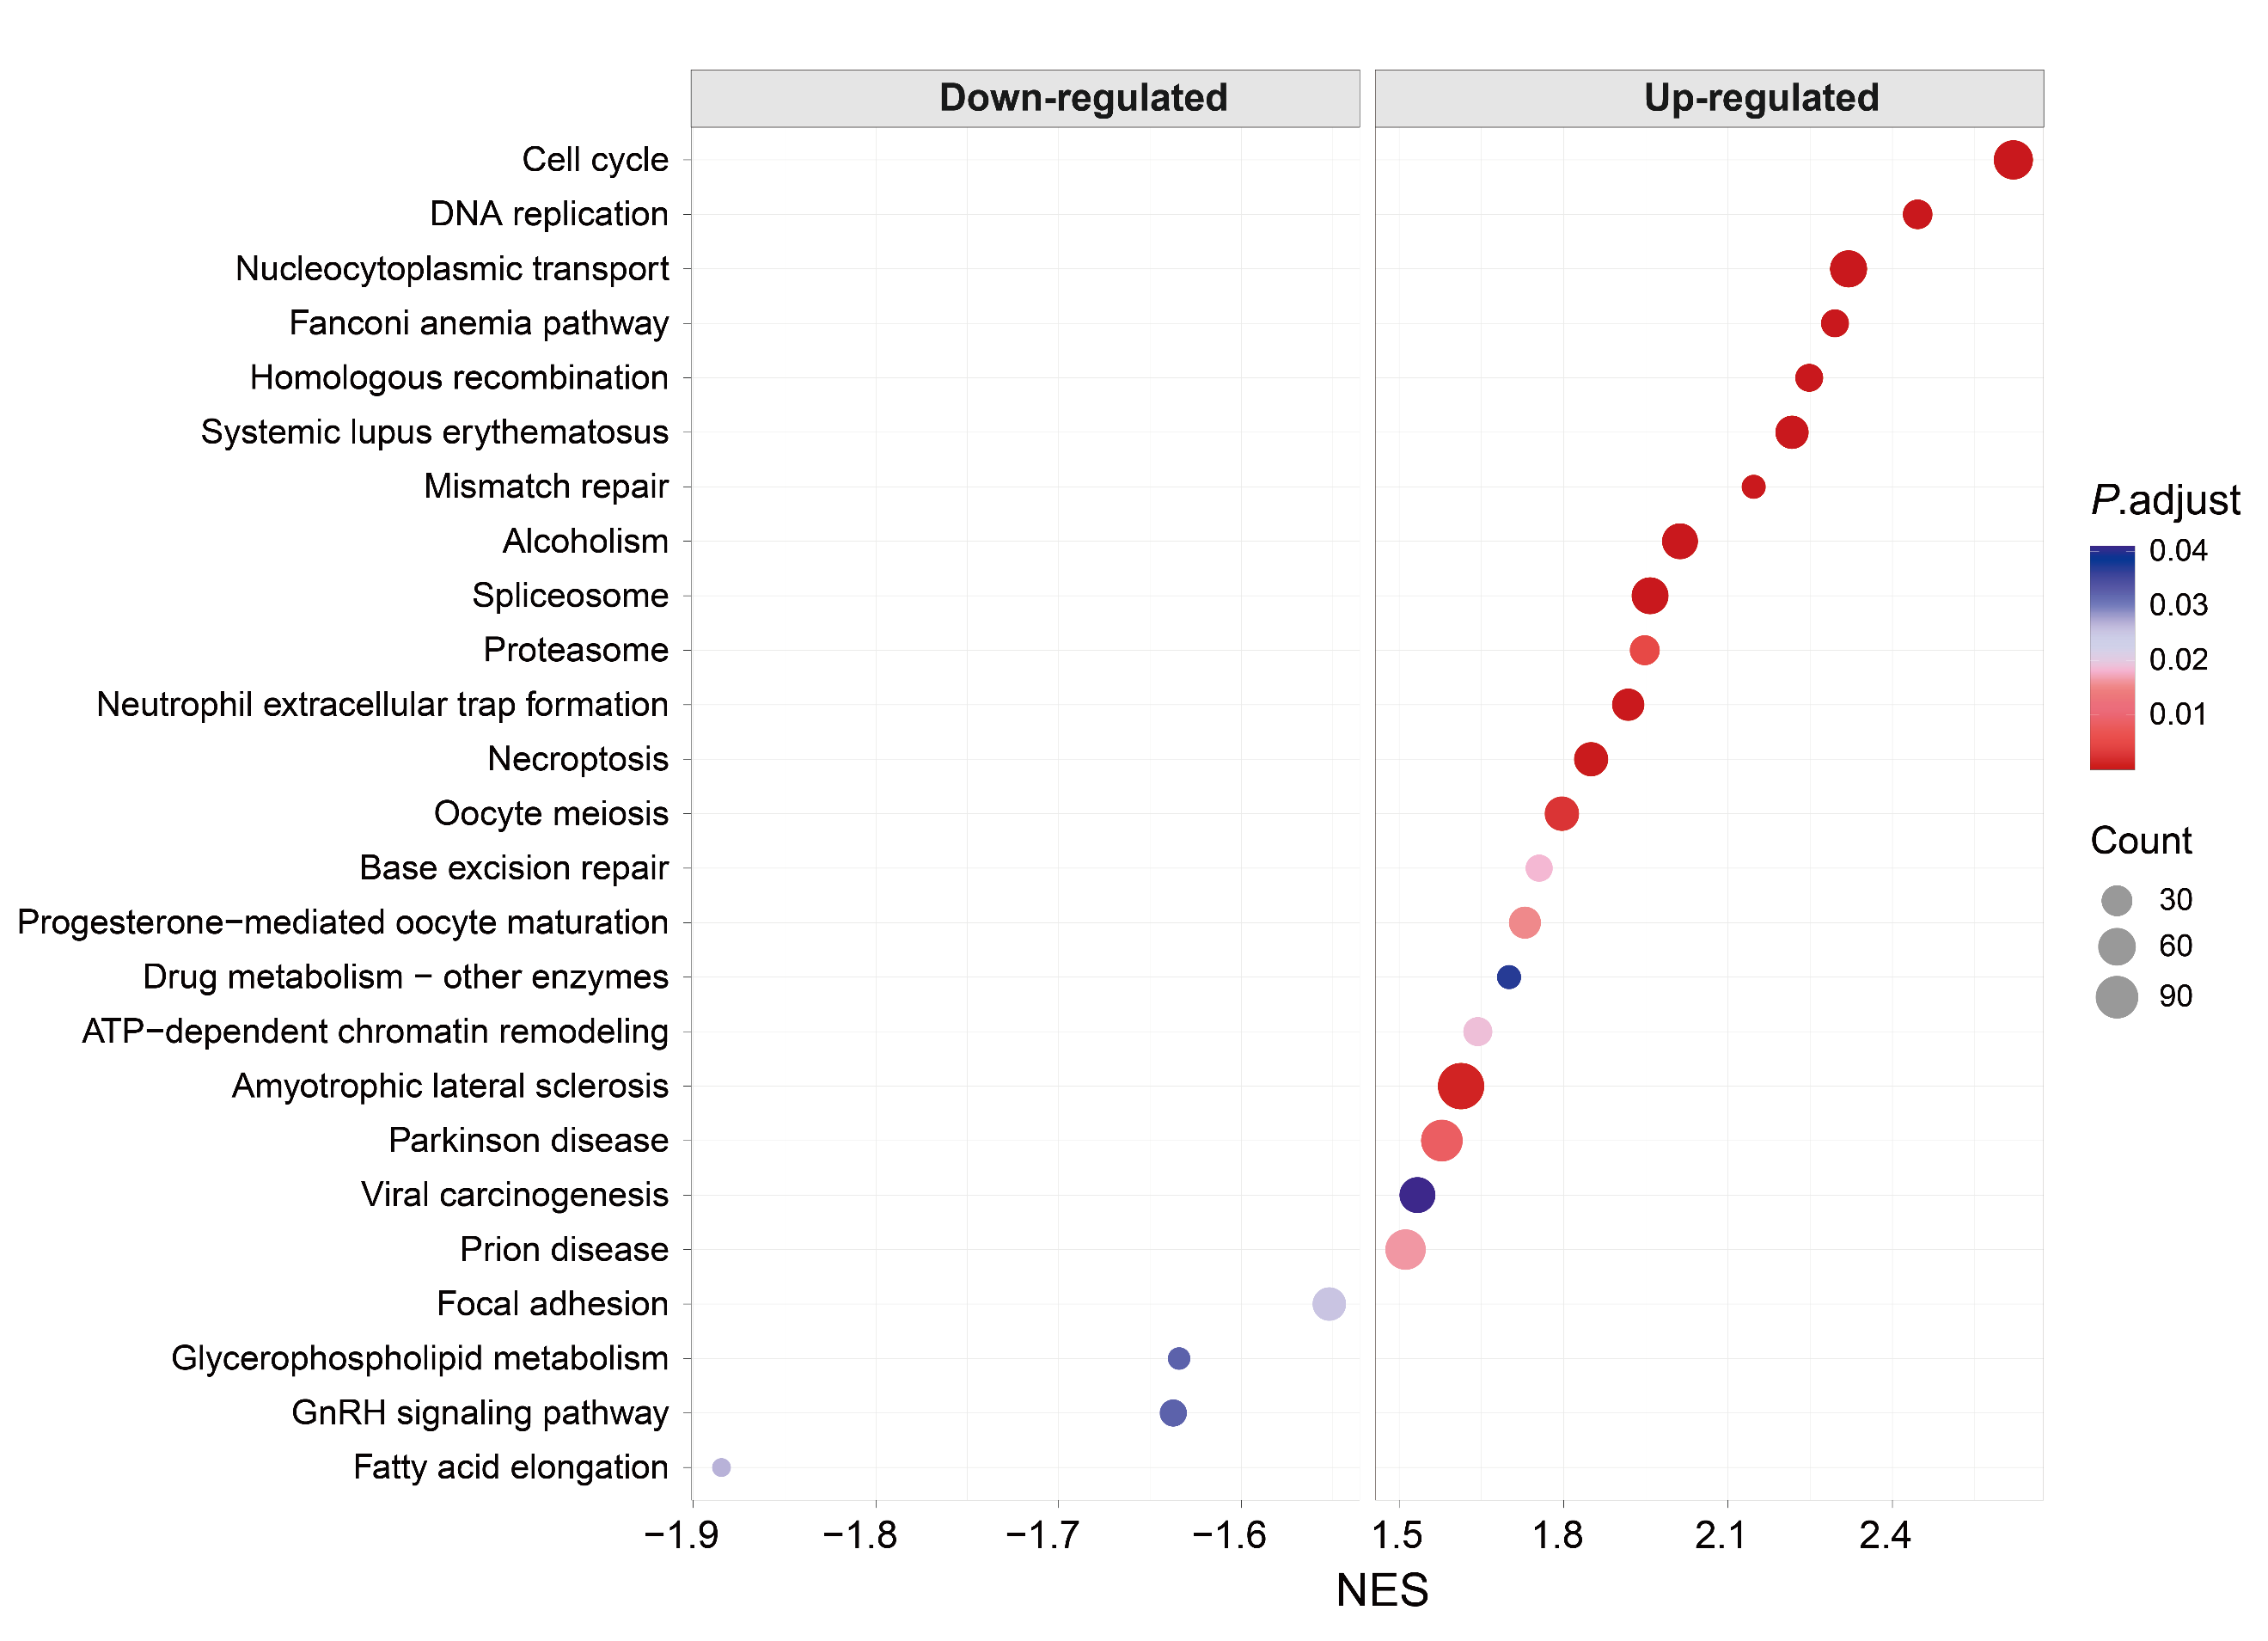

Fig. S6. **The top GSEA KEGG pathways ranked by NES**. The color of dots represents the adjusted *P*-value, and the size of dots represents the number of genes enriched.

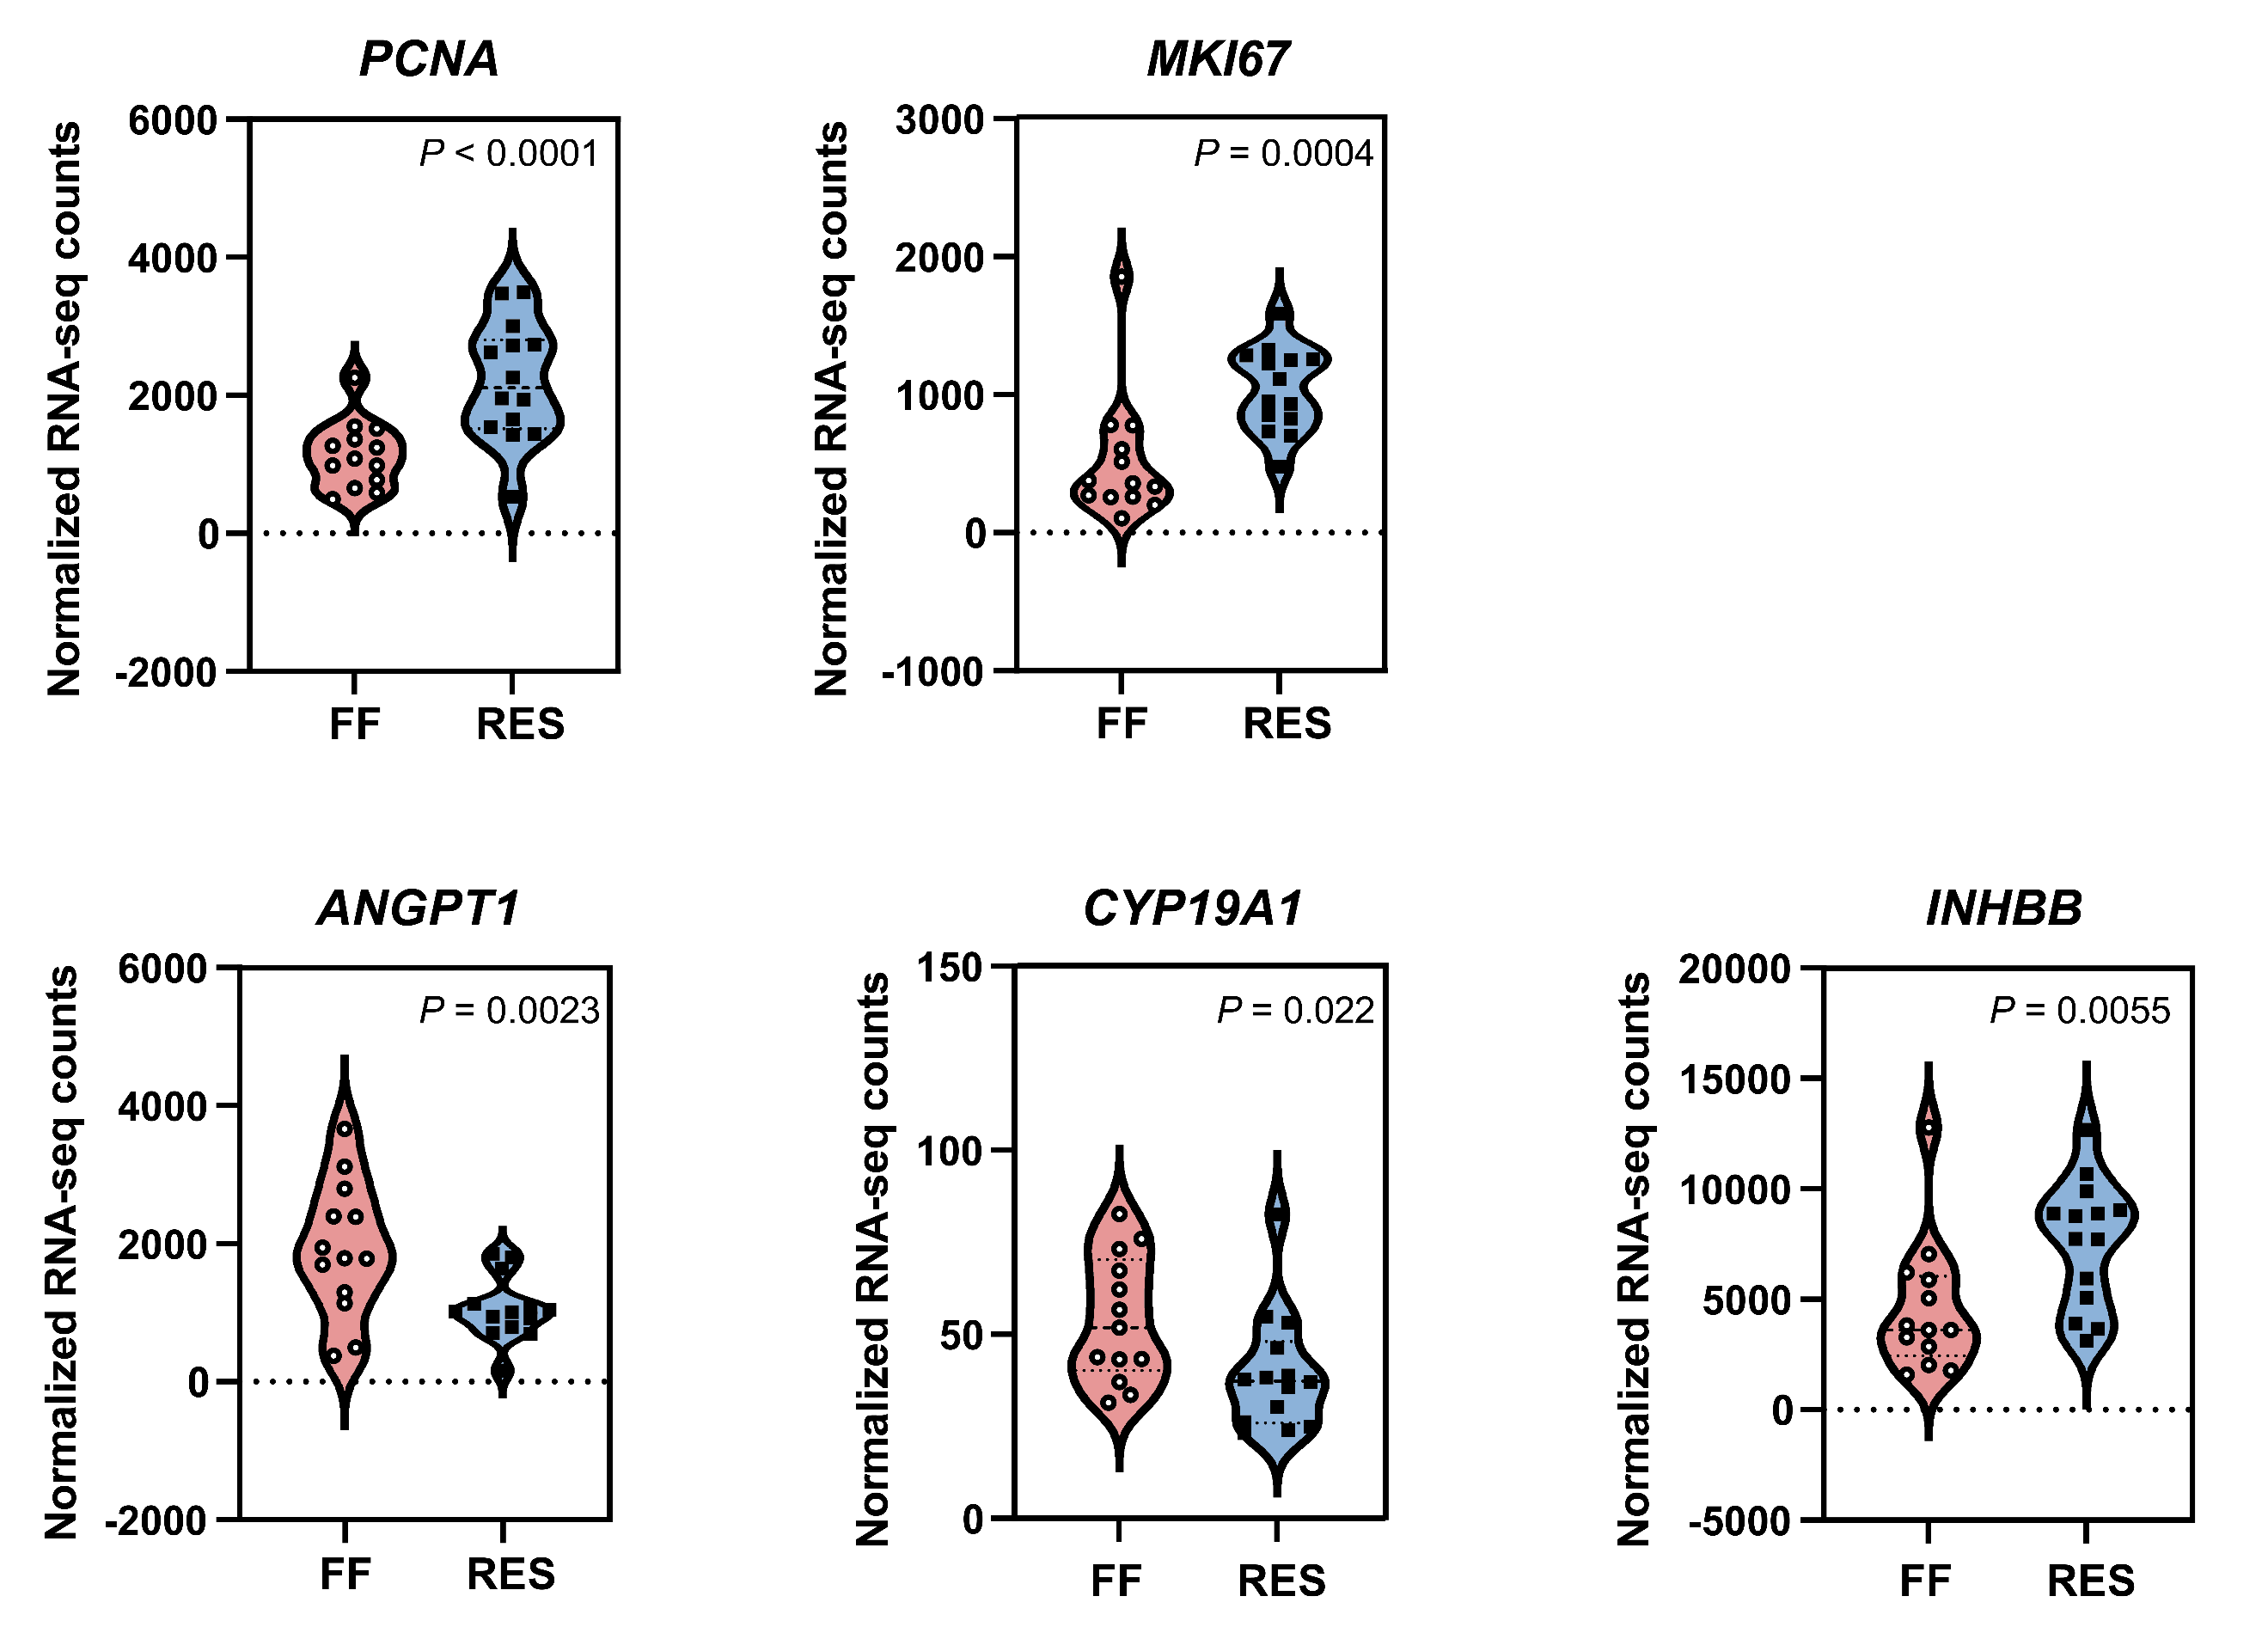

Fig. S7. **Proliferation, differentiation and development markers.** Violin plots of marker gene expression across individuals. Proliferation markers: *PCNA* and *MKI67*. Differentiation marker: *CYP19A1*. Mid-phase follicular development marker: *INHBB*. Late-phase follicular development marker: *ANGPT1*. Each dot represents an individual (n = 27).

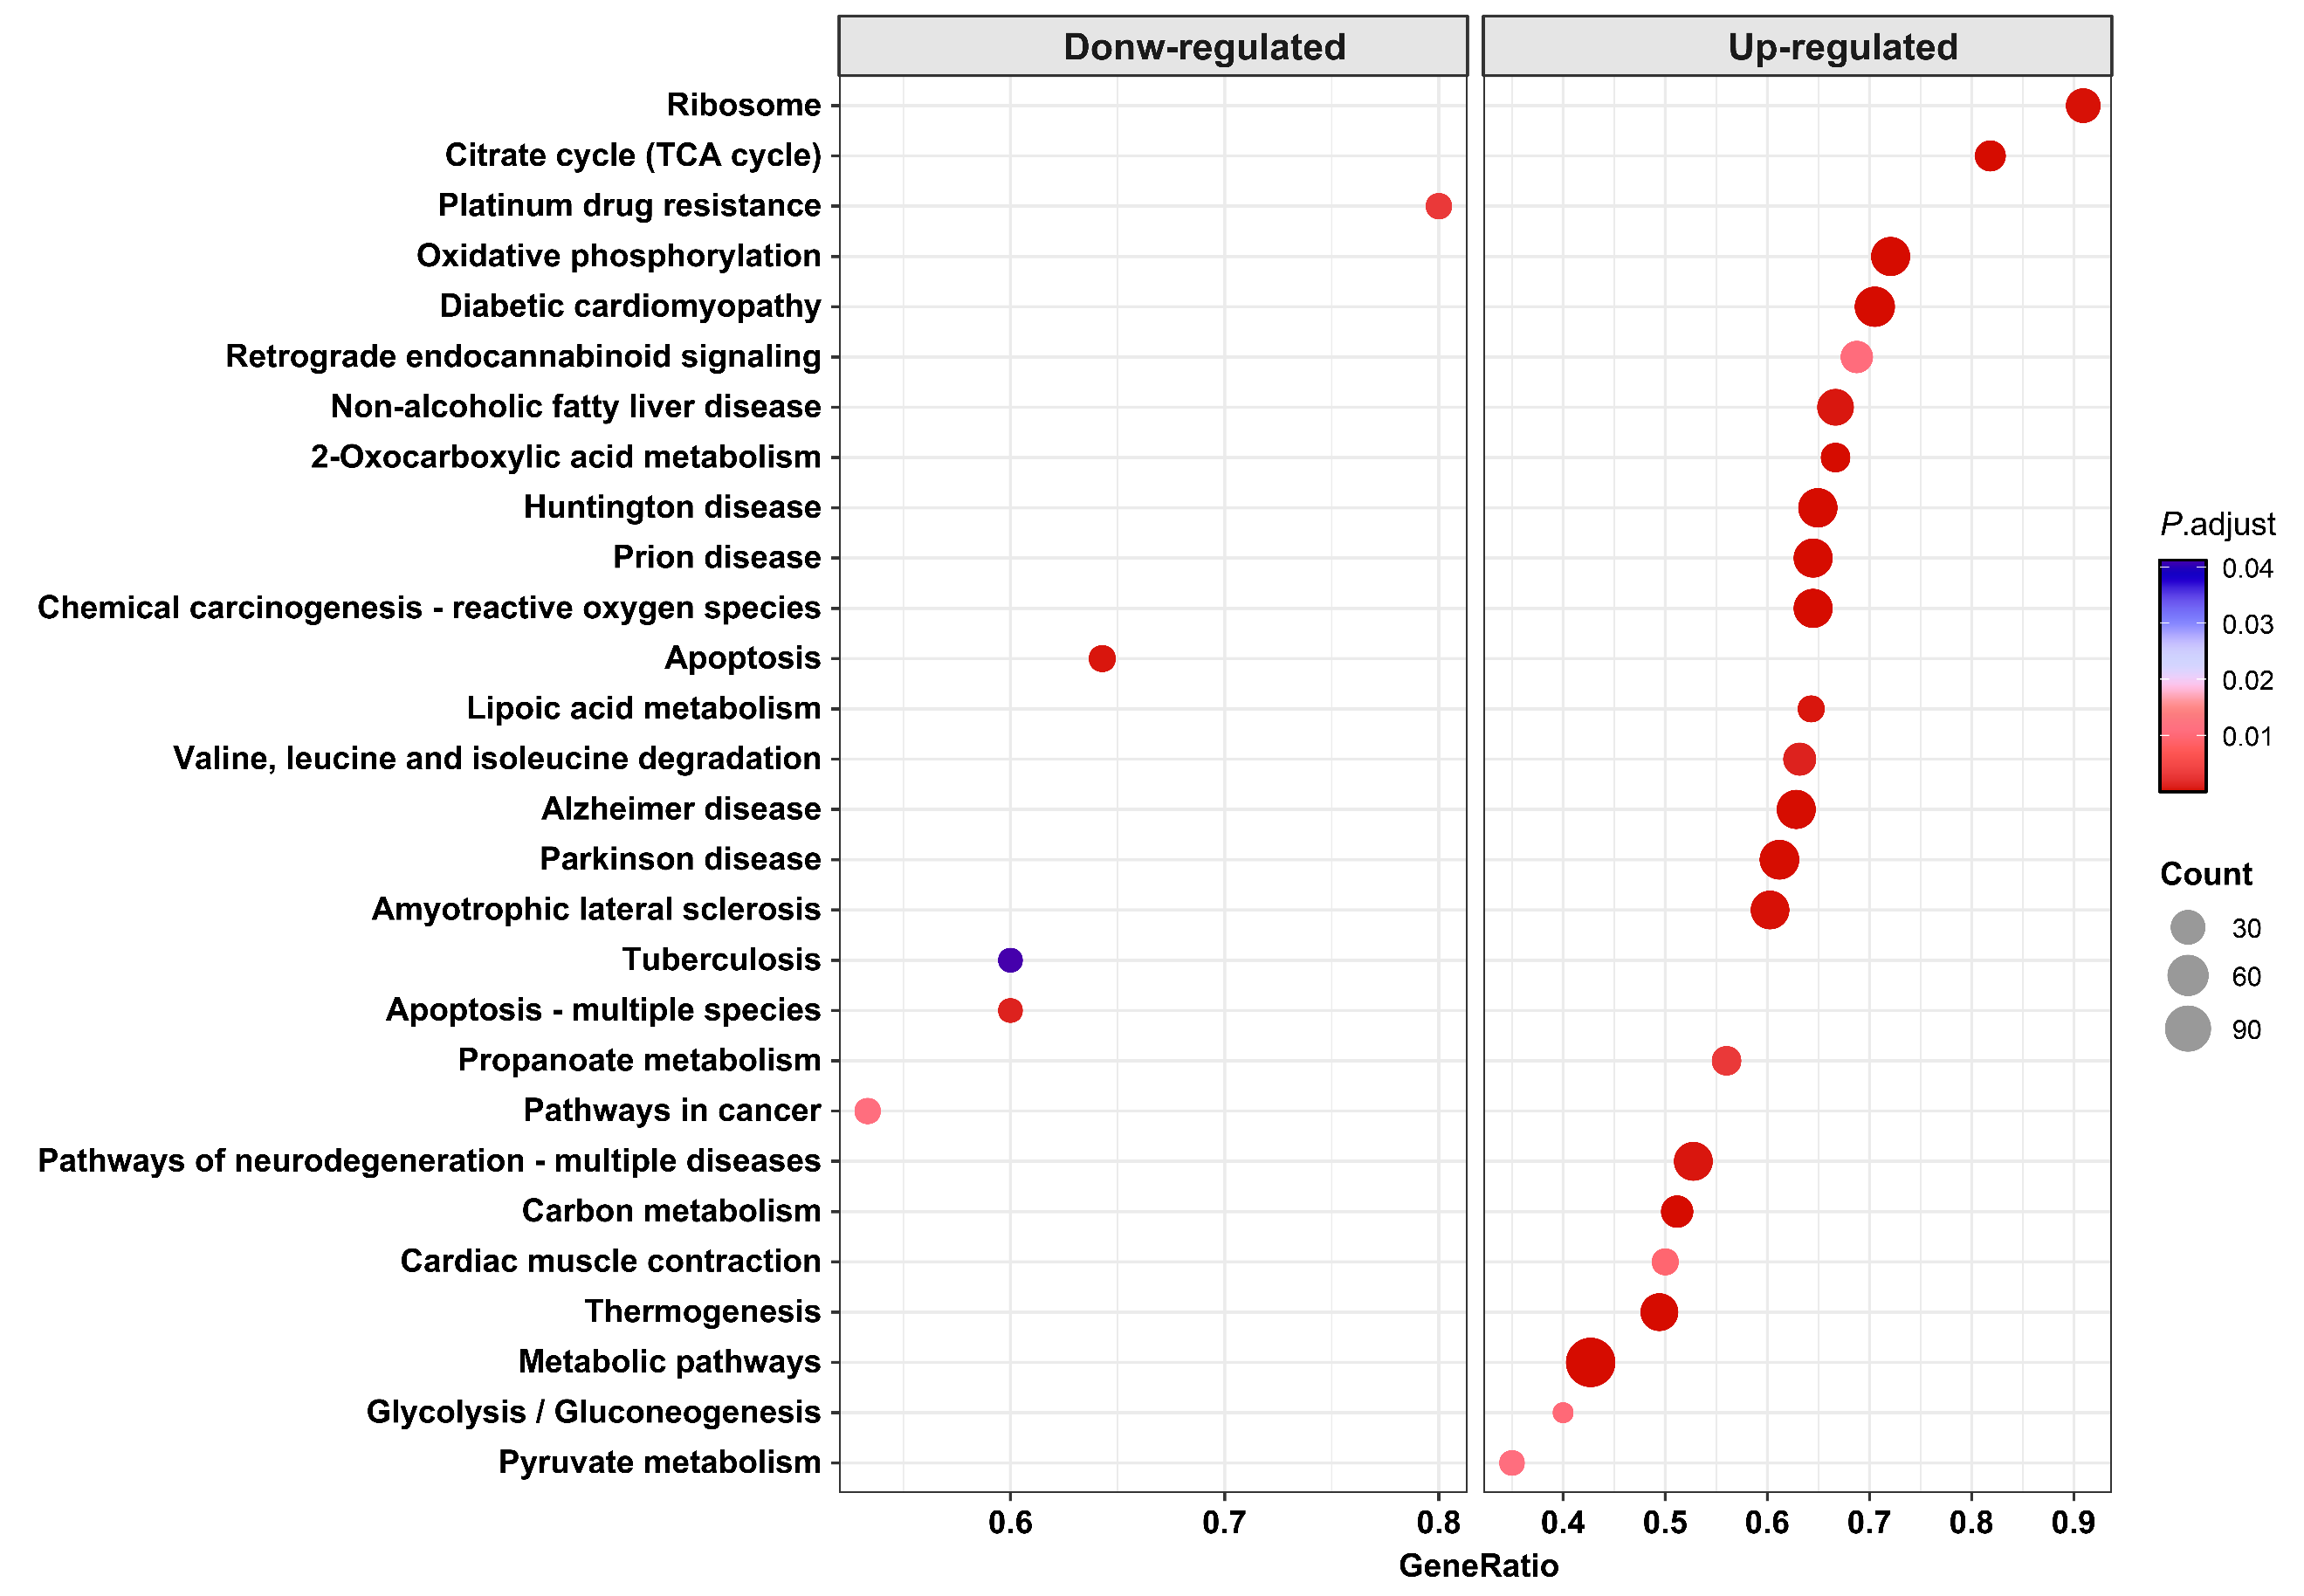

Fig. S8. **Analysis of differential mitochondrial gene expression of RES versus FF pure mural granulosa cells (GCs).** KEGG GSEA analysis of all mitochondrial genes according to Miticarta3.0 database. The top significantly enriched pathways ranked by GeneRatio. The color of dots represents the adjusted p value, and the size of dots represents the number of genes enriched in respectively the pathway.

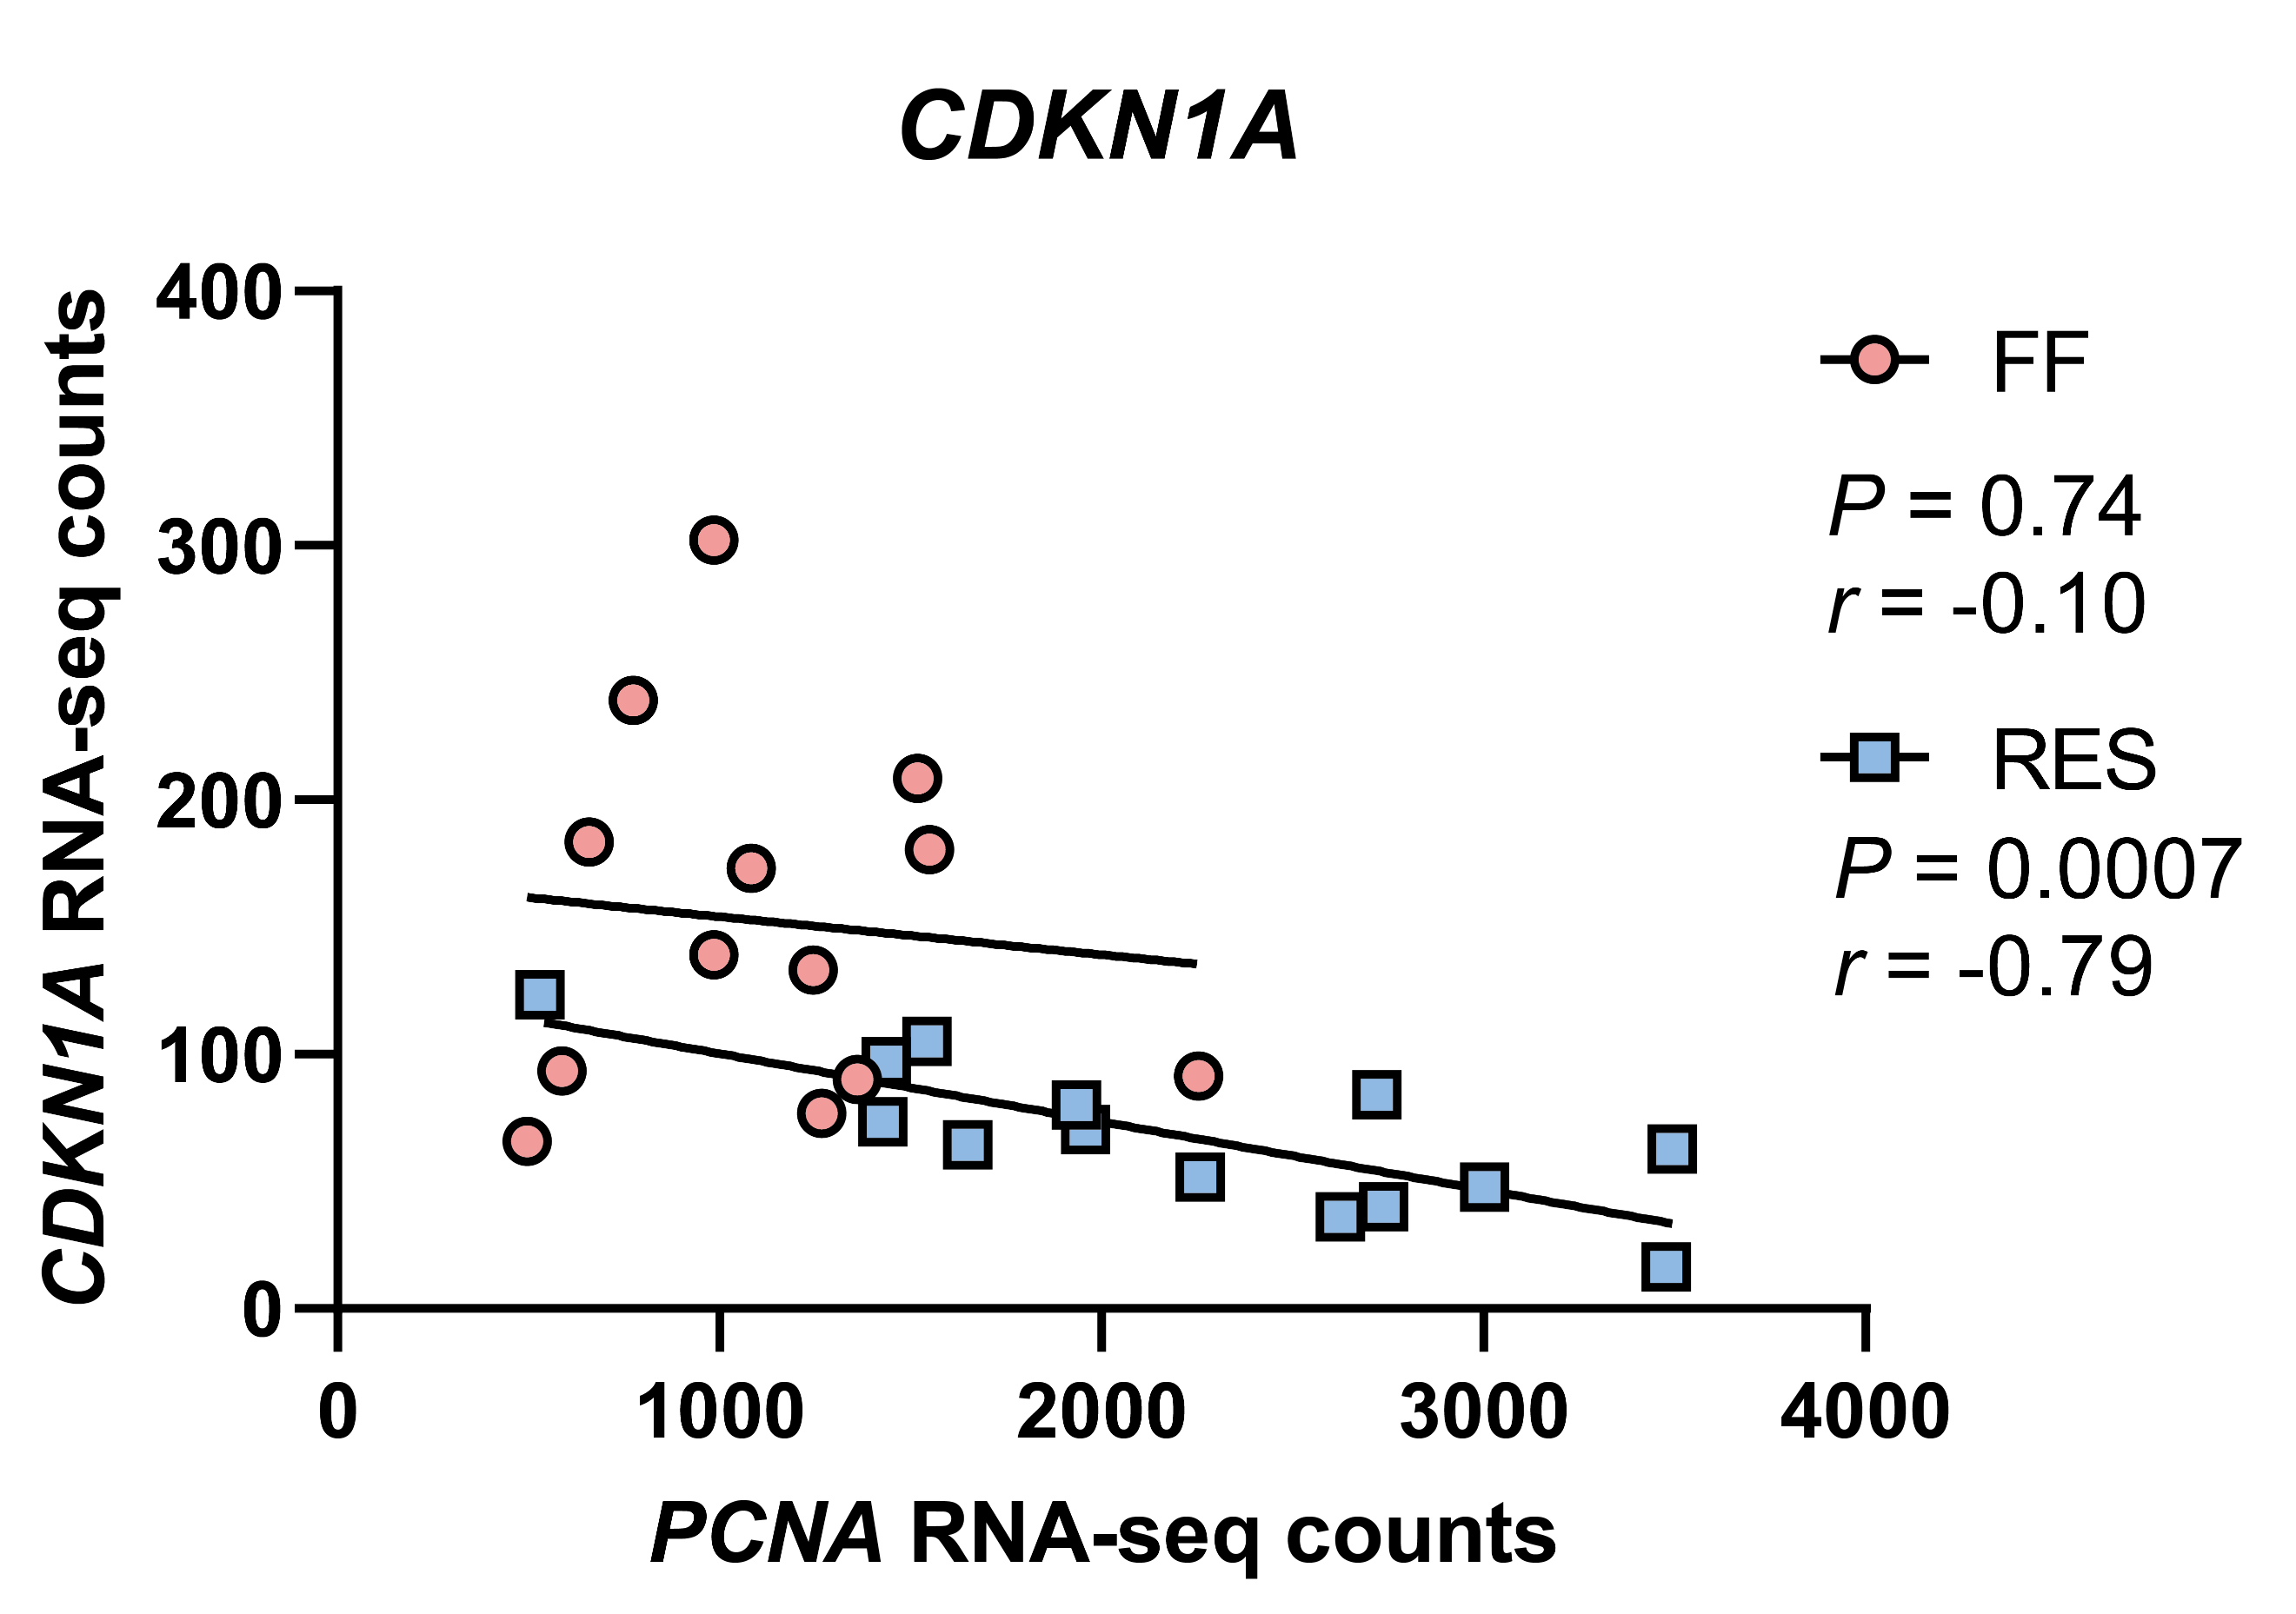

Fig. S9. **Correlation between *CDKN1A* (P21) and *PCNA* pure mural granulosa cells (GCs) gene expression level**. Each dot represents an individual (n = 27). The r represents Pearson correlation coefficient.

**Table S1**

RNA quality of the pure mural granulosa cells (GCs) largest follicles of each animal

| **Animal**  **(FF^a^)** | **Concentration**  **(pg/µl)** | **RIN value** | **28S/18S** | **Animal**  **(RES^b^)** | **Concentration**  **(pg/µl)** | **RIN value^c^** | **28S/18S** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| FF-1 | 355 | 7.7 | 0.7 | RES-1 | 787 | 7.8 | 1.0 |
| FF-2 | 627 | 7.7 | 1.0 | RES-2 | 1273 | 7.0 | 0.7 |
| FF-3 | 578 | 7.4 | 0.8 | RES-3 | 5354 | 6.3 | 0.9 |
| FF-4 | 1329 | 7.3 | 1.1 | RES-4 | 739 | 7.0 | 1.2 |
| FF-5 | 1304 | 7.0 | 0.8 | RES-5 | 2070 | 6.8 | 0.8 |
| FF-6 | 1438 | 7.4 | 0.9 | RES-6 | 644 | 8.0 | 0.8 |
| FF-7 | 1742 | 7.2 | 0.9 | RES-7 | 440 | 7.7 | 0.7 |
| FF-8 | 1268 | 7.0 | 1.0 | RES-8 | 825 | 7.2 | 0.7 |
| FF-9 | 468 | 7.1 | 1.1 | RES-9 | 532 | 8.2 | 1.0 |
| FF-10 | 1830 | 5.5 | 0.2 | RES-10 | 1271 | 6.6 | 0.6 |
| FF-11 | 309 | 7.9 | 1.2 | RES-11 | 433 | 8.3 | 1.1 |
| FF-12 | 566 | 7.2 | 0.8 | RES-12 | 429 | 8.1 | 1.0 |
| FF-13 | 1228 | 7.1 | 1.0 | RES-13 | 667 | 7.4 | 0.8 |
| FF-14 | 1244 | 7.1 | 0.8 | RES-14 | 979 | 7.0 | 0.7 |

^a^ Full-fed group

^b^ Restricted-fed group

^c^ RIN: RNA Integrity Number

**Table S2**

Statistics of clean reads and unique sequences in mRNA libraries

| **Sample name** | **Clean Reads** | **Total Mapped** | **Multiple Mapped** | **Uniquely Mapped** | **GC, %** | **Q20, %** | **Q30, %** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| FF^a^-1 | 36,669,381 | 32,192,616 (87.79%) | 3,381,338 (9.22%) | 28,811,278 (78.57%) | 42.25 | 97.92 | 94.16 |
| FF-2 | 36,691,903 | 29,889,540 (87.94%) | 2,378,004 (6.48%) | 29,889,540 (81.46%) | 41.04 | 98.29 | 94.84 |
| FF-3 | 33,578,328 | 26,837,151 (87.27%) | 2,467,645 (7.35%) | 26,837,151 (79.92%) | 40.89 | 98.36 | 95.07 |
| FF-4 | 35,771,378 | 31,645,133 (88.46%) | 2,530,134 (7.07%) | 29,114,999 (81.39%) | 41.5 | 98.19 | 94.53 |
| FF-5 | 36,026,081 | 29,174,924 (88.01%) | 2,530,770 (7.02%) | 29,174,924 (80.98%) | 41.7 | 97.81 | 93.84 |
| FF-6 | 38,882,649 | 34,204,573 (87.97%) | 3,303,591 (8.50%) | 30,900,982 (79.47%) | 41.31 | 98.28 | 94.83 |
| FF-7 | 35,646,389 | 31,762,098 (89.10%) | 1,655,389 (4.64%) | 30,106,709 (84.46%) | 40.38 | 98.25 | 94.7 |
| FF-8 | 40,129,888 | 35,253,805 (87.85%) | 2,553,927 (6.36%) | 32,699,878 (81.49%) | 41.07 | 97.79 | 93.78 |
| FF-9 | 37,689,830 | 32,661,179 (86.66%) | 2,596,003 (6.89%) | 30,065,176 (79.77%) | 40.91 | 98.33 | 95.01 |
| FF-10 | 39,676,588 | 34,571,399 (87.13%) | 4,710,010 (11.87%) | 29,861,389 (75.26%) | 42.61 | 97.81 | 93.88 |
| FF-11 | 37,514,005 | 32,988,773 (87.94%) | 2,797,119 (7.46%) | 30,191,654 (80.48%) | 41.7 | 98.24 | 94.7 |
| FF-12 | 37,349,364 | 32,457,354 (86.90%) | 2,433,974 (6.52%) | 30,023,380 (80.39%) | 40.58 | 97.87 | 94.03 |
| FF-13 | 40,012,910 | 35,095,271 (87.71%) | 2,905,036 (7.26%) | 32,190,235 (80.45%) | 41.27 | 97.84 | 93.93 |
| FF-14 | 34,820,793 | 30,455,926 (87.46%) | 1,890,238 (5.43%) | 28,565,688 (82.04%) | 40.69 | 98.32 | 94.89 |
| RES^b^-1 | 37,896,875 | 33,228,362 (87.68%) | 2,568,129 (6.78%) | 30,660,233 (80.90%) | 41.68 | 98.32 | 94.93 |
| RES-2 | 39,268,935 | 34,417,436 (87.65%) | 2,603,227 (6.63%) | 31,814,209 (81.02%) | 40.62 | 97.89 | 94.05 |
| RES-3 | 39,564,661 | 35,531,414 (88.57%) | 4,258,666 (10.62%) | 31,272,748 (77.96%) | 42.55 | 97.17 | 92.66 |
| RES-4 | 39,697,610 | 34,911,596 (87.94%) | 2,606,441 (6.57%) | 32,305,155 (81.38%) | 41.68 | 98.28 | 94.79 |
| RES-5 | 40,115,725 | 34,945,893 (88.33%) | 3,386,340 (8.56%) | 31,559,553 (79.77%) | 43.62 | 97.25 | 92.9 |
| RES-6 | 37,825,149 | 33,101,495 (87.51) | 2,723,633 (7.20%) | 30,377,862 (80.31%) | 41.11 | 98.31 | 94.88 |
| RES-7 | 40,758,535 | 35,327,204 (86.67%) | 2,558,658 (6.28%) | 32,768,546 (80.40%) | 40.91 | 97.93 | 94.18 |
| RES-8 | 40,783,202 | 35,706,390 (87.55%) | 2,679,283 (6.57%) | 33,027,107 (80.98%) | 40.93 | 97.87 | 93.97 |
| RES-9 | 35,768,247 | 31,210,228 (87.26%) | 2,656,933 (7.43%) | 28,553,295 (79.83%) | 41.56 | 98.3 | 94.84 |
| RES-10 | 33,420,856 | 29,346,224 (87.81%) | 2,234,394 (6.69%) | 27,111,830 (81.12%) | 41.69 | 98.37 | 95.08 |
| RES-11 | 40,790,870 | 35,840,197 (87.86%) | 2,545,584 (6.24%) | 33,294,613 (81.62%) | 41.56 | 98.32 | 94.89 |
| RES-12 | 33,595,222 | 29,490,792 (87.78%) | 2,208,740 (6.57%) | 27,282,052 (81.21%) | 41.72 | 98.23 | 94.66 |
| RES-13 | 39,245,421 | 34,333,939 (87.49%) | 3,497,828 (8.91%) | 30,836,111 (78.57%) | 41.39 | 97.81 | 93.83 |
| RES-14 | 39,280,481 | 34,125,706 (86.88%) | 2,797,519 (7.12%) | 31,328,187 (79.76%) | 40.99 | 97.94 | 94.22 |

^a^ Full-fed group

^b^ Restricted-fed group

How the deposited data were processed for this re-analysis (not part of the article)

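Mural granulosa cells of 1 follicle per sow were sequenced in 27 libraries, 13 from full-fed (FF) and 14 from feed-restricted (RES) sows. According to the methods and the file headers, the authors made the deposited counts by cleaning the reads with SOAPnuke, aligning them with HISAT2 to Sscrofa11.1, keeping uniquely mapped reads, removing PCR copies with UMI-tools and counting read pairs on exons with featureCounts and Ensembl gene models. The libraries kept strand information, but the counting command sets no strand option. The deposited counts are not normalized. RIN and the read statistics come from the paper's Tables S1 and S2, and the mitochondrial and glycolysis lists from its Tables S3 and 2.

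Gene symbols were taken from a table that pairs Ensembl identifiers with symbols, and positions from the RefSeq annotation of Sscrofa11.1 by symbol. No biotype was given for the identifiers, so genes with a symbol stand in for protein-coding genes. Genes without a symbol in the table, such as AKT1, MKI67 and CYP19A1, were not analysed here. Identifiers with a mean count of at least 5 over the 27 libraries were kept, and small RNA symbols left out.

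Differential expression was tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, R 4.3.3), with Benjamini-Hochberg adjustment and a call at an adjusted p under 0.05. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01. The S and G2/M lists and the replication list stand in for the GO and KEGG sets of the paper. Correlations are Pearson's r on counts divided by the size factors of DESeq2 1.42.0, with 100000 permutations, so that the smallest p they can give is 1e-05. Within quality groups all permutations were used. Size factors were computed over all identifiers with a mean count of at least 5. That gene set was left open in the plan and chosen after exploratory fits had shown that DESeq2 over all genes comes close to Table S3. Correlations and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

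Libraries were also divided at a gap in the share of bases with a quality score of at least 20, because no sequencing batch is stated in the paper's text. Alternatives to the gene counts were DESeq2's Wald test, DESeq2's size factors in edgeR, edgeR's filterByExpr, no count filter, all identifiers, a replicate block, the quality group, RIN or the GC percentage of reads as a covariate, leaving out FF sow 10, and limma's voom with sample quality weights. Gene lists were also tested with an estimated correlation between genes, with fry, and with the block, quality, RIN and FF sow 10 settings. Alternatives to the correlations were Spearman's rho, log2 counts, TMM-scaled counts, leaving out the 2 libraries farthest from the median, residuals within the quality groups, and leaving out FF sow 10. Lists of endothelial, immune, stroma, smooth muscle, theca, erythroid and oocyte markers were used to ask whether RNA of other cells differed between libraries.

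The tests were tested on simulated data. Of 200 changed genes among 11334 simulated for RES against FF, edgeR recovered 89%, with 5.82% of its calls on unchanged genes. Every changed gene was simulated at a log2 fold change of 1 or −1. They were drawn from genes above a higher count limit than the one used here, and genes varied independently. The recovered shares thus do not carry over to smaller changes or to genes with few counts. DESeq2 recovered 92.5% with 9.31% of calls on unchanged genes, and voom with sample quality weights 85.5%. Camera called 2 of 200 unchanged sets. That rate does not carry over to the correlated gene lists tested here. Among the splits of the real libraries, 1 with 7 RES sows in the group of 14 gave p = 5.5e-14 for the cell cycle list. Another with 7 gave p = 1.1e-18 for the OXPHOS list. Camera p values at the preset correlation, within quality groups too, are thus not calibrated for these lists. For 14 libraries, 13 of 300 simulated pairs without correlation and 254 of 300 with a correlation of 0.7 were called.

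Follicle size, body measures, immunostaining, network modules and GO or KEGG enrichment were not analysed here. Some genes of the paper's marker lists and of its correlation matrix, and the results that need them, are not reported here.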

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

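The splits, factors and covariates used here to examine the identifiers without a symbol and the endothelial markers, and the comparison of other marker lists with the endothelial list, were chosen only after the result was seen.

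The paper does not discuss the identifiers without a gene symbol as a group, but they may include genes it names. Of 6045 such identifiers, 655 were called between RES and FF GCs, 229 higher and 426 lower (65.0%). In 100 splits of the 27 libraries into 13 and 14, 1 gave as many, the real one. They had a median mean count of 22.0 against 151 for named genes. Examples chosen after the values were seen are ENSSSCG00000054032 (log2 fold change 1.72, SE 0.32) and ENSSSCG00000056344 (−1.64, SE 0.45). Normalization and RNA from other cells both stay open. With the factors of the named genes, 648 were called and 70.4% fell, but these factors lower all fold changes and could not have removed the excess. With the endothelial score as a covariate 3 were called (640 at an unadjusted p under 0.05, of which 74.1% fell), but this covariate differs between the diets and takes up part of their effect. An effect of the diet on these transcripts is untested.

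The score of endothelial markers, a list the paper does not analyse as a whole, was lower in RES GCs by a log2 difference of −0.49 (permutation p = 0.00043), from 3.47 ± 0.24 in FF (SD, n = 13) to 2.98 ± 0.36 in RES (SD, n = 14). Of the 13 listed genes 10 were tested, 9 fell and 5 were called. CDH5, which is in the list, was picked by the study. EMCN fell from 509 ± 159 to 305 ± 101 normalized counts. In 100 splits, 4 gave a camera p as small. With the quality group as a covariate the camera p was 1.3e-05, and with the estimated correlation between genes it was 0.039. The immune score differed by −0.68 (p = 0.0073), the smooth muscle score by −0.46 (p = 0.055), the theca score by −0.57 (p = 0.0165) and the stroma score by −0.25 (p = 0.20). Less RNA from all other cell types in RES is one candidate explanation. The immune, stroma, smooth muscle and theca scores did not move apart from the endothelial score, with the smallest p of that difference at 0.176. The erythroid list (2 genes tested, −1.08, p = 0.017) and the oocyte list (1 gene tested, −0.17, p = 0.179) were too short for this test. The difference of the oocyte gene to the endothelial score had p = 0.0493. Fewer vessels in the follicle wall of RES sows remain untested.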

How the results depend on the processing

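The fits that left out each library in turn, the upper-quartile factors and the factors from all identifiers were chosen only after the result was seen.

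With limma's voom with sample quality weights 3193 genes were called against 1610, with 1650 higher and 1543 lower, and 36 OXPHOS genes, 114 other mitochondrial genes and 6 glycolysis genes were called higher against 17, 64 and 3. The glycolysis count was also 5 with DESeq2, 5 with all identifiers and 5 without FF replicate 10, 4 with filterByExpr and with the quality covariate, and 2 with RIN and with the GC percentage of reads as a covariate. With the GC percentage of reads as a covariate 26 OXPHOS genes were called higher. Across the fits that each left out 1 library, 1182 to 2350 genes were called, of which 415 (without FF replicate 6) to 1096 (without RES replicate 7) were lower in RES.

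Same-numbered sows of the groups share only a number: their libraries had a median correlation of 0.011 over 13 pairs (−0.22 to 0.30, 1 above 0.1), against 0.0040 for differently numbered pairs. A replicate block gave 385 genes lower in RES and 0 glycolysis genes called higher (10 at an unadjusted p under 0.05). It spends degrees of freedom on numbers without a visible pairing.

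The camera p of the OXPHOS genes was 0.246 with the estimated correlation between genes. Without the 2 libraries farthest from the median, 4 of 8 correlations of CDKN1A were called in RES, and 1 of the IGFBP correlations in FF. Spearman's rho and TMM-scaled counts each called 1 of the CDKN1A correlations in FF. Log2 counts and TMM-scaled counts each called 1 of the IGFBP correlations in FF. On log2 counts the difference of the IGFBP7 correlations was −0.998 (permutation p = 0.0187, against 0.063 to 0.264 with the other alternatives). Across fits that each left out 1 RES library, 6 to 7 of the CDKN1A correlations and 21 to 28 of the IGFBP correlations were called, and r of FOXO1 with CDKN1A was 0.54 to 0.76.

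Some correlations near 0 changed sign. That of CDKN1A with CDK1 in FF was 0.079 without the 2 farthest libraries, and that with CDK4 in RES 0.18. On residuals within the quality groups the latter was 0.048. CDKN1A with PCNA in FF was 0.061 on log2 counts and 0.092 without the 2 farthest libraries.

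A set of 56 genes named in the text was followed through the 11 alternatives, and none of their log2 fold changes changed sign. BPGM and ENO2, given below, are outside this set and did change sign. The number of the 56 genes that lost their call was 12 with the replicate block, 4 with GC percentage, 3 with RIN, and 1 or 0 with each of the others. Voom with sample quality weights called 12 more and DESeq2 7 more.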

Differences from the paper's values

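DESeq2 on all genes, the factors from all identifiers and the fits without 1 library other than FF replicate 10 were chosen only after the result was seen.

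The paper gives 1531 genes higher in RES among its protein-coding genes with DESeq2, and 944 of 11384 named genes were called here with edgeR. These gene sets differ. The value for all identifiers is counted over 17467, and 229 of its higher ones have no symbol. The values of DESeq2 (1087), all identifiers (1357), the GC percentage covariate (1058), without FF replicate 10 (1192) and voom with sample quality weights (1650) lie within 1.5 times the paper's. Those of RLE factors (925), filterByExpr (923), no filter (923), the replicate block (701), the quality covariate (984) and RIN (920) do not. DESeq2 on all genes, chosen after seeing the values, gave 1304, and the factors from all identifiers, likewise, 1168. Of the fits without 1 other library, also chosen after seeing the values, those without FF replicate 4 (1105) and RES replicates 5 (1028), 7 (1254) and 10 (1097) come as close.

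The paper gives 105 OXPHOS genes, or 62%, as significantly higher, and 17, or 13.1%, were called here. For mitochondrial genes outside OXPHOS the paper gives 54%, and 7.92% were called. No alternative set before the data were examined closed these gaps, the largest values being 36, 27.7% and 14.1% with voom. In Table S3, 105 of 169 OXPHOS genes (62.1%) and 523 of 967 others (54.1%) have a positive log2 fold change, whatever their p. DESeq2 on all genes, chosen after seeing the values, came within 0.01 of 915 of 915 log2 fold changes of that table and called 24 OXPHOS genes and 86 others higher.

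For FOXO1 the paper gives P = 0.029 and names no adjustment there. The unadjusted p here was 0.0239, and 0.0286 with DESeq2 on all genes, chosen after seeing the values. The paper's P is thus on the unadjusted scale. The adjusted p was 0.106 here and 0.1227 in that DESeq2 fit. Without FF replicate 10 the adjusted p was 0.0266, and voom with sample quality weights gave 0.010. The paper gives P = 0.032 for MAP2K2 with FOXO1 against 0.0697 here. Spearman's rho (0.0279), the correlation without the 2 farthest libraries (0.0458) and residuals within quality groups (0.0476) come within 1.5 times the paper's value, log2 counts (0.0589) and TMM-scaled counts (0.0668) do not.

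The paper's r of CDKN1A with CCNB1 in RES is about −0.084 in Fig. 3F, against −0.85 here, and its r with CDK1 in RES about 0.88 in Fig. 3F, against −0.89. None of the alternatives set before the data were examined closed these gaps. In the same panels the paper's drawn lines for RES fall, and its P is about 0.0001 for CCNB1 and below that for CDK1.

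For BPGM the paper gives a log2 fold change of 0.026 against −0.0096 here, and for ENO2 0.018 against −0.014. BPGM was positive with no filter, all identifiers, the replicate block, and the quality and GC covariates, and ENO2 with all identifiers, RIN and without FF replicate 10. With each of the other alternatives the value stayed below 0. DESeq2 on all genes, chosen after seeing the values, came within 0.030 of all 24 values of Table 2.

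The paper calls further genes significant that were not called here: CCNE2, CDC25B, IGFBP4, IGFBP7, INHBB, NRAS, MAP2K2, RPS6KA1, PFKFB3, HK2 and both LDH genes. DESeq2 called CCNE2, CDC25B, IGFBP7, PFKFB3 and LDHA. Voom with sample quality weights called these 5 and IGFBP4, INHBB and NRAS. With all identifiers CCNE2, CDC25B, PFKFB3 and LDHA were called, with the replicate block CCNE2, CDC25B, IGFBP7 and INHBB, and without FF replicate 10 CDC25B, IGFBP7, INHBB and PFKFB3. The quality covariate called IGFBP7 and LDHA, RIN called INHBB and PFKFB3, and filterByExpr called LDHA. Of the settings chosen after seeing the values, DESeq2 on all genes called CCNE2, CDC25B, IGFBP7, INHBB, PFKFB3 and LDHA, and the factors from all identifiers the same without IGFBP7 and INHBB. Without RES replicate 7 MAP2K2, NRAS, IGFBP4, IGFBP7, CCNE2, CDC25B, PFKFB3 and LDHA were called. Fits without 1 of several other libraries called IGFBP4, IGFBP7, CCNE2, CDC25B, PFKFB3 or LDHA. No setting called RPS6KA1, HK2 or LDHB. At an unadjusted p these 3 are under 0.05 here (0.0169, 0.036 and 0.0368). The P values of the paper's Table 2 are on that scale: the unadjusted p of DESeq2 on all genes, chosen after seeing the values, was 0.0199 for HK2 and 0.0181 for LDHB. The Discussion pairs lower IRS1 with higher FOXO1 and CDKN1A, whose log2 fold changes here were −0.41 and −1.19. PGAM1, which the paper counts as below its minimum, had means of 19.2 and 20.9 normalized counts.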

Other observations

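The tests of RES sow 7, of random divisions into quality groups and of less RNA from other cells behind the cell cycle genes, the upper-quartile counts and the fits that left out 1 library were chosen only after the result was seen.

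The cell cycle and replication genes were higher in RES GCs. In 100 splits of the 27 libraries, 1 gave as many called genes as the real one (the others had a median of 0 and at most 59), and likewise 1 for the cell cycle list and 1 for the replication list. The median log2 fold change of the cell cycle list stayed at 1.015 with the quality group and 1.001 with RIN as a covariate. The camera p values, not calibrated for this list, were 1.68e-48 and 4.69e-48. The quality groups and RNA integrity thus do not account for the whole rise. Less RNA from other cells would raise all GC transcripts alike, but the cell cycle score rose by 0.96 and so by 0.792 more than the score of the GC markers (permutation p = 0.00071). That argues against it as the whole cause. A part of the rise stays open: with the endothelial score as a covariate, which itself differs between the diets, the median log2 fold change of the cell cycle list went from 1.01 to 0.53 and that of CDK1 to 0.22 (p = 0.396). An effect of the diet, of follicle size or of the timing of development remains open, since these were not tested against each other.

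The rise of mitochondrial genes is less certain. For the OXPHOS list 29 of 100 splits gave a camera p as small, and 43 of 100 for the other mitochondrial genes. As many called genes were found in 1 of the 100 splits for OXPHOS, 1 for the others and 1 for glycolysis, each time the real one. That says little about these lists, as only 4 of the other splits called any gene at all. Outside OXPHOS 64 of 808 mitochondrial genes were called higher, no larger a share than the 944 of all 11384 tested genes. The OXPHOS p was 1.17e-06 with the quality group as a covariate. Gene length and GC content stay open. Among the 82 OXPHOS genes with both values the median log2 fold change fell from 0.17 to 0.053 after adjustment for them, and 16.0% of random lists were as high. These are 63.1% of the tested OXPHOS genes, fewer than the 80% set for this test, so it does not decide for the list. More mitochondria per cell cannot be told apart from higher nuclear expression. The nuclear OXPHOS score rose by 0.19 (p = 0.019) and that of the 13 genes of the mitochondrial genome by 0.12 (p = 0.40), but these did not differ from each other (p = 0.681). None of the 13 was called, and 0 had an unadjusted p under 0.05.

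Whether the excess of higher over lower genes comes from normalization stays open. With upper-quartile factors 51.1% of called genes rose, against 58.6% with TMM. The share was 62.2% without a count filter and 64.5% with the replicate block. Voom with sample quality weights kept the TMM factors and called 1650 higher and 1543 lower, so the excess also depended on the test.

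Whether a wider spread of expression in RES underlies the larger number of CDKN1A correlations there stays open. In RES, 26.6% of all tested genes were correlated with CDKN1A at an unadjusted p under 0.05, against 12.3% in FF. Among random genes the median share was 14.8% in RES and 11.3% in FF. But the spread of CDKN1A itself was not wider in RES (ratio of the SDs on the log2 scale 1.076, p = 0.89), and that of CCNB1 was 0.65 times that in FF (p = 0.167).

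The fall of IGFBP7 cannot be told apart from less RNA of endothelial cells. With their score as a covariate its log2 fold change was −0.16 (SE 0.19, p = 0.41). That covariate also took up most of the diet effect: 1 gene was called, HSD11B1 (1121 at an unadjusted p under 0.05), and CDKN1A stood at −0.75 (p = 0.010). IGFBP7 followed the endothelial score with r = 0.84 in RES and 0.22 in FF. This r is not particular to IGFBP7. In RES it was −0.82 for CDK1, 0.74 for CDKN1A and 0.65 for IGFBP4, and lower for FOXO1 (0.44) and IGFBP2 (0.25). The stroma score gave p = 0.20 and leaves that source open.

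More genes were called in the upper quality group. The gap may come from a chance assignment of libraries to the quality groups, since 5 of the 100 random divisions gave a difference in called genes as large, the real one included. In 76 of the other divisions 1 part had no called gene. Between quality groups no gene was called within FF (903 at an unadjusted p under 0.05) or within RES (1435).

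RES sow 7 lay among the FF libraries on the first principal component, and without it 2350 genes were called. A mislabelled sample cannot be excluded. A swap needs an FF library nearer the RES mean, and there were 2, FF sows 4 and 10. A single wrong label needs none, so these values do not decide. It is also possible that this sow responded little to the diet, which was not tested. Its endothelial (3.87), smooth muscle (5.32) and theca (7.01) scores were the highest of the 27 libraries. Its immune (2.24), stroma, erythroid and oocyte scores were not the highest. More RNA from other cells in this library thus stays open as well.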
